# Cell of origin epigenetic priming determines susceptibility to *Tet2* mutation

**DOI:** 10.1038/s41467-024-48508-6

**Published:** 2024-05-21

**Authors:** Giulia Schiroli, Vinay Kartha, Fabiana M. Duarte, Trine A. Kristiansen, Christina Mayerhofer, Rojesh Shrestha, Andrew Earl, Yan Hu, Tristan Tay, Catherine Rhee, Jason D. Buenrostro, David T. Scadden

**Keywords:** Haematopoietic stem cells, Epigenetics, Cancer

## Abstract

Hematopoietic stem cell (HSC) mutations can result in clonal hematopoiesis (CH) with heterogeneous clinical outcomes. Here, we investigate how the cell state preceding *Tet2* mutation impacts the pre-malignant phenotype. Using an inducible system for clonal analysis of myeloid progenitors, we find that the epigenetic features of clones at similar differentiation status are highly heterogeneous and functionally respond differently to *Tet2* mutation. Cell differentiation stage also influences *Tet2* mutation response indicating that the cell of origin’s epigenome modulates clone-specific behaviors in CH. Molecular features associated with higher risk outcomes include *Sox4* that sensitizes cells to *Tet2* inactivation, inducing dedifferentiation, altered metabolism and increasing the in vivo clonal output of mutant cells, as confirmed in primary GMP and HSC models. Our findings validate the hypothesis that epigenetic features can predispose specific clones for dominance, explaining why identical genetic mutations can result in different phenotypes.

## Abstract (web summary)

HSC mutations lead to diverse clonal hematopoiesis outcomes. This study shows how epigenetic traits can predispose clones for dominance. *Sox4* increases sensitivity to *Tet2* KO, offering insights into variable phenotypes despite identical mutations.

## Introduction

Upon aging, somatic cells steadily accumulate mutations at a rate of approximately 10–50 novel mutations per year across various tissues^1–6^. Every organ can be defined as a mosaic of cell clones carrying distinct mutations. Although most of these mutations are of little or no functional consequence, some may confer fitness advantage. A well-studied example can be found in the hematopoietic system, which is maintained by a pool of self-renewing multipotent hematopoietic stem cells (HSC). Upon aging, the long lifespan of HSC makes them particularly susceptible to the accumulation of genetic mutations; best estimates suggest that HSC acquire 1-3 exonic somatic mutation per cell per decade^7,8^. Among these, mutations in epigenetic regulators are commonly found in healthy elderly individuals with normal blood counts in a process called Clonal Hematopoiesis (CH), leading to an increased clonal fitness and positive selection over time^9^. CH is associated with an increased risk of all-cause mortality, a >10-fold increased risk of hematological malignancies, cardiac disease development and overall clinical adverse outcome^5,10–13^, representing a precursor state for myelodysplastic syndromes (MDS) and ultimately acute myeloid leukemia (AML)^14–16^.

One poorly understood aspect of CH is its incomplete penetrance, with most (~96%) patients remaining cancer-free over time, suggesting additional alterations to cells are needed for cell transformation. Current approaches for risk prediction are based on retrospective examination of the genetic mutations^9,17,18^. Clone size, driver gene identity, number of mutations and the fitness rate of specific variants have been demonstrated to have predictive power for transformation risk. However, while driver mutations provide useful insights into clonal progression, recent reports demonstrated that they are not complete indicators of risk. Indeed, high heterogeneity has been reported in the growth rate of clones harboring the same genetic mutation among different patients^19^ and a large proportion of CH cannot be linked to known driver genes^20^, suggesting that a large fraction of the unexplained variability can be ascribed to other cell extrinsic or intrinsic factors^21^. Environmental stimuli, such as changes in the bone marrow (BM) environment^22^, inflammation^23^ or transplant-related proliferative stress^24^ can influence clone growth. Alternatively, we hypothesize that the rate of clonal expansion can be modulated by specific properties of the clone of origin. While long-term consequences are mediated by HSC, downstream phenotypic effects such as myeloproliferation can als be influenced at the progenitor level.

Using clonal tracing methods, we and others previously found that functional heterogeneity^25^ among unmutated hematopoietic clones is associated in vivo with defined molecular landscapes, both at the epigenetic^26^ and transcriptomic level^27^. In accordance, clonal heterogeneity is also emerging as an important cause of incomplete penetrance of leukemic mutations^28^. In previous work, we demonstrated that clonal behaviors were largely scripted in the epigenome of the cell of origin^26^. These clone-specific functional differences include responses to inflammatory and genotoxic stress^26^. It is likely, therefore, that the response to a genetic mutation will similarly be influenced by the epigenome of the clone of origin.

As a model to demonstrate this concept, we investigated the epigenomic dependencies of Tet methycytosine dioxygenase 2, *Tet2*. Inactivating mutations to *TET2* are amongst the most prevalent in CH and are associated with the highest relative risk of disease development^14^. Mutations to this epigenetic regulator are associated with hypermethylation of cytosines at enhancer sequences and alterations in physiologic hematopoietic differentiation^29^. Knock-out (KO) mouse models accurately mirror human disease progression, with a fraction of mice transitioning from CH to different hematologic disorders months after the induction of the mutation^30,31^. Several studies have suggested that mutations to *Tet2* can have diverse functional roles across disease relevant cell types. In HSCs, *Tet2* mutations skew the HSC transcriptome towards a myelo-monocytic fate^32^ and expand the hematopoietic progenitor cell population in a cell-intrinsic manner^30^, resulting in altered differentiation and function particularly of myeloid populations^33^.

In this study, we characterize the epigenetic and functional consequences of *Tet2* inactivating mutation in early, committed and differentiated primary mouse BM populations. By pairing this information with an ex vivo clonal system based on Granulocytic-Monocytic Progenitors (GMP), we uncover a clone-specific epigenetic state which affects the extent of functional changes seen in myeloid cells. Further, by using HSC transplantation models we highlight that this “sensitizing” epigenetic state coincides with in vivo outcomes in mice, increasing the molecular and functional dysregulation associated with *Tet2* mutation.

Collectively, these results provide experimental evidence that epigenetic features of the cell of origin influences the phenotype of *Tet2* mutant clonal hematopoiesis.

## Results

### Characterization of the *Cis*-regulatory landscape of GMPs in vivo

To study how inactivation of an epigenetic regulator may promote disease-associated programs, we performed molecular profiling at the single cell level of bone marrow (BM) hematopoietic progenitor cells from inducible *Tet2* mutant mice (Mx1-Cre *Tet2*^fl/fl^^30^) or matched controls from the same genetic background (*Tet2*^fl/fl^, referenced as WT- wild-type) (Fig. 1A). All the mice were treated with polyinosinic-polycytidylic acid (pI:pC) to account for inflammation-induced alteration of cell behavior and phenotype^34^. Efficient *Tet2* deletion was confirmed at the genomic level by ddPCR in >95% of circulating cells (Supplementary Fig. 1a). Upon *Tet2* deletion, phenotypic analysis highlighted expansion of myeloid cells in the periphery, splenomegaly in a fraction of mice, and accumulation of primitive HSC and myeloid progenitors in the BM, consistent with previous reports for this model (Supplementary Fig. 1b-e)^30^.

**Fig. 1:**
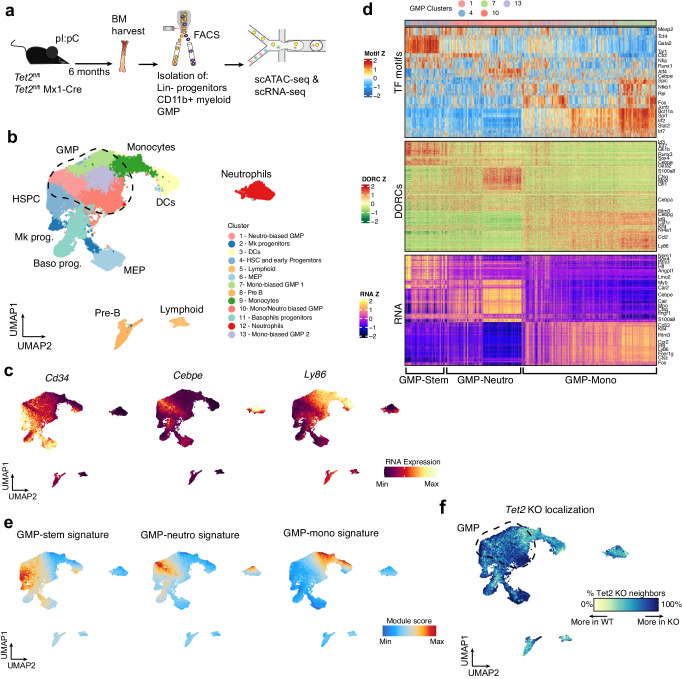
Definition of chromatin states that describe in vivo GMP differentiation. **a** Cartoon depicting experimental strategy and molecular analyses for primary *Tet2* KO and WT populations. **b** UMAP plot showing the combined scATACseq coordinates and annotation of sorted Lin- progenitors, CD11b+ myeloid cells and GMPs. HSPC Hematopoietic Stem and early Progenitor Cells, GMP Granulocytic-Monocytic Progenitors MEP Megakaryocyte-erythroid progenitors, DCs Dendritic Cells. **c** UMAP plots showing RNA expression of representative markers for stem and early progenitors (left), granulocytic (middle) or monocytic (right) differentiation. **d** Heatmaps comparing TF accessibility (top), DORC accessibility (middle) and RNA expression (bottom) of most variable elements across GMP cells. Cells are color coded by cluster identity, as indicated. **e** UMAP plots showing cumulative peaks accessibility for GMP chromatin signatures. **f** Plot showing relative distribution of WT and *Tet2* KO cells across the differentiation trajectory. Source data are provided as a Source Data file.

Our single-cell dataset (*n* = 4 *Tet2* KO mice, *n* = 2 WT mice) included populations spanning from HSC to mature myeloid effector cells (Lin- progenitors, CD11b+ cells), and sorted GMPs (Lin- cKit+ Sca1- CD34 + CD16/32 + ), thus encompassing all the different intermediates of myeloid differentiation (Supplementary Fig. 1f, g, Supplementary Data 1). GMPs represent a heterogeneous mixture of myeloid-restricted cells which connect primitive progenitors to committed multi-lineage myeloid fates^35,36^. This latter cell type is particularly relevant during oncogenic transformation where MDS/AML cells progressively co-opt GMP identities^37,38^.

We analyzed a total of 57,232 cells for scATAC-seq^39^ and 8,969 cells for scRNAseq and applied our previously developed analytical framework to link chromatin accessibility and gene expression across cells^40^. In this way, we were able to annotate the scATAC-seq data using known markers for hematopoietic BM populations^35,36^ extracted from the paired single cell RNA-seq dataset (Fig. 1b, Supplementary Fig. 1h, i). 

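The scRNA-seq data analysed here were 4 libraries of mouse bone marrow cells, 1 for each of the 2 genotypes, WT (Cre-negative *Tet2* fl/fl mice) and *Tet2* KO, and each of the 2 sorts, GMP and Lin- progenitors together with CD11b+ cells (the Lin-/CD11b+ sort). There were no replicate libraries, so no test between genotypes was made, and a difference between genotypes cannot be separated from a difference between mice or preparations. Every interval given for these libraries is a 95% interval that covers counting error only. The authors deposited raw UMI counts (a unique molecular identifier, UMI, marks each captured RNA molecule) for 18695 genes in 8969 cells, made with Cell Ranger and filtered in Seurat, together with a table that gives the library of each cell. The genome build used for RNA is not given in the sources used here. The methods name the v2 reagent kit, and the design text of the data series names a later version.
The WT GMP library held 1258 cells and 22890469 UMIs, with a median of 18713 UMIs per cell. The *Tet2* KO GMP library held 2719 cells and 42561110 UMIs, with a median of 15488 per cell. In the Lin-/CD11b+ sort, the WT library held 1924 cells and 22681380 UMIs, with a median of 11092 per cell, and the *Tet2* KO library 3068 cells and 34024599 UMIs, with a median of 10417 per cell. The paper's reported cell numbers in Supplementary Data 1 are 1924 for the *Tet2* KO GMP sort and 2719 for the WT Lin-/CD11b+ sort, the reverse of the deposited assignment. The barcode, the UMI total and the gene number of the matrix equalled those of the cell table in 8969 of 8969 cells, and the deposited assignment was used. In the library assigned to the WT Lin-/CD11b+ sort, 205 of 1924 cells were lymphoid-like (10.7%, exact binomial interval 9.31% to 12.1%), against 0 of 2719 cells in the library assigned to the *Tet2* KO GMP sort, an interval that reaches 0.136%.
For each library and cell type, UMIs were summed over cells and scaled to the total of that library and type as CPM. Because depth per cell differed between libraries, shares of cells with a UMI were also taken after each cell was thinned to 5000 UMIs. No cell was left out by this, since the lowest had 5003.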

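The table of cells used here names the library of each cell and no cell type, so types were rebuilt from the RNA counts, and a difference from the annotation of the study may come from these rebuilt names. The 2000 most variable genes, 30 principal components and 30 nearest neighbours gave 15 Leiden clusters at resolution 0.8, the number of components, the number of neighbours and the resolution being those of the methods. Clusters were named by markers fixed in advance, and each name carries the ending -like.
In the GMP sort, mono-biased GMP-like cells made up 45.4% (42.6% to 48.2%) of WT and 48.7% (46.8% to 50.6%) of *Tet2* KO cells (exact binomial intervals). Neutro-biased GMP-like cells made up 30.0% (27.4% to 32.6%) and 33.7% (31.9% to 35.5%), and HSPC-like cells 15.2% (13.2% to 17.3%) and 11.8% (10.6% to 13.0%). In the Lin-/CD11b+ sort, 13.6% (12.1% to 15.2%) of WT and 20.3% (18.9% to 21.8%) of *Tet2* KO cells were HSPC-like. Monocyte-like cells made up 13.8% (12.3% to 15.4%) and 13.8% (12.6% to 15.1%), neutrophil-like cells 7.74% (6.59% to 9.03%) and 4.89% (4.15% to 5.71%), and DC-like cells 20.4% (18.6% to 22.2%) and 20.1% (18.7% to 21.6%). These shares depend on the sort gates and on the rebuilt names. The monocyte-like shares leave out the unnamed cluster 12, which held a larger share of the *Tet2* KO library. The monocytic markers *Ly6c2* and *Ccr2* had UMIs in 223 and 220 of its 225 cells. The equal monocyte-like shares therefore do not show an equal share of monocytes. At Leiden resolution 1.2, a setting chosen after the data were seen, 85.4% of cells kept their name, and the share of mono-biased GMP-like cells in the WT GMP library was 33.6%.
Cluster 12 stayed unnamed. It held 1.87% (1.31% to 2.58%) of WT and 6.16% (5.34% to 7.07%) of *Tet2* KO cells of the Lin-/CD11b+ sort, and because *Saa3* and *Apoe*, which are among its leading genes, also differed between genotypes in other cell types, no change is read from its size. HSPC-like cells came from cluster 5 and cluster 7. Cluster 5 held 158 of 262 WT and 410 of 623 *Tet2* KO HSPC-like cells of the Lin-/CD11b+ sort, and cluster 7 held 122 of 191 and 254 of 320 in the GMP sort.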

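In the RNA of WT cells of the Lin-/CD11b+ sort, *Cd34*, a marker of stem and early progenitor cells, was at 270.1 (253 to 289) CPM in HSPC-like cells (exact Poisson intervals), 70.7 (63.7 to 78.2) in mono-biased and 41.0 (33.8 to 49.3) in neutro-biased GMP-like cells, and 15.0 (10.8 to 20.5) in monocyte-like cells. No *Cd34* UMI was found in 149 neutrophil-like cells, an interval that reaches 2.61 CPM. *Cebpe*, a marker of granulocytic differentiation, was at 191 (175 to 208) CPM in neutro-biased GMP-like and 501 (465 to 539) in neutrophil-like cells, against 16.0 (12.7 to 19.8) in mono-biased GMP-like and 26.0 (20.2 to 32.9) in monocyte-like cells. *Ly86*, a marker of monocytic differentiation, was at 305 (290.1 to 320.2) CPM in mono-biased GMP-like and 361 (338 to 384) in monocyte-like cells, against 16.0 (11.6 to 21.4) in neutro-biased GMP-like cells. It was also at 445 (423 to 467) CPM in DC-like cells. The 3 genes were among the markers that named the clusters, so their order across types is partly set by the names.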

Expression of representative genes for primitive or committed populations is overlaid on a 2D UMAP projection of single cells (Fig. 1c).

We focused on defining the epigenetic heterogeneity that underlies GMP identity. We adopted an unbiased approach and clustered GMP based on accessibility profile for the 50 most variable transcription factor (TF) motifs after removing contaminant populations from the sorting procedure (Fig. 1d, top panel). This analysis revealed a high degree of complexity within GMPs, suggesting the presence of multiple chromatin states. Accessibility of some key TF correlates with distinct myeloid cell identities (for example, Gata, Tal1 motifs for stem-like cells, Cebpe for granulocytic or Irf motifs for monocytic differentiation). Interestingly, high accessibility for TFs like Tcf3/4 and Runx1/2 identified states of transition between primitive GMP and more committed states consistent with a role of these factors in regulating differentiation^36,41^. Other TFs like Nfkb, Jun, Fos, Nfia/x showed heterogeneous distribution patterns across all the different myeloid states and likely reflect activation of other regulatory properties such as inflammation and cell cycle.

To link chromatin accessibility features to downstream gene expression, we identified domains of regulatory chromatin (DORCs), which prime cell identity for activation of gene expression as described during epithelial lineage committment^40^. These regions are defined by first ranking genes based on their total number of significantly correlated peaks and focusing on genes with ≥ 3 associated accessibility peaks (*n* = 3474, Supplementary Fig. 2a, b). DORC-associated genes identified here for hematopoietic progenitors included many known mediators of lineage specification and differentiation^35^ such as *Gata1* and *Mpo*. 

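On the RNA side, the sorted GMP libraries were divided into HSPC-like (stem-like), neutro-biased and mono-biased GMP-like cells. In WT cells, the summed CPM of the markers of each state was highest in its own state, by 1.92 on the log2 scale over the next state for early progenitor markers, 1.76 for monocytic markers and 1.11 for granulocytic markers. In *Tet2* KO cells, these distances were 0.93, 1.03 and 1.01. The early progenitor marker *Ifitm1* weighs on these distances, which for early progenitor markers without it were 1.60 in WT and 1.23 in *Tet2* KO cells, a setting chosen after the data were seen. Because the same markers named the states, the distances are partly set by the names. In the Lin-/CD11b+ sort, the alternative that moved them most, the distance of early progenitor markers was 2.49 in WT and 1.79 in *Tet2* KO cells.
Detection in the same cell does not depend on cluster names. With each sorted GMP cell thinned to 5000 UMIs, *Cebpe* and *Ly86* were found together in 51 of 1258 cells (4.05%, 3.03% to 5.30%) of the WT library by exact binomial intervals, where 10.1% would be found if the genes were detected independently. In the *Tet2* KO library, they were found together in 101 of 2719 cells (3.71%, 3.04% to 4.50%), against 8.98% if independent. *Cd34* and *Cebpe* were found together in 115 of 1258 cells (9.14%, 7.61% to 10.9%) of the WT library, against 10.0% if independent, and in 197 of 2719 cells (7.25%, 6.30% to 8.28%) of the *Tet2* KO library, against 7.65%. *Cd34* and *Ly86* were found together in 165 of 1258 cells (13.1%, 11.3% to 15.1%) of the WT library, against 12.9%, and in 191 of 2719 cells (7.02%, 6.09% to 8.05%) of the *Tet2* KO library, against 8.26%.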

Direct comparison between differential DORCs and cognate RNA expression revealed a general correlation across cells (Fig. 1d, middle and bottom panel) and highlighted the clear presence of 3 defined GMP states (stem-like, neutrophilic and monocytic). These data suggest that enhancer-like chromatin features are able to predict differentiation trajectories and cell identity during hematopoietic differentiation and suggest a differentiation model where GMP commitment starts from early progenitors which co-express stem and myeloid-related genes, and then markedly bifurcate into monocytic or granulocytic fates. Interestingly, for subsets of DORCs, we observed a gain in accessibility prior to the onset of their associated gene’s expression^40^. For example, for Klf4, a key TF determinant of the monocytic lineage, we detected DORC activation prior to gene expression and before lineage commitment; these are quantified as ‘residuals’ (difference of chromatin accessibility and expression of the gene^40^) (Supplementary Fig. 2c). These data indicate that chromatin accessibility can foreshadow gene expression and may offer an advantage over transcriptomic studies in capturing alterations in cell state and functions in downstream lineage. In particular, it can be used to capture subtle differences in cell states introduced by *Tet2* KO (Supplementary Fig. 2d).

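In the RNA of sorted WT GMP, *Klf4* was at 41.9 (38.1 to 46.0) CPM in mono-biased GMP-like cells, 1.87 (0.750 to 3.84) in HSPC-like cells and 1.67 (0.864 to 2.92) in neutro-biased GMP-like cells. In *Tet2* KO GMP, it was at 43.0 (40.3 to 45.9) CPM, 3.72 (2.30 to 5.69) and 2.23 (1.51 to 3.19) in the same types. *Klf4* was among the monocytic markers that named clusters. The chromatin side of the comparison, the DORC, was not analysed here.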

As a parallel analysis, we defined the core regulatory epigenetic program of GMPs by aggregating accessible chromatin regions co-regulated by related sets of TFs^42^. In this manner, we identified 3 distinct signatures (co-accessibility modules, see methods, Supplementary Data 2) that represent relevant myeloid functional states, as shown by plotting module accessibility on UMAP (Fig. 1e) or by looking at the TF motifs and gene scores correlated to each peak module (Supplementary Fig. 2e). A development-related signature was indeed associated with GMP-stem identity, as shown by a gain in Runx1/2, Gata and Tal motif accessibility, whereas GMP-neutrophilic primed signature included gain of accessibility in the Cebpe motif and genes implicated in neutrophil differentiation (*Mpo*, *Ctsg*, *Elane*). The signature for GMP-monocytic priming was associated with enrichment in Irf, Klf motifs and *Spi1*, *Ccl2*, *Ly86* gene scores. Accordingly, pathway enrichment analysis using top correlated genes to each signature confirmed significant association with expected functional myeloid identities (Supplementary Fig. 2f).

Finally, we analyzed how *Tet2* mutant cells are localized across the differentiation trajectory. In accordance with results from previous RNA-seq studies^32^, we observed that *Tet2* knockout does not result in independent clustering (Supplementary Fig. 1g), but rather in the redistribution of GMP cells within selected neighborhoods (Fig. 1f). This suggests that *Tet2* mutation perturbs the chromatin state of primitive hematopoietic progenitors, but effects on cell identity are minimal since no significant skewing in cell abundances across clusters was observed (Supplementary Fig. 1j, k).

Taken together, our unbiased analysis defined epigenetic programs relevant for defining functional identities of primary GMP cells, which are largely consistent with hierarchical differentiation models previously defined by transcriptomic analyses^43,44^.These GMP signatures represent relevant epigenetic functional states and serve as a blueprint to further map *Tet2*-mediated distortion of GMP states.

### *Tet2* is required for correct priming and function of myeloid progenitors

To investigate how Tet2 deficiency influences myeloid cell identity at a molecular level, we analyzed differential representations within the scATAC seq and scRNA seq datasets. Differential chromatin accessibility analysis was performed in the bulk GMP population (correcting for cluster ID, see methods) to increase statistical power (Supplementary Fig. 3a) and demonstrated 2,485 peaks upregulated and 2,621 peaks significantly downregulated upon *Tet2* KO (FDR ≤ 0.01) (Fig. 2a, Supplementary Fig. 3b). To confirm that these chromatin changes are related to direct binding of Tet2, we overlapped the differential peaks with available *Tet2* ChIP-seq data from myeloid progenitors immortalized by AML1-ETO^45^. We indeed found overlap for a high fraction of differential accessibility peaks (Fisher exact-test *P* < 0.001), finding 30.9% for peaks repressed and 21.8% for peaks induced upon *Tet2* KO. In accordance with the *Tet2* function as a DNA demethylase^29^, a larger fraction of accessible regions predicted to be bound by Tet2 are observed to be repressed upon *Tet2* KO. In order to evaluate the level of epigenetic dysregulation on a single cell basis, we calculated single cell scores for accessibility of *Tet2* differential peaks from Fig. 2a (Fig. 2b). We observed a high spread in the distribution of *Tet2* KO cells as compared to WT (especially for peaks upregulated in *Tet2* KO), suggesting that there is a level of heterogeneity in how single GMP cells are epigenetically affected by *Tet2* mutation.

**Fig. 2:**
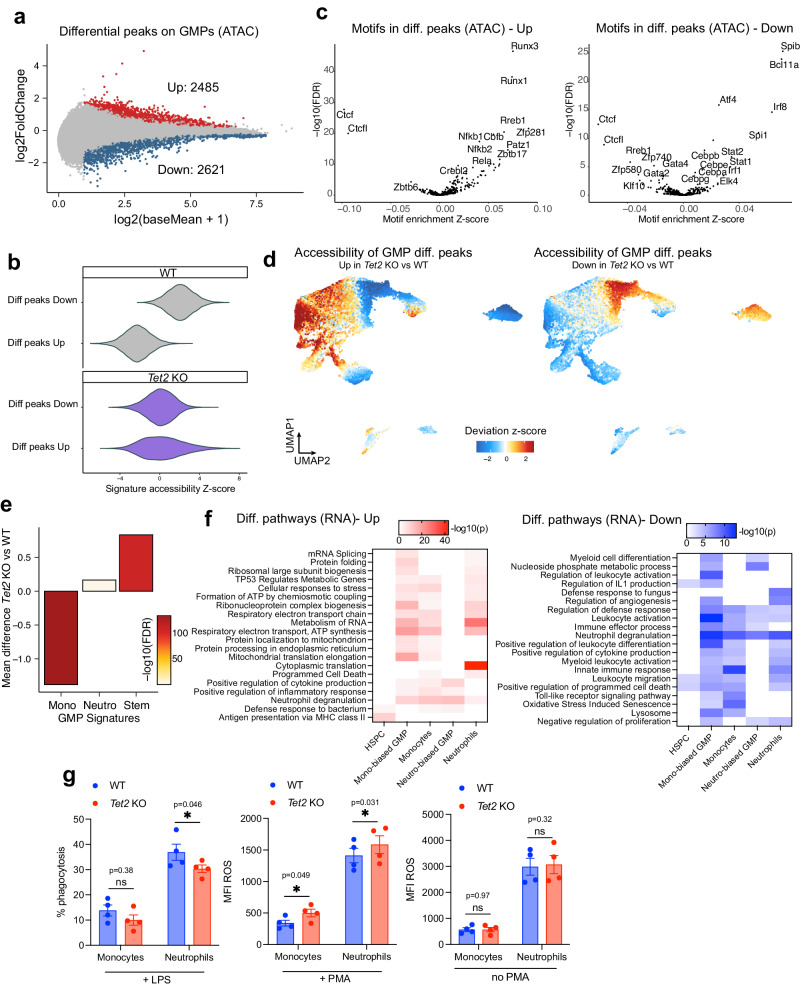
*Tet2* is required for correct myeloid cell priming. **a** Plot showing the fold change in the accessibility of chromatin peaks comparing WT and *Tet2* KO GMP cells. Cells belonging to clusters 1,4,7,10,13 for GMP samples were included. Significantly upregulated peaks (FDR < 0.01) are colored in red while significantly downregulated peaks are colored in blue. **b** Z-score accessibility of differential peaks in GMPs from Fig. 2a measured per-cell relative to the entire dataset. Genotype is indicated. **c** TF motif accessibility comparing WT and *Tet2* KO GMP cells measured in differential peaks regions (Left: upregulated, Right: downregulated). **d** Cumulative accessibility of differential upregulated (left) and downregulated (right) GMP peaks from Fig. 2a plotted on UMAP coordinates. **e** Plot showing the mean difference in GMP chromatin signatures from Fig. 1 comparing WT and *Tet2* KO cells. Level of significance is color coded. **f** Pathway enrichment analysis (performed using Metascape^115^) of upregulated (left) and downregulated (right) transcripts in the indicated cell populations. Significance level is color coded. *p*-values are calculated based on the two-sided cumulative hypergeometric distribution, no adjustment for multiple comparisons is reported. **g** Functional assessment of WT and *Tet2* KO primary monocytes and neutrophils, showing % phagocytosis with LPS stimulation (left), production of ROS with PMA stimulation (middle), production of ROS without PMA stimulation (right) *n* = 4 independent mice, two-tailed paired *t*-test; exact *p*-values are indicated on the figure. Data are presented as mean values +/- SEM. Genotype is color coded. Source data are provided as a Source Data file.

We then further investigated the functional relevance of the chromatin regions differentially regulated after *Tet2* knockout. To do this, we calculated enrichment of TF motifs among differentially accessible chromatin peaks and used these as an indicator of potential TF activity. We detected significant enrichment of many TF families within differentially regulated peaks comparing WT and *Tet2* KO GMP cells (permutation *Z*-test FDR < 0.001; Fig. 2c). Specifically, among the activated peaks, we observed a strong enrichment of Runx1/2 motifs: TFs involved in cell differentiation at early progenitor stages. The repressed peaks, in contrast, were enriched for Bcl11a, Irf8, Stat, Atf4 motifs: TFs that regulate monocytes and granulocytes cell commitment and differentiation. Interestingly, across both upregulated and downregulated peaks inflammation related TF motifs (Nfkb for activated, Irf1/8 for repressed) were identified, consistent with an enhanced inflammatory state as previously observed in *Tet2* KO models^46,47^. These alterations collectively highlight an impairment of myeloid differentiation in response to *Tet2* knockout. We also consistently observed a decrease in Ctcf motifs, which are sensitive to DNA methylation (Fig. 2c). This finding correlates with reduced CTCF binding previously observed in IDH mutant gliomas^48,49^, and might indicate overall disruption of chromatin insulation in *Tet2* KO in the hematopoietic context.

As a complementary approach, we assessed the differentiation stage where *Tet2*-differential chromatin regions calculated in GMPs are activated (Fig. 2d). Peaks induced upon *Tet2* KO showed high accessibility in primitive cells, whereas peaks repressed upon *Tet2* KO showed highest accessibility upon progenitor commitment towards myeloid fates. These data are consistent with *Tet2* being required for priming of GMPs towards both monocytic and granulocytic lineages. To validate these results in an orthogonal way, we analyzed our defined epigenetic signatures for GMP cells from Fig. 1 comparing WT and *Tet2* KO cells (Fig. 2e). Upon *Tet2* KO, we observed significant loss in accessibility for the GMP-monocytic signature and an increase in accessibility in the GMP-stem signature, further indicating that chromatin changes mediated by Tet2 alter the core regulatory network at different levels of myeloid differentiation.

Furthermore, differential testing among DORCs identified extensive alterations at the level of regulators of myeloid differentiation across different GMP subclusters (Supplementary Fig. 3c, Supplementary Data 3).

Since our epigenetic analysis indicates extensive chromatin remodeling, we analyzed the downstream alterations at the level of gene expression. *Tet2* is expressed throughout the hematopoietic differentiation hierarchy, although poorly detected in our scRNAseq dataset (Supplementary Fig. 3d). 

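In the WT libraries, a *Tet2* UMI was found in 20.8% (262 of 1258 cells, 18.6% to 23.2%) in the GMP sort and in 14.3% (276 of 1924 cells, 12.8% to 16.0%) in the Lin-/CD11b+ sort, by exact binomial intervals. With cells thinned to 5000 UMIs, the alternative that moved these shares most, they were 6.60% (5.29% to 8.11%) and 6.55% (5.48% to 7.75%). The level was 13.0 (11.6 to 14.6) CPM in the GMP sort and 13.4 (11.9 to 15.0) in the Lin-/CD11b+ sort. By cell type of the WT Lin-/CD11b+ sort, it was 11.1 (7.78 to 15.4) CPM in HSPC-like, 15.0 (11.9 to 18.7) in mono-biased GMP-like, 10.9 (7.35 to 15.5) in neutro-biased GMP-like and 16.6 (12.0 to 22.2) in monocyte-like cells. Neutrophil-like cells had 7.77 (3.88 to 13.9) CPM, DC-like cells 18.6 (14.4 to 23.6) and lymphoid-like cells 6.88 (4.20 to 10.6). No type known to lack *Tet2* was present to give the level that free RNA in droplets would reach.
In the *Tet2* KO libraries, *Tet2* was at 17.0 (15.8 to 18.3) CPM in the GMP sort and 20.7 (19.2 to 22.2) in the Lin-/CD11b+ sort, and was not lower than in WT. The UMIs come from the 3′ end of transcripts, which need not lie in the deleted part of the gene, and therefore do not check the genotype.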

Enrichment analysis comparing *Tet2* KO and WT cells was conducted for cell subsets covering the key stages of myeloid differentiation (Fig. 2f). 

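*Tet2* KO and WT cells were compared within 5 rebuilt cell types. The GMP sort was used for mono-biased (1324 *Tet2* KO and 571 WT cells) and neutro-biased GMP-like cells (916 *Tet2* KO and 377 WT cells), and the Lin-/CD11b+ sort for HSPC-like (623 *Tet2* KO and 262 WT cells), monocyte-like (424 *Tet2* KO and 266 WT cells) and neutrophil-like cells (150 *Tet2* KO and 149 WT cells). With 1 library per genotype, no genes were called as changed, and lists of genes fixed in advance were used in place of pathway enrichment. In neutrophil-like cells, the median log2 ratio of all genes was 0.22, and ratios under TMM normalization were lower by 0.21, so changes there are to be read against that shift. In the other 4 comparisons, the median over all genes lay between -0.041 and 0.024.
Genes are named by the highest and lowest ratios of CPM + 1 among those with at least 100 UMIs in 1 of the libraries and, where the other sort had the type, changed at least 1.5-fold the same way there. That ratio sets the order, and the log2 ratios given for single genes are of CPM without the offset. *Rpgrip1* had the highest ratio in 4 of the 5 cell types. In mono-biased GMP-like cells, it was at 33.8 CPM in *Tet2* KO and 0.665 in WT, a log2 ratio of 5.67 (4.62 to 6.99) with an exact conditional binomial interval. It was followed there by *S100a8* at 3.28 and *Saa3* at 3.34 (2.51 to 4.31). The lowest ratios in these cells were -4.73 (-5.38 to -4.14) for *Ctse*, -3.77 (-4.29 to -3.28) for *Gm47283* and -1.91 (-2.27 to -1.56) for *Hoxa7*.
Neutro-biased GMP-like cells had *Rpgrip1* at 5.41 (4.28 to 6.86), *Chil3* at 2.97 (2.16 to 3.91) and *Apoe* at 2.07 (1.82 to 2.32). At the low end were *Ctse* at -5.29 (-6.09 to -4.59), *Gm47283* at -4.00 (-4.77 to -3.32) and *Hoxa9* at -1.59 (-1.97 to -1.21). HSPC-like cells had *Rpgrip1* at 4.04 (2.97 to 5.37) and *Iigp1* at 3.34 (2.07 to 4.99), followed by *H2-Eb1*. At the low end were *Gm47283* at -4.31 (-5.18 to -3.54), *Ctse* at -3.36 (-3.90 to -2.85) and *Ngp* at -2.30 (-2.53 to -2.07). Of the secondary granule UMIs of WT HSPC-like cells, to which those of *Ngp* belong, 55.0% came from 2 cells called doublets.
Monocyte-like cells had *Rpgrip1* at 5.73 (3.86 to 8.79), *Wfdc21* at 3.79 (3.17 to 4.47) and *S100a8* at 3.28 (3.19 to 3.36). At the low end were *Rnase2a* at -2.73 (-3.02 to -2.44), *Ccl3* at -1.93 (-2.25 to -1.62) and *Jchain* at -1.75 (-1.91 to -1.59). *Jchain*, a leading gene of lymphoid-like cluster 10, had a UMI in 34.4% of *Tet2* KO and 38.3% of WT monocyte-like cells. Its level was 107 and 360 CPM, and whether a few WT cells carry the difference was not tested. Neutrophil-like cells had *Iglc1* at 6.63 (6.04 to 7.29), then *Saa3*, with no UMI in WT and a log2 ratio of at least 5.41 if WT is set to a floor of 3 counts in that library and of at least 5.09 by the lower limit of its exact interval, and *Mcpt8* at 6.48 (5.11 to 8.36). The 3 *Tet2* KO cells with most UMIs held 98.0% of the *Iglc1*, 95.9% of the *Mcpt8* and 99.3% of the *Saa3* UMIs of the type. The lowest ratios in neutrophil-like cells were -1.77 (-2.12 to -1.43) for *Olfm4*, -1.65 (-2.25 to -1.08) for *Clec4e* and -1.57 (-1.65 to -1.49) for *Retnlg*.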

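For each list of genes, the median of the log2 ratio of CPM + 1, *Tet2* KO over WT, was taken with an interval from 1000 Poisson resamplings of the counts. Its percentile among 10000 random lists of the same size matched on mean expression describes these libraries and is not a test of the genotype. Oxidative phosphorylation genes had a median of 0.16 (0.15 to 0.18, percentile 100) in mono-biased GMP-like cells, 0.16 (0.14 to 0.19, percentile 100) in monocyte-like cells and 0.089 (0.078 to 0.11, percentile 100) in neutro-biased GMP-like cells. The other sort gave 0.10 (0.093 to 0.13) in mono-biased and 0.0096 (-0.013 to 0.032) in neutro-biased GMP-like cells. In neutrophil-like cells, the median was 0.26 (0.23 to 0.30, percentile 98.2), and 0.050 under TMM normalization. Mitochondrial ribosome genes stood at 0.17 (0.16 to 0.20) in mono-biased GMP-like, 0.13 (0.086 to 0.17) in monocyte-like and 0.047 (0.022 to 0.077) in neutro-biased GMP-like cells, where the Lin-/CD11b+ sort gave -0.059, against 0.15 in mono-biased GMP-like cells.
Ribosomal protein genes, a part of the translation machinery, had a median of 0.36 (0.34 to 0.38, percentile 100) in neutrophil-like cells and 0.15 under TMM normalization, and were lower in mono-biased GMP-like cells at -0.084 (-0.090 to -0.078, percentile 0). Splicing factor genes were at 0.10 (0.077 to 0.13, percentile 92.4) and chaperone genes at 0.013 (-0.0030 to 0.080, percentile 38.3) in mono-biased GMP-like cells. In mono-biased GMP-like cells of the Lin-/CD11b+ sort, ribosomal protein, splicing factor and chaperone genes were at -0.055, 0.094 and 0.055.
Among lists for pathogen response and inflammation, interferon-stimulated genes had a median of 0.54 (0.36 to 0.68, percentile 100) in mono-biased GMP-like, 0.47 (0.27 to 0.71, percentile 100) in monocyte-like and 0.22 (0.12 to 0.48, percentile 99.6) in neutro-biased GMP-like cells. With the Reactome list of interferon alpha and beta signalling, these were 0.10, 0.16 and 0.044. Primary granule genes were at 1.19 (0.97 to 1.40, percentile 100) in neutrophil-like cells, above the shift of all genes there, and at 0.16 (0.14 to 0.19) in mono-biased GMP-like and -0.093 (-0.10 to -0.074) in neutro-biased GMP-like cells. Secondary granule genes were at 0.63 (0.53 to 0.99) in mono-biased GMP-like, 0.41 (0.21 to 0.64) in neutro-biased GMP-like and 1.25 (1.13 to 1.44) in monocyte-like cells, and at -0.31 (-0.33 to -0.22) in neutrophil-like cells. In mono-biased and neutro-biased GMP-like cells of the Lin-/CD11b+ sort, interferon-stimulated genes were at 0.44 and 0.43, primary granule genes at 0.0068 (-0.013 to 0.044) and -0.17, and secondary granule genes at 0.36 and 1.26. In monocyte-like cells, the median of secondary granule genes was 0.55 without the highest 5% of Scrublet scores, a setting chosen after the data were seen, and the log2 ratio of the summed CPM was 0.56. Inflammatory cytokines and regulators were lower in mono-biased GMP-like cells, at -0.34 (-0.52 to -0.15, percentile 0.0300) and -0.19 in the other sort, and in monocyte-like cells, at -0.29 (-0.48 to -0.045), where the median became 0.11 with cluster 12 counted as monocyte-like, a setting chosen after the data were seen.

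**Figure D1:**
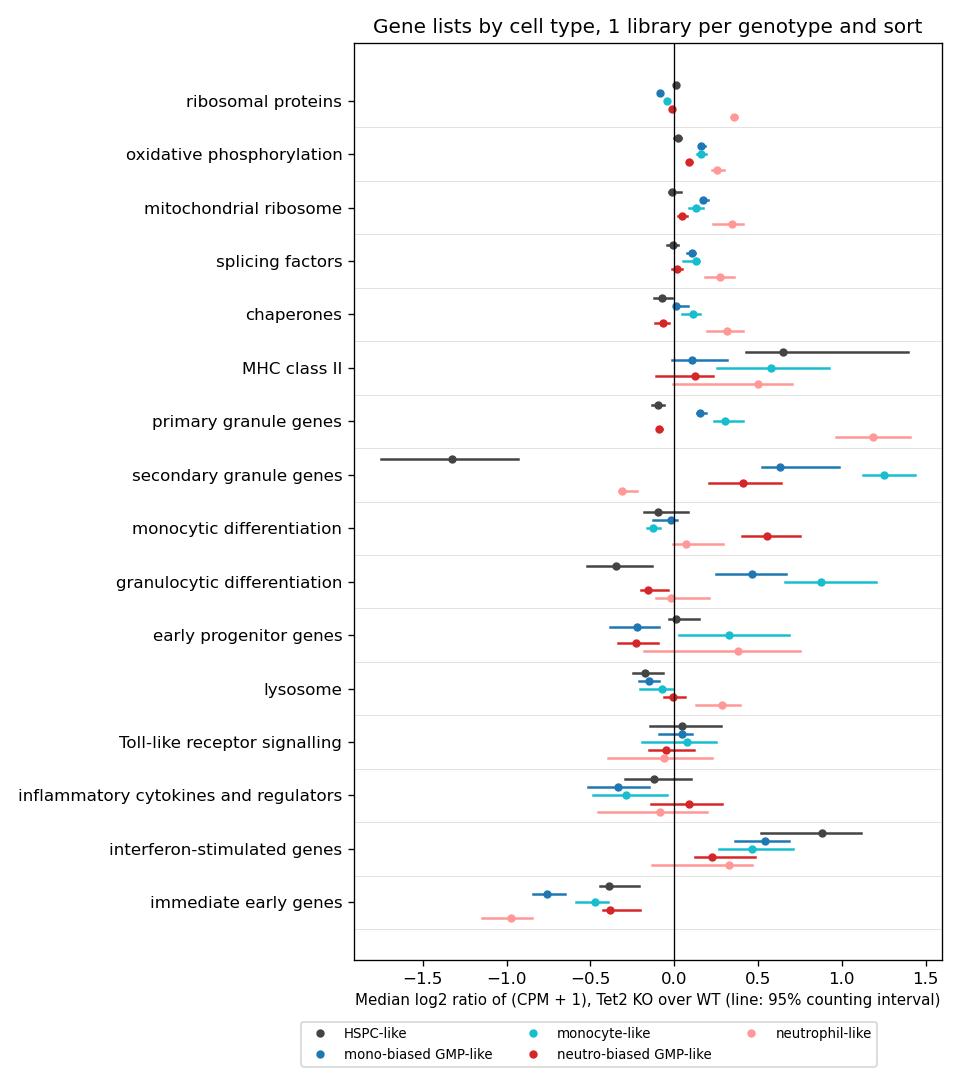
Median log2 ratio of CPM + 1, *Tet2* KO over WT, of 16 gene lists (vertical axis) in 5 rebuilt cell types (colours), with GMP-like types from the GMP sort and the others from the Lin-/CD11b+ sort; points are medians over the genes of a list and lines 95% intervals of counting error. The ribosomal protein list lies between -0.084 and 0.36 and the secondary granule list between -1.33 in HSPC-like and 1.25 in monocyte-like cells.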

Among the upregulated pathways, gene sets were identified that broadly associate with altered oxidative state, translation, response to cell pathogens and inflammation across the granulocytic and monocytic cell fates. 

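In HSPC-like cells of the Lin-/CD11b+ sort, the 9 MHC class II genes with at least 20 UMIs had a median log2 ratio of CPM + 1 of 0.65 (0.43 to 1.40, percentile 100), *Tet2* KO over WT, and 8 of the 9 were higher in *Tet2* KO. *Cd74*, the invariant chain, was at 107 (99.3 to 115) CPM in *Tet2* KO and 25.0 (19.9 to 31.1) in WT, a log2 ratio of 2.10 (1.76 to 2.45). *H2-Ab1* was at 141 (132 to 151) and 50.3 (42.9 to 58.7) CPM, a ratio of 1.49 (1.25 to 1.74), and *H2-Aa* at 78.0 (71.4 to 85.1) and 17.0 (12.8 to 22.1) CPM, a ratio of 2.20 (1.80 to 2.63). *H2-Eb1* was at 48.6 (43.4 to 54.2) and 9.57 (6.50 to 13.6) CPM, a ratio of 2.34 (1.81 to 2.93). *H2-DMa* was at 201 (190.0 to 212) and 183 (169 to 199) CPM, a ratio of 0.13 (-0.011 to 0.27).
The Reactome list of MHC class II antigen presentation, of which 69 genes were used, moved the result most, to 0.015 (percentile 65.5). In HSPC-like cells of the GMP sort, 7 genes had a median of 0.19 (-0.078 to 0.50), and their summed CPM was 204 in *Tet2* KO and 223 in WT. *Cd74* was at 4.08 (2.58 to 6.12) CPM in *Tet2* KO and 0.800 (0.165 to 2.34) in WT there, a log2 ratio of 2.35 (0.62 to 4.73) from 23 and 3 UMIs. The ratio was 3.17 (1.17 to 6.28) for *H2-Aa*, from 27 and 2 UMIs, and 3.00 (0.24 to 8.41) for *H2-Eb1*, from 12 and 1. It was 0.040 (-0.30 to 0.38) for *H2-Ab1* and -0.37 (-0.54 to -0.20) for *H2-DMa*, which had more UMIs. The interval of the list lay above 0 in 3 of 8 comparisons, so the rise was not confined to HSPC-like cells. In the Lin-/CD11b+ sort, the median was 0.58 (0.26 to 0.92) in monocyte-like and 1.79 (0.74 to 2.05) in neutro-biased GMP-like cells. The log2 ratio of the summed CPM was 0.11 and 0.29 in these, against 0.93 in HSPC-like cells of that sort.

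**Figure D2:**
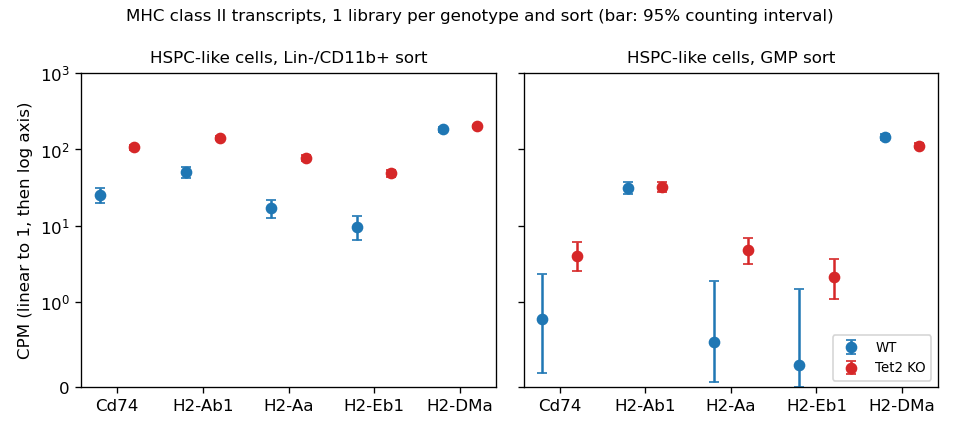
CPM of *Cd74*, *H2-Ab1*, *H2-Aa*, *H2-Eb1* and *H2-DMa* in HSPC-like cells of the Lin-/CD11b+ sort (left) and the GMP sort (right), on an axis that is linear up to 1 and logarithmic above; points are WT (blue) and *Tet2* KO (red) libraries and bars exact Poisson intervals. In the Lin-/CD11b+ sort, *Cd74*, *H2-Ab1*, *H2-Aa* and *H2-Eb1* lie higher in *Tet2* KO, and *H2-DMa* lies close to WT.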

Among the most significant terms for HSPC (Hematopoietic Stem and early Progenitor Cells) we found MHC class II antigen presentation, in accordance with this recently described immunosurveillance mechanism being used in safeguarding pre-malignant states^50^. Downregulated terms indicate a differentiation arrest of GMP as well as substantial alterations in physiologic myeloid activation and functions in the absence of *Tet2*.

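Of the lists chosen for the terms lower in *Tet2* KO, monocytic differentiation genes had a median log2 ratio of CPM + 1 of -0.017 (-0.12 to 0.017, percentile 17.5) in mono-biased GMP-like cells and -0.13 (-0.16 to -0.087, percentile 0.310) in monocyte-like cells, the latter turning to 0.039 when cluster 12 was counted as monocyte-like. In neutro-biased GMP-like cells, the same list was at 0.55 (0.40 to 0.75, percentile 100). *Irf8* was at 402 CPM in *Tet2* KO and 551 in WT mono-biased GMP-like cells, a ratio of -0.46 (-0.50 to -0.41), and at 322 and 562 CPM in monocyte-like cells, a ratio of -0.80 (-0.90 to -0.70). It was higher in *Tet2* KO neutro-biased GMP-like cells, at 0.85 (0.63 to 1.07) in the GMP sort and 1.09 (0.65 to 1.54) in the Lin-/CD11b+ sort. In HSPC-like cells, *Irf8* was at 0.36 (0.12 to 0.60) in the GMP sort and -0.41 (-0.60 to -0.21) in the Lin-/CD11b+ sort. Granulocytic differentiation genes had a median of -0.15 (-0.20 to -0.036, percentile 2.53) in neutro-biased GMP-like cells of the GMP sort and 0.20 in those of the Lin-/CD11b+ sort. The log2 ratio of their summed CPM was 0.11 in these cells of the GMP sort, and 0.0036 without *S100a8*. In mono-biased GMP-like cells, the median was 0.47 (0.25 to 0.67). The sums without 1 gene were added after the data were seen. Several genes of both lists were also markers that named clusters.
Early progenitor genes were at -0.22 (-0.38 to -0.091, percentile 0.690) in mono-biased and -0.23 (-0.34 to -0.099, percentile 0.350) in neutro-biased GMP-like cells of the GMP sort, and at 0.058 and 0.084 in the Lin-/CD11b+ sort. The summed CPM of this list in mono-biased GMP-like cells went the other way from its median, with 518 in *Tet2* KO and 443 in WT, which came from *Ifitm1* alone, at 276 and 126 CPM. Without it, the log2 ratio of the sum was -0.39. Lysosome genes were at -0.15 (-0.21 to -0.090, percentile 0) in mono-biased GMP-like cells, -0.0039 (-0.11 to 0.032) in those of the Lin-/CD11b+ sort and -0.073 (-0.20 to -0.014, percentile 2.06) in monocyte-like cells, where cluster 12 counted as monocyte-like gave 0.025. The intervals of the Toll-like receptor signalling list covered 0 in the 5 cell types, with a median of 0.078 (-0.19 to 0.25) in monocyte-like cells, where its summed CPM had a log2 ratio of -0.31, and -0.13 without *Unc93b1*. The paper takes the terms enriched among genes lower in *Tet2* KO as a sign that GMP are held back in differentiation and that myeloid activation and functions are altered.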

Finally, to validate whether the priming defect we observed in GMP cells upon *Tet2* KO leads to functional alterations after differentiation, we analyzed the cell functionality of monocytes and neutrophils with inflammatory stimuli. Mature *Tet2* KO myeloid cells from both lineages showed increased reactive oxygen species (ROS) production upon treatment with PMA but not in basal conditions (Fig. 2g). We also observed decreased phagocytosis in *Tet2* KO cells (Fig. 2g), in line with functional alterations described for Tet2-deficient monocytes and neutrophils^51,52^.

Overall, these data shed light on the *Tet2*-related molecular mechanisms involved in correct myeloid cell priming that influence downstream effector functions.

### Linking epigenetic states to functional properties of GMP clones

We next sought to determine how diverse GMP cell states may be differentially altered in their function and in response to *Tet2* knockout. We hypothesized that individual GMP clones may stably inherit epigenetic, transcriptomic and functional states. To perform paired functional and molecular analyses on single hematopoietic clones, we took advantage of a high-throughput in vitro model of primary myeloid progenitors conditionally immortalized using Hoxb8 retrovirus fused to Estrogen Receptor domain (Hoxb8-ER)^53^. This culture system enables extended self-renewal of primary GMPs, allowing their single-cell isolation and indefinite expansion as pure clones. Upon withdrawal of the estrogen analog, the clones undergo physiological differentiation into mature myeloid cells with intact molecular characteristics and in vivo functions of primary cells^54^. We generated a dataset of 28 individual clones from a *Tet2*^fl/fl^ mouse and each of them was divided into cohorts for induction of *Tet2* KO or control (Fig. 3a). Each clone pair is derived from an individual GMP cell. Transient Cre induction was obtained by transducing the cells with Cre-encoding integrase-defective lentiviral vector (or GFP as control), resulting in nearly complete introduction of *Tet2* targeted deletion in all the clones, as measured by a quantitative PCR assay (mean 97%, Supplementary Fig. 4a). 24 clone pairs were generated in the presence of SCF, which primes them towards granulocytic fate, and 4 of them were derived in the presence of GM-CSF, which arrests them at a more mature stage and directs them towards a monocyte-macrophage fate (Supplementary Fig. 4b-d). We profiled the epigenetic landscape of the clones by performing multiplexed bulk ATAC-seq. Our analyses revealed highly heterogeneous patterns of chromatin accessibility (Supplementary Fig. 4e, f ), as expected from previous studies^55^, with separate clustering of SCF and GM-CSF clones (Fig. 3B, left panel). We also observed some genotype-specific clustering, suggesting that *Tet2* KO extensively alters the chromatin accessibility profile of GMP clones (Fig. 3b, right panel).

**Fig. 3:**
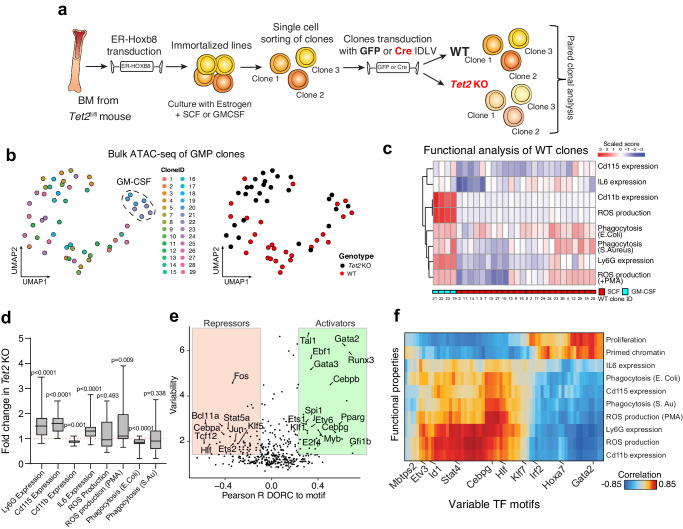
GMP system as a model for heterogeneity reveals clone-specific changes. **a** Cartoon describing experimental workflow for the generation of paired WT and *Tet2* KO single GMP clones using Hoxb8-ER system and relative analyses. IDLV Integrase-Defective Lentiviral Vector. **b** UMAP plot showing heterogeneity in the chromatin profile of different clones by high-throughput bulk ATAC-seq analysis. Color coding by clone ID and cell type is shown on the left (dashed line: clones generated using GM-CSF; the rest of the clones were generated with SCF). Color coding by genotype is shown on the right plot. **c** Heatmap showing performance of different WT GMP clones assayed for the indicated in vitro functional assays. GM-CSF and SCF clones are color-coded. **d** Paired analysis showing fold change difference between WT and *Tet2* KO clones tested in assays from Fig. 3c *n* = 28 clone pairs, two-tailed Wilcoxon matched-pairs signed rank test. Exact *p*-values are indicated on the figure. Box: 25th to 75th percentile; line: median; whiskers: min to max. **e** Plot showing Pearson correlation between chromatin accessibility of DORC and respective TF motifs in GMP clones. Positive correlation (green) indicates activators whereas negative correlation (red) indicates repressors. Both GM-CSF and SCF clones were included in this analysis. **f** Heatmap showing Pearson correlation between TF activity measured by motif accessibility and cell function of GMP clones measured by the indicated functional assays. Both GM-CSF and SCF clones were included in this analysis. Source data are provided as a Source Data file.

We then characterized cell function by performing multiple in vitro functional assays on the differentiated progeny derived from clonal progenitors (Fig. 3c, Supplementary Fig. 5a–d). We measured the expression of myeloid markers, production of inflammatory cytokines (IL6), cell competency to clear pathogens in basal and stimulated conditions by ROS generation and phagocytic ability. Unsupervised clustering revealed the presence of distinctive functional groups among WT clones (Fig. 3c), supporting Hoxb8-ER as a powerful model for investigating myeloid clonal heterogeneity. Overall, GM-CSF clones showed increased potency in effector functions, in accordance with their higher basal differentiation state. SCF clones showed high heterogeneity of behavior, with some clones showing potent effector functions while others were substantially less proficient. Moreover, chromatin tracks in GMP cells showed correlation with effector function upon differentiation (Supplementary Fig. 5e).

We then evaluated functional alterations mediated by *Tet2* KO (Fig. 3d, Supplementary Fig. 5a–d). There was significant alteration in myeloid differentiation marker expression, reduction of phagocytosis of *E.Coli* bacterial particles, increased production of ROS and production of IL6 upon PMA and LPS stimuli. The alterations collectively indicate hyperresponsiveness to inflammatory stimuli and impaired host anti-bacterial defense. Importantly, these results mirror functional changes observed in primary *Tet2* KO cells in vivo by previous reports^47,56,57^ and in our own primary dataset of primary monocytes and neutrophils (Fig. 2g).

We next sought to determine whether these functional alterations may be explained by heritability of chromatin states at the progenitor level. We collectively analyzed WT SCF-derived and GM-CSF derived clones to capture major components of heterogeneity. We correlated accessibility of variable TF motifs with those of their cognate DORCs. This analysis identified activators and repressors which regulate chromatin accessibility including many known TFs involved in differentiation (Runx1, Hlf and Tal1), GMP specification (Cebpa-b), effectors of myeloid cell function, (Nr4a1-3 and members of the Atf family^58,59^) (Fig. 3e). Importantly, performing correlation analyses between the functional data and significant TF regulators, we could directly link the epigenetic states of the GMP progenitors to their proficiency in performing effector functions (Fig. 3f). We observed high correlation with proliferative potential and in vivo output capacity with stem-associated transcription factors (members of the Runx, Gata, Hoxa families, Sox4 and Tal1). Most effector functions correlated with Nr4a1, Atf, Cepb and Stat family members. IL6 and Cd115 expression mostly correlated with Nfkb2 and Klf5, consistent with their described role in inflammatory responses^60,61^.

Collectively, these data show that the GMP clonal system is a robust model that enables the study of myeloid heterogeneity and directly links epigenetic features with relevant cell functions, which we found altered with *Tet2* KO. It further highlights that effector function upon differentiation of single clones can be related to specific features in the chromatin accessibility profile of the progenitor of origin.

### Paired clonal analysis defines clone-specific sensitization to *Tet2* mutations

We then investigated whether different GMP clones have different levels of molecular perturbation after *Tet2* KO. The identification of molecular determinants of sensitivity to the mutation might inform which clones will be more affected in their function (and thus likely to drive myeloproliferation/disease development). We thus compared functional alterations within WT and mutated clone pairs (Fig. 4a). Unbiased clustering showed that some clones had a significantly altered phenotype in response to *Tet2* KO while others were largely unperturbed in their functions. We then summarized the extent of functional perturbation of each pair of sister WT and *Tet2* KO clones by calculating a “Functional Perturbation Score”, computed as the euclidean distance of each clone pair when considering all functional in vitro data (Fig. 4a, see methods). Here, comparison between SCF and GM-CSF groups allows evaluating the effect of *Tet2* KO between different differentiation states, whereas comparison within SCF clones (*n* = 24) allows comparison of clonal states within the same cell type. We found that GM-CSF derived clones were less perturbed in their behavior compared to SCF derived clones (Fig. 4b, GM-CSF vs SCF), possibly because these cells are immortalized at a differentiated stage whereas our in vivo data suggest *Tet2* is mostly required earlier in the hematopoietic hierarchy. In accordance, high perturbation correlated with lower differentiation properties (Supplementary Fig. 6a). Focusing on the heterogeneity among SCF clones (Fig. 4b), some clones showed a higher extent of functional alteration after *Tet2* KO. As an additional functional parameter of self-renewal ability, we tested the in vivo output of the SCF GMP clones by transplantation in lethally irradiated recipients. GMP clones differentiate in vivo and give rise to a transient wave of granulocytic progeny in the peripheral blood (PB) in accordance with their limited self-renewal potential (Supplementary Fig. 6b). Notably, in vivo output of the transplanted clones was collectively higher for *Tet2* mutants and we observed again clone-specific divergent responses (Fig. 4c). Collectively, these data suggest that Tet2 impacts in vitro and in vivo functions of myeloid progenitors based on both the level of differentiation and the specific clonal features within a given differentiation state.

**Fig. 4:**
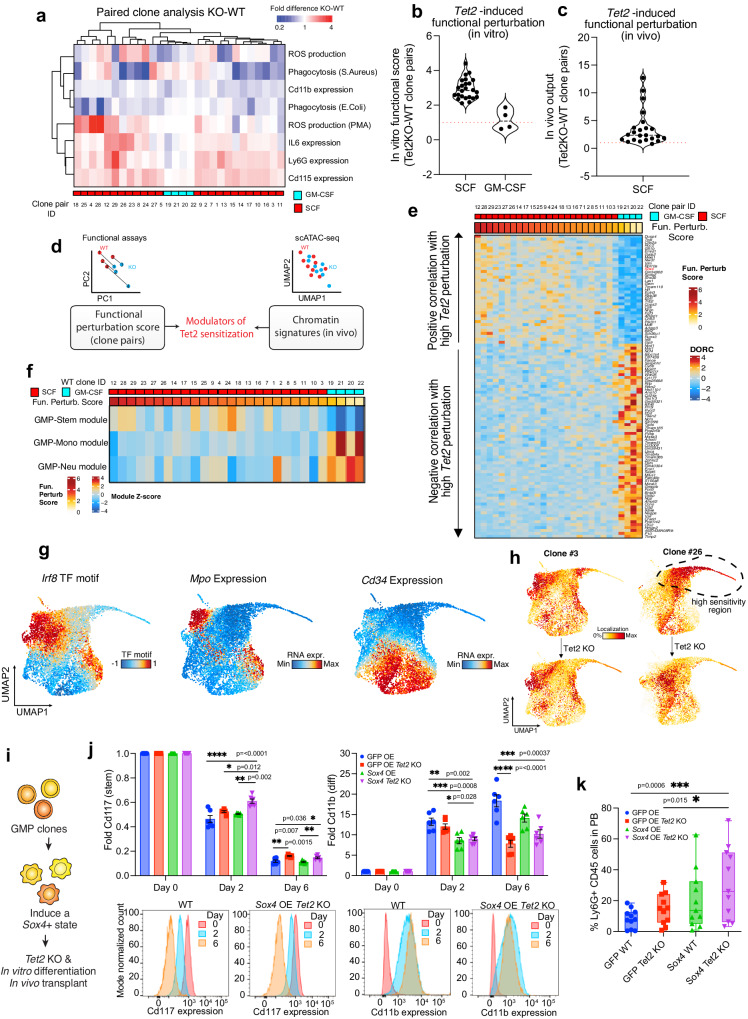
GMP clonal system defines sensitization status to *Tet2* mutation. **a** Paired analysis showing fold change difference between WT and *Tet2* KO clones tested in assays from Fig. 3c. Same as Fig. 3d but each single clone pair is shown. GM-CSF and SCF clones are color-coded. **b** Functional perturbation score measured for each WT and *Tet2* KO GMP sister clones, indicating the extent of functional alterations measured using in vitro assays. Dashed line:median. **c** In vivo output for each WT and *Tet2* KO GMP SCF clone pair, indicating the extent of functional alterations measured upon in vivo transplantation. Dashed line:median. **d** Schematics depicting the analysis framework utilized to link clone phenotypes to in vivo chromatin states and identify epigenetic predictors of *Tet2* sensitization states. **e** Heatmap showing the top DORC chromatin regions correlated to WT GMP clones ranked by functional score. GM-CSF and SCF clones are color-coded. **f** Heatmap showing correlation between WT GMP clones ranked by functional score and GMP chromatin signatures from Fig. 1. GM-CSF and SCF clones are color-coded. **g** UMAP plots showing representative markers (RNA or ATAC) relevant for GMP identity and differentiation (SHARE-seq data). **h** UMAP plots showing single cell distribution of SCF WT and mutated GMP clone pairs analyzed by SHARE seq. **i** Schematics representing the experimental workflow for generating *Sox4*-overexpressing GMP clones and relative analyses. **j** Expression levels of Kit (left) and Cd11b (right) at different time points during GMP clone differentiation. Values are normalized to day 0. *n* = 3 clones in technical duplicates. One-way Anova with Turkey’s multiple comparison test, Exact *p*-values are indicated on the figure. Data are presented as mean values +/- SEM. Corresponding representative flow plots are shown on the bottom panel. *k* In vivo output of GMP clones treated as indicated. PB analysis is performed at day 7 after GMP transplantation. *n* = 12 mice; data from 2 independent experiments are included. One-way Anova with Turkey’s multiple comparison test, Exact *p*-values are indicated on the figure. Box: 25th to 75th percentile; line:median; whiskers: min to max. Source data are provided as a Source Data file.

Since we have shown that the GMP system is suitable to directly correlate epigenetic state and cell function, and that different clones are functionally impacted by *Tet2* KO to different extents, we investigated whether there are epigenetic states in the cell of origin which affect the response to *Tet2* mutation. We set up an analytical framework to predict sensitivity to *Tet2* KO by correlating functional responses in paired KO and WT clones and differential epi-signatures defined in our in vivo primary dataset (Fig. 4d). We first ranked WT clones by Functional Perturbation Score and assessed correlations of accessibility of chromatin loci with regulatory activity (DORCs) in primary cells. This genome-wide unbiased analysis defined DORCs significantly enriched in sensitized clones (Fig. 4e). Among these were TFs regulating stemness such as *Gata2*, *Meis1*, *Gfi1b* and *Sox4*. In contrast, several loci related to differentiation (*S100a8*, *F10*, *Timp2*) were enriched in de-sensitized clones, suggesting that differentiation state of the cells (SCF vs GM-CSF) plays a role in determining the response to *Tet2* KO.

Next, in order to better understand if solely the differentiation state of cells can predict the degree of functional response to *Tet2* KO, we defined where each clone lies in the differentiation trajectory. To do so, we correlated chromatin profiles of WT clones to the GMP signatures identified in Fig. 1 (stem-like, neutrophilic, monocytic, Fig. 4f). Differentiated GM-CSF clones showed as expected, high monocytic/neutrophilic and low stem-like signatures. Focusing within SCF clones, we did not find a good correlation between sensitized clones and the GMP stem-like signature, consistent with other clonal features contributing to sensitivity to *Tet2* mutation.

We thus sought to better characterize heterogeneity among SCF clones. We performed combined scRNAseq and ATACseq analysis using SHARE-seq^40^ on a subset of SCF GMP clones characterized by different functional properties. Visualization of some key motifs and marker genes allowed us to identify regions characterized by different levels of activity of key differentiation regulators (Fig. 4g). We then observed that the distribution of cells across different WT clones is not overlapping, but rather single clones accumulate in specific regions of the UMAP coordinates (Fig. 4f, Supplementary Fig. 6c). This result further validates that functional heterogeneity observed upon differentiation is preceded by extensive molecular priming at the level of progenitor cells. By considering the SHARE-seq profiles of the *Tet2* mutated clones, we observed a marked perturbation in cell state relative to their WT counterparts (Fig. 4f, Supplementary Fig. 6c). Clones showing high Functional Perturbation Score, such as clones 12 and 26, were enriched in a separate region and showed a marked shift in UMAP coordinates after *Tet2* KO as compared to other analyzed clones. By analyzing ATAC-seq tracks at the proximal promoter region of several transcription factors positively correlated with high *Tet2* sensitivity, we confirmed higher accessibility in hyper-sensitized clones (*Sox4*, *Meis1*, *Runx3*; Supplementary Fig. 6d). These data collectively reinforce the notion that within the same differentiation state extensive epigenetic heterogeneity is observed, and we identified a permissive epigenetic state correlated with higher molecular perturbation upon *Tet2* KO.

We next tested whether the increased activity of chromatin regulators positively correlated with high *Tet2* sensitivity from Fig. 4f could be functionally implicated to foster the permissive clonal state. Among those, *Sox4* was of particular interest given its known functional association with AML when overexpressed with multiple oncogenes^62–65^. Sox4 is a member of the SRY-related HMG-box TF family. Its expression is highest in primitive progenitors and progressively decreases with myeloid differentiation^63^. Its upregulation has been associated with increased stem cell activity and self-renewal^66,67^ and blocking differentiation during leukemogenic transformation^68^.

Here, to match physiologically-relevant levels of Sox4, we overexpressed its ORF using a lentiviral construct with mild promoter activity in hematopoietic cells^69^(Fig. 4i). With this system, we achieved a 2-fold increase in *Sox4* expression in GMP clones as compared to endogenous expression levels (Supplementary Fig. 6e). We measured the functional effects of *Sox4* overexpression including a time course of GMP differentiation using surface expression of c-Kit and CD11b. While *Tet2* KO resulted in a decrease of CD11b and an increase in c-Kit levels compared to control, concomitant overexpression of *Sox4* delayed GMP differentiation especially in the early time points (Fig. 4j). This differentiation delay is not due to reduced cell proliferation, but likely to increased self-renewal divisions, as *Sox4* overexpression increased proliferation of WT or *Tet2* KO GMP clones both in steady state and upon differentiation (Supplementary Fig. 6f, g). Finally, we measured GMP clonal output by mouse transplantation assays. Notably, the combination of Sox4 overexpression significantly increased the myeloid output of *Tet2* KO GMP clones in vivo (Fig. 4k).

Collectively, these data demonstrate that defined epigenetic states of clones can lead to divergent phenotypes in response to an identical genetic perturbation. Moreover, Sox4 activity promotes a sensitized cell state to *Tet2* which is characterized by stem-like properties.

### *Sox4* enhances epigenetic dysregulation observed after *Tet2* deletion

The GMP clonal system is used here as a discovery and screening tool to reliably study clonal properties and link epigenetic properties in progenitors to functional consequences of *Tet2* mutation. However, the target cell population of CH is more primitive. We thus independently validated and generalized our findings in primary HSC-based systems (Fig. 5a).

**Fig. 5:**
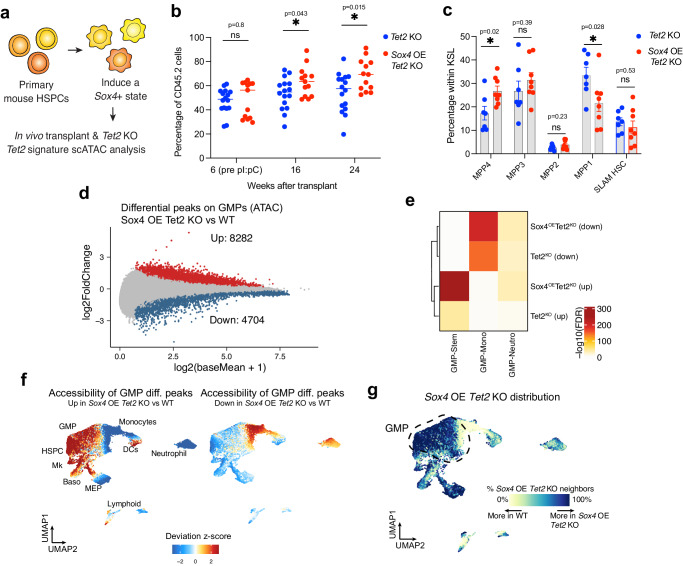
*Sox4* enhances epigenetic dysregulation observed after *Tet2* KO in primary cells. **a** Schematics representing the experimental workflow and analysis for generating *Sox4*- overexpressing primary HSPC in *Tet2*^fl/fl^ background. **b** Percentage of CD45.2 cells measured at different time points in the PB of mice transplanted with inducible *Tet2* KO cells together with overexpression of GFP (*Tet2* KO, *n* = 16) or *Sox4* (*Sox4* OE *Tet2* KO, *n* = 13). Two-tailed unpaired *t*-test, Exact *p*-values are indicated on the figure. Data from 2 independent experiments are included. Line: Median. **c** Distribution of the indicated populations within Lin- cells in the BM of mice from b 3 weeks after transplant (*Tet2* KO, *n* = 7; *Sox4* OE *Tet2* KO, *n* = 8). Data are presented as mean values +/- SEM. Mann-Whitney test; Exact *p*-values are indicated on the figure. Populations are defined as in^71^. **d** Plot showing the fold change in the accessibility of chromatin peaks comparing WT and *Sox4* OE *Tet2* KO GMP cells analyzed by scATAC-seq. Cells belonging to clusters 1,4,7,10,13 for GMP samples were included. Significantly (FDR < 0.01) upregulated peaks are colored in red while significantly downregulated peaks are colored in blue. **e** Plot showing the overlap between GMP chromatin signatures calculated in Fig. 1 and differential peaks in GMP comparing *Tet2* KO vs WT (same as Fig. 2e) and *Sox4* OE *Tet2* KO vs WT. Level of significance is color coded. **f** Cumulative accessibility of differential upregulated (left) and downregulated (right) GMP peaks from Fig. 5d plotted on UMAP coordinates. **g** Plot showing relative distribution of WT and *Sox4* OE *Tet2* KO cells across the differentiation trajectory. Source data are provided as a Source Data file.

Primary KSL (Kit+ Sca-1+ Lin-) cells from *Tet2*^fl/fl^ Mx-1 Cre mice were transduced with either GFP or *Sox4*-overexpressing lentiviral constructs and transplanted into lethally irradiated recipients in competition with unmanipulated CD45.1(STEM)^70^ congenic cells. *Tet2* deletion was introduced 6 weeks after the transplant by pI:pC administration and the in vivo contribution was measured up to 24 weeks post-transplant. We observed a significant increase in the in vivo repopulation of *Sox4* OE *Tet2* KO cells as compared with *Tet2* KO alone (Fig. 5b). Mice transplanted with *Sox4* OE HSC did not show a repopulation advantage as compared to controls, validating that Sox4 specifically provides HSC competitive fitness only when in combination with *Tet2* deletion (Supplementary Fig. 7a). We then investigated if *Sox4* overexpression induced changes in the cell composition and showed that *Sox4* OE *Tet2* KO mice did not show any significant skewing in the distribution of the differentiated BM lineages (Supplementary Fig. 7b) and the Lin- progenitors (Supplementary Fig. 7c). Significant differences were instead observed in the distribution of KSL primitive cells, with an expansion of MPP4 cells (Fig. 5c). This population represents a highly proliferative direct precursor of both lymphoid and myeloid progenitors^71^ and its accumulation is consistent with an exacerbation of impaired downstream differentiation observed in the *Tet2* KO context.

In order to characterize the molecular changes associated with the interaction between *Sox4* and *Tet2*, we further performed scATAC-seq on BM populations with the same sorting strategy as in Fig. 1 (HSC to mature myeloid effector cells, *n* = 2 *Sox4* OE *Tet2* KO). Data were batch corrected and plotted on the same UMAP coordinates as Fig. 1 (Supplementary Fig. 1g-k). We then performed differential chromatin accessibility on the GMP subset and found 8282 peaks upregulated and 4704 peaks significantly downregulated in the *Sox4* OE *Tet2* KO condition relative to WT cells (Fig. 5d). Overlapping the differential peak signatures, *Sox4* OE *Tet2* KO included the vast majority of differential peaks observed in the *Tet2* KO alone samples (82% of downregulated and 91% of upregulated peaks) (Supplementary Fig. 7d). In addition, 6019 peaks were uniquely upregulated comparing *Sox4* OE *Tet2* KO condition relative to WT cells, consistent with an established role for Sox4 as a transcriptional activator^72^. Overlapping the differential peaks with the previously identified epigenetic signatures that define myeloid differentiation, demonstrated that *Sox4* overexpression drastically increased the epigenetic dysregulations observed upon *Tet2* KO (Fig. 5e), with upregulated peaks strongly enriched in the GMP-stem signature and downregulated peaks in GMP- mono/neutro signatures. This finding was also confirmed by plotting the accessibility of the GMP differential peaks on UMAP coordinates (Fig. 5f), showing that upregulated peaks have high accessibility in primitive cell types. These data strongly indicate that in the presence of high *Sox4* activity, *Tet2* KO GMPs are likely stalled at primitive stages of differentiation. Finally, this finding was also confirmed by the skewed distribution of *Sox4* OE *Tet2* KO GMP cells, which accumulate in the early progenitor stages and are prevented from entering into myeloid commitment (Fig. 5g, compare with Fig. 1f). Increased dysregulation of myeloid-related loci was also seen when calculating DORC accessibility scores across the differentiation trajectory (Supplementary Fig. 7e).

Overall, these data indicate that *Sox4* acts in a synergistic manner with *Tet2*, leading to increased phenotypic and epigenetic dysregulation.

### Cell reprogramming by *Sox4* induces a hypercompetitive HSC state in vivo

To understand the mechanism underlying the observed *Sox4*-mediated increase in stem cell properties and hyperresponsiveness to *Tet2*, we utilized the well-established, PVA-based HSC expansion method^73^. Thereby, we could gene modify and analyze HSC in vitro without extensively compromising their functional properties. Moreover, the inflammation associated with the inducible Mx1 model for *Tet2* deletion presented in Fig. 5 could be avoided.

Long term HSC (KSL+, CD150 + CD48- EPCR + ) from *Tet2* ^fl/fl^ mice, transduced with *Sox4* OE or control and then with Cre-expressing LV to induce Tet2 KO were cultured in PVA-based medium (Fig. 6a). As functional and molecular readouts, cells were analyzed by flow cytometry for HSC markers, harvested for SHARE-seq and transplanted in vivo. In accordance with our hypothesis, we observed that the combination of *Sox4* OE and *Tet2* KO resulted in a significant accumulation of primitive progenitors (Fig. 6b). SHARE-seq analysis revealed molecular signatures highly shared with unmanipulated hematopoietic populations^74^, which allowed us to annotate these primitive subsets (Fig. 6c, Supplementary Fig. 8a). Gene Set Enrichment Analysis within the HSC cluster demonstrated that among the most deregulated pathways in the presence of *Sox4* OE were Notch, FGF and PI3K (Fig. 6d, Supplementary Fig. 8b). These data suggest pleiotropic effects which might promote growth^75–77^. Accordingly, direct comparison of *Sox4* OE *Tet2* KO cells vs *Tet2* KO cells showed differential expression of *Fgfr2*, *Camk1d* and *Cdk8* genes in HSC and committed compartments (Supplementary Fig. 8C). Corresponding scATAC-seq analysis revealed mild changes in accessibility of TF motifs which again pointed to enhanced cell growth of primitive compartment, as marked by increased activity of Atf3^78^ and reduced differentiation capacity at the level of progenitors (as marked by increases in Gata factors and decreased Spib/c) (Supplementary Fig. 8d). To gain more understanding of the molecular bases for how the *Tet2*- hypersensitive cell state induced by *Sox4* can alter cell phenotype, we performed untargeted metabolomic analyses on KSL cells sorted from transplanted mice (Fig. 6e). Previous studies have shown that *Sox4* and *Cdk8* expression correlate with changes in cell metabolism, in particular promotion of a glycolytic state^79,80^. Notably, we observed greater glycolysis in *Sox4* OE *Tet2* KO hypersensitive cells. GMP clones were utilized to confirm these findings since unbiased mass spectrometry methods benefit from higher cell input. We observed that *Sox4* overexpression in combination with *Tet2* KO increased metabolites associated with purine metabolism, TCA cycle, Phosphoinositide (PI) signaling and glycolysis (Supplementary Fig. 8e). This is consistent with the scRNA-seq analysis performed on PVA-expanded HSC, which also indicated an increase in glycolytic gene expression (Fig. 6d). Intriguingly, among the most upregulated metabolites with *Sox4* overexpression was Hydroxyglutaric acid (2HG) (Supplementary Fig. 8f), an oncometabolite that directly inhibits Tet dioxygenases^81^. Absence of *Tet1*/*Tet3* activity in combination with *Tet2* KO was indeed reported to accelerate the leukemogenesis process^82^ and their indirect inhibition by *Sox4* may contribute to the highly increased epigenetic dysregulation observed in *Sox4* OE *Tet2* KO cells.

**Fig. 6:**
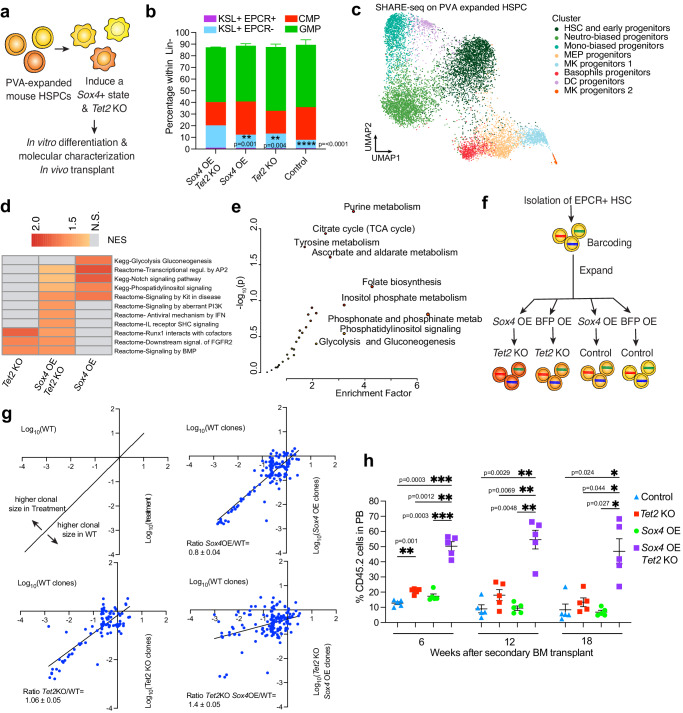
*Sox4*- induced cell state provides competitive advantage to *Tet2* KO primitive cells. **a** Schematics representing the experimental workflow for generating PVA-expanded HSPCs (*Sox4* OE and *Tet2* KO) and relative molecular analyses. **b** Flow cytometry analysis showing the distribution of the indicated primitive population after prolonged expansion of mouse HSC with PVA-containing medium for 3 weeks. *n* = 4, Data from 2 independent experiments are included. One-way Anova with Turkey’s multiple comparison test; Exact *p-*values are indicated on the figure. Data are presented as mean values +/- SEM. **c** Unsupervised clustering annotation of in vitro expanded mouse HSPC and analyzed by SHARE-seq (**d**) Selected pathways from GSEA analysis comparing gene expression data from HSC cluster from Fig. 6c. NES: Normalized enrichment score (**e**) Untargeted metabolomic analysis showing deregulated pathways comparing *Sox4* OE *Tet2* KO vs WT KSL HSC harvested from mice, *n* = 3. Statistical values obtained using Metaboanalyst 5.0 software^118^ (**f**) Schematics representing the experimental workflow for paired clonal tracking study on PVA-expanded HSPCs. **g** Clone size comparison of PVA-expanded HSC sister samples treated as indicated. Clone pairs *Tet2* KO vs WT *n* = 97, *Sox4* OE vs WT *n* = 130, *Sox4* OE *Tet2* KO vs WT *n* = 158. Blue line represents linear regression and highlights relative expansion of *Sox4* OE *Tet2* KO clones as compared to WT counterparts, (**h**) Percentage of CD45.2 cells measured at different time points in the PB after secondary BM transfer of cells from 6b. *n* = 5, Data from 1 independent experiment is included. Two-way Anova with Turkey’s multiple comparison test, Exact *p-*values are indicated on the figure. Data are presented as mean values +/- SEM. Source data are provided as a Source Data file.

To test whether Sox4 fosters a hyperproliferative state at a clonal level in primary HSC, we barcoded the cell population using a high-diversity clonal tracing library (Fig. 6f). After transduction and 7 day PVA expansion the population was split into sister aliquots before introduction of *Sox4* OE and *Tet2* KO thereby enabling paired clonal analysis^83^. Comparing the size of paired sister clones across the different treatments, we observed that only the combination of *Sox4* OE and *Tet2* KO is able to provide a hyperproliferative advantage compared to WT. Interestingly, only a subset of clones showed this effect further confirming clone-specific behaviors in response to the same genetic modification (Fig. 6g).

Finally, to validate our findings in vivo, we performed competitive transplantation into lethally irradiated mice and compared the hematopoietic output of the genetically modified PVA-expanded HSC. A significant increase in repopulation ability of *Sox4* OE *Tet2* KO cells was observed on secondary transplantation (Fig. 6h). While no changes were noted on primary transplant (Supplementary Fig. 8g), secondary transplant is a reliable assay for HSC self-renewal.

These data demonstrate that *Sox4* activity alters cell sensitivity to *Tet2* mutation in a pleiotropic manner affecting proliferation, differentiation and metabolism to collectively create a cell state of increased competitive advantage.

## Discussion

Somatic mutations in epigenetic regulators have been extensively characterized in mouse models and human samples as drivers of CH. Two questions that are less well defined are approached here.

The first is a fuller definition of the downstream molecular consequences of the mutations which enable clonal outgrowth. It is well known that mutant *TET2* alleles are associated with significant expansion of the myeloid compartments^30^. Here, we defined the multi-omic landscape that underlies differentiation of primitive progenitors towards myeloid lineages and how this network is disrupted in a relevant *Tet2* KO mouse model. In accordance with previous datasets^32,84^, we described that mutant cells display highly overlapping transcriptional and epigenomic profiles as compared to WT controls, highlighting that Tet2-mediated regulation doesn’t globally affect cell identity but rather induces functionally relevant cell states with altered differentiation properties. 

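Overlap of the RNA profiles was measured as the share of *Tet2* KO cells among the 30 nearest neighbours of each cell in 30 principal components, with equal numbers of cells drawn from each genotype and the mean taken over 5 draws. In the GMP sort, 20.8% of the neighbours of WT cells and 77.3% of those of *Tet2* KO cells were *Tet2* KO cells, where cell types alone would give 49.5% and 50.5%. In the Lin-/CD11b+ sort, the shares were 37.6% and 62.6%, where cell types alone would give 48.6% and 51.4%. Thinning cells to 5000 UMIs, the alternative that moved it most, gave 32.6% for WT cells of the GMP sort. The components were not corrected for library, and the share that separate WT libraries would give is not known.
Across genes, the Pearson correlation of log2(CPM + 10) between *Tet2* KO and WT cells of the same type was 0.983 to 0.996 over 4 types of the GMP sort and 0.965 to 0.995 over 8 types of the Lin-/CD11b+ sort. Between different types of 1 library, the median correlation was 0.971 in WT and 0.977 in *Tet2* KO cells of the GMP sort, and 0.905 and 0.923 in the Lin-/CD11b+ sort. Matched by type, the correlation between genotypes was above every correlation of that type with another type of either library of the sort in 12 of 12 comparisons. It was also above the correlation between 2 equal parts of the WT cells of the type, 0.929 to 0.997, in 11 of them, where each part holds fewer cells and its counts are noisier. Types were clusters of cells of both genotypes together, so the order against other types was largely set in advance. That order is no evidence of overlap. Genes are not independent replicates, and these values describe the libraries.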

Consistently, our data indicate that Tet2 regulation is directly required for priming of GMPs towards mature myeloid lineages and in its absence cells accumulate markers of early primitive progenitors such as *Runx1*, *Gata2*. This finding might provide a molecular mechanism behind the expansion of GMPs which is observed after *Tet2* KO and provides an enlarged reservoir of progenitors which feeds the myeloproliferation observed, especially during inflammatory conditions^47^. The functional alterations we found at the level of effector granulocytes or monocytes foster inflammation and decrease pathogen clearance potentially enforcing a positive feedback loop.

The second question is how single clones are differentially impacted by a genetically identical mutation. Our data indicate that selected epigenetic states can contribute to clone sensitivity to *Tet2* mutations. By using a clonal GMP system, we were able to correlate the extent of functional changes measured in KO clones to corresponding molecular properties measured in WT counterparts. We demonstrated that chromatin states with features of stem-like cells can prime myeloid progenitors to stronger functional alterations. These data correspond with our finding that *Tet2* regulates stem cell and early progenitor identity before lineage priming, the same setting thought to be the cell of origin in the transition from CH to MDS/AML^85^. We identified *Sox4* as a driver of hyper-sensitization state towards *Tet2* inactivation. Increased *Sox4* activity is reported to synergize with oncogenes during the process of leukemic transformation^62–65^; its expression peaks in primitive cells and gradually decreases along myeloid differentiation^36^. Moreover, Sox4 expression is increased when its direct negative regulator *CEBPA* is mutated. Clinical data show that *TET2* mutations are frequent in *CEBPA* double allelic mutant AML patients, and those cases are associated with worse prognosis^86^. Our data are consistent with a model where *Sox4* promotes the maintenance of an immature and hyperproliferative cell state, which increases repopulation advantage and likely the susceptibility of accumulation of secondary mutations. Importantly, this concept was also validated using a clonal tracing method in primary HSC.

We provide evidence that *Sox4* acts through two mechanisms, (i) by directly activating transformation-promoting pathways such as Notch, FGF and PI3K and (ii) by potentiating Tet2-mediated epigenetic dysregulation. Increased expansion of *Sox4*, *Hlf* and *Meis1* expressing cells has also been detected in another independent study utilizing inducible *Tet2* KO mice^32^, reinforcing our findings.

Our HSC models highlight also that high *Sox4* expression is associated with alterations in genes involved in cell metabolism such as *Cdk8*, and untargeted metabolomics findings reinforced this finding. We hypothesize that induction of altered glycolytic states by *Sox4* might play a role in enhancing proliferation/self-renewal of primitive progenitors in CH as described in non-malignant contexts^87^ and during AML development^88^. We thus speculate that metabolic reprogramming may not only be a hallmark of cell transformation but also play an active role in the selection/predisposition of pre-malignant clones for disease development.

Furthermore, our data highlight that individual cell types can be affected by *Tet2* differently. Although widely expressed, *Tet2* interaction with DNA relies on the interaction with chromatin modifiers and TFs, due to the lack of a direct DNA binding domain. This interaction enables a cell type and chromatin context-specific activity^89^. In hematopoietic cells, CH studies described preferential recruitment of Tet2 at distal enhancer regions in myeloid cells, where it co-localizes with TFs involved in lineage specification and differentiation (Erg/Etv, Runx1-3, Gata1-3, Cebpa/b)^45^. The pleiotropic effects of *Tet2* KO among different cell types could be thus explained by differential availability and DNA binding capacity of its interactors. Methylation in the binding site (and thus reduced DNA accessibility) of key Tet2 interactors has been proposed as a mechanism to explain incorrect lineage differentiation in *Tet2* deficient human cells^90^. Similarly, *Tet2* mutation was reported to synergize with inactivating mutations in key interactors such as *PU.1* for leukemic transformation^91^, highlighting the concept that availability of Tet2 interactors might also play a role in determining the downstream functional impact of the mutation.

Our study has implications regarding the definition of risk criteria for CH patients. Recent studies exploiting combined single-cell allele genotyping with transcriptomics/epigenomics analyses^84,92,93^ have characterized the landscape of human CH mutant cells. Also, the identification of clonal identities within mutant cells has been accomplished with additional integration of clone-specific molecular identifiers, such as mitochondrial or somatic DNA mutations^94–97^. While these studies highlighted some key molecular differences of mutant populations or clones at different stages of hematopoietic transformation, they have not been able to identify molecular factors that may facilitate the transition from CH to MDS/AML. Here, by using a prospective approach, we uncovered Sox4 expression levels as a specific molecular target implicated in increasing clonal selective advantage and expansion after introducing a CH mutation. Recent studies indicate that the mechanism could be conserved in humans and relevant for disease progression. In *TET2* mutated AML samples, aberrant CTCF sites are enriched in *SOX4* motifs specifically and pathway analysis showed enrichment for NOTCH and WNT signaling^98^. To formally validate this finding in human cells, longitudinal analysis of this biomarker in single CH clones will be required.

The contribution of the epigenome to overt cancer evolution has recently emerged as a highly significant concept^99,100^. A recent study demonstrated that clonally stable and heritable chromatin alterations drive colorectal cancer, and progression is associated with reactivation of homeobox genes^101^ and multiple studies highlighted its relevance in progression to blood malignancy after the introduction of different genetic mutations^102–104^. Our work extends this concept to pre-malignant and pre-mutation states and specifically defines that the epigenetic features of the clone before a mutation occurs can determine the phenotype acquired. For CH, this finding can provide insight into the incomplete penetrance for disease development observed in patients. Although the specific CH driver mutation will likely determine the specific mechanisms of transformation, heterogeneity at the level of the clone of origin (within HSC and early progenitor compartments) could affect long-term expansion or facilitate further clonal selection and acquisition of secondary mutations. Further, we identified *Sox4* activity as facilitating *Tet2*-related molecular alterations that foster clonal outgrowth in vivo. Our results validate the hypothesis that epigenetic features can predispose mutant hematopoietic clones for transformation and underscore the importance of pursuing prospective clonal tracking studies for the identification of such risk states for CH malignant evolution.

### Limitations of the study

A potential limitation of our study is the use of an in vitro clonal system for the identification of *Tet2*-related functions. This model may be suboptimal mainly because (i) cells are conditionally immortalized using HoxB8, which could influence chromatin accessibility and alter regions bound by Tet2 and (ii) cells are arrested at the GMP state, therefore missing information regarding more primitive progenitors relevant for disease progression. Complementary in vivo studies using clonally tracked HSC-based models such as recently described^27^ could allow uncovering of other molecular players that determine clonal advantage in CH models. Moreover, a clear distinction between phenotypic effects driven by differentiation stages or heterogeneous epigenetic states within the same cell type can be difficult to determine as these two cellular properties are closely related.

## Methods

### Mice

*Tet2*^fl/fl^ mice^30^ (#017573, obtained from The Jackson Laboratory) were crossed to Mx1-Cre mice (#003556, obtained from The Jackson Laboratory). Mx1-Cre negative littermates were utilized as controls. Genotyping was performed with primers listed in Supplementary Data 4 (WT amplicon: 250 bp, fl/fl amplicon: ~450 bp). For competitive bone marrow transplantation experiments, aged-matched CD45.1(STEM) mice^70^ were utilized (mice were bred at Massachusetts General Hospital). WT C57BL6/J recipients (#000664, obtained from The Jackson Laboratory) were subjected to whole body irradiation (9.5 Gy) from a 137Cs source 1 day before BM transplantation. 4 doses of 12.5 μg/g pI:pC (Amersham) were administered intraperitoneally to induce Cre activity. Eight to twelve weeks old, age-matched randomized male and female mice were used in all experiments. For bone marrow transplantation experiments, female mice were used as recipients. All mice were bred and maintained in pathogen-free conditions and all procedures performed were approved by the Institutional Animal Care and Use Committee of Massachusetts General Hospital (protocol #2016N000085).

### Cell lines

Hoxb8-ER conditionally immortalized clones were generated at Massachusetts General Hospital and maintained in RPMI medium (Thermo Fisher) supplemented with 1% Penicillin/Streptomycin, 1% Glutamine, 0.5 μM beta-estradiol (Sigma, E2758) and conditioned media containing different cytokines. For the neutrophil-biased cells, media contained ~100 ng/ml SCF (generated from a Chinese hamster ovary cell line that stably secretes SCF), whereas for macrophage progenitors GM-CSF 10 ng/ml (Peprotech). Hoxb8-ER cultures were kept in a 5% CO_2_ humidified atmosphere at 37 °C.

293 T cell line used for retroviral and lentiviral production was obtained from ATCC (CRL-3216).

### Primary cells

For BM transplant studies, primary mouse Lin- Kit+ Sca+ cells were seeded at the concentration of 5 × 10^5^ cells/ml in serum-free StemSpan medium (StemCell Technologies) supplemented with 1% Penicillin/Streptomycin, 1% Glutamine, and mouse early-acting cytokines (mSCF 100 ng/ml,m Flt3-L 100 ng/ml, mTPO 50 ng/ml, and mIL-6 20 ng/ml; all purchased from Peprotech). For PVA-expansion studies, Lin- Kit+ Sca+ Cd150 + Cd48- Epcr+ cells were seeded in 1X Ham’s F-12 Nutrient Mix liquid media (Gibco), supplemented with 1 M HEPES (Gibco), 1% Penicillin/Streptomycin/Glutamine, 1% ITSX (Gibco), mSCF 10 ng/ml, mTPO 100 ng/ml (Peprotech), 1 mg/ml PVA (Millipore Sigma). Further details are provided in the following sections. HSC cultures were kept in a 5% CO_2_ humidified atmosphere at 37 °C.

### scATAC-seq single cell profiling

Cell lysis, tagmentation and droplet library preparation were performed following the SureCell ATAC-Seq Library Prep Kit User Guide (17004620, Bio-Rad). Harvested cells and tagmentation related buffers were chilled on ice. Lysis was performed simultaneously with tagmentation. Washed and pelleted cells were resuspended in Whole Cell Tagmentation Mix containing 0.1% Tween 20, 0.01% Digitonin, 1 x PBS supplemented with 0.1% BSA, ATAC Tagmentation Buffer and ATAC Tagmentation Enzyme. Cells were mixed and agitated at 500 rpm on a ThermoMixer (Eppendorf) for 30 min at 37 °C. Tagmented cells were kept on ice prior to encapsulation. Tagmented cells were loaded onto a ddSEQ Single-Cell Isolator (12004336, Bio-Rad). Single-cell ATAC-seq libraries were prepared using the SureCell ATAC-Seq Library Prep Kit (17004620, Bio-Rad) and SureCell ddSEQ Index Kit (12009360, Bio-Rad). Bead barcoding and sample indexing were performed following the standard protocol and the number of amplification cycles was adjusted according to cell input. Libraries were loaded on a NextSeq 550 (Illumina) and sequencing was performed using the NextSeq High Output Kit (150 cycles) and the following read protocol: Read 1 118 cycles, i7 index read 8 cycles, and Read 2 40 cycles. A custom sequencing primer is required for Read 1 (16005986, Bio-Rad).

### scRNA-seq single cell profiling

scRNA-Seq was performed on a Chromium Single-Cell Controller (10X Genomics) using the Chromium Single Cell Reagent Kit v2, Chromium Next GEM Chip A and Chromium i7 Multiplex Kit according to the manufacturer’s instructions. Briefly, single cells were partitioned in Gel Beads in Emulsion (GEMs) and lysed, followed by RNA barcoding, reverse transcription and PCR amplification (according to the available cDNA quantity). scRNA-Seq libraries were prepared according to the manufacturer’s instructions, checked and quantified on Tapestation 4200 (Agilent) and Qubit 4 fluorometer (Invitrogen). Sequencing was performed on a Novaseq machine (Illumina) using the Novaseq S1 Kit (100 cycles).

### Multiplexed Bulk ATAC-seq

Indexed Tn5 transposome complexes were assembled as described previously^39^ Also see this reference for a description of how the barcodes were designed and a table with the oligo sequences. Cells were washed twice with 1 x PBS, counted, and resuspended to a concentration of 0.5 × 10^6^ cells/mL. 2 μL of cells in 1 x PBS (1,000 cells) were mixed with 2 μL of barcoded Tn5, 5 μL 2x Illumina Tagment DNA Buffer (TD), 0.1 μL 10% NP40 (final concentration 0.1%) and 0.9 μL H_2_O in a 96 well plate. Each well contained a different sample and Tn5 barcode. Cells were mixed and agitated on a ThermoMixer (Eppendorf) at 500 rpm for 30 min at 37 °C. All the wells were pooled together on ice to prevent cross-contamination between Tn5 barcodes. Tagmented DNA was purified using a MinElute PCR Purification Kit (Qiagen), then minimally amplified for sequencing as previously described^105^. Final libraries were purified using the MinElute PCR Purification Kit (Qiagen), and sequenced on a NextSeq 550 (150 cycles), using the following parameters: Read 1 92 cycles, i7 index read 8 cycles, and Read 2 66 cycles, 50% of PhiX Sequencing Control. A custom sequencing primer is required for Read 1 (16005986, Bio-Rad).

### SHARE-seq

SHARE-seq was performed as described previously^40^. Briefly, single cells were fixed by adding Formaldehyde (28906, ThermoFisher) at a final concentration of 1%. Fixed cells were transposed using barcoded Tn5 (Seqwell) in a transposition buffer (1 x TD buffer from Illumina Nextera kit, 0.1% Tween 20 (P9416, Sigma), 0.01% Digitonin (G9441, Promega)) at 37 °C for 30 minutes with shaking at 500 rpm. Transposed cells were reverse transcribed using Maxima H Minus Reverse Transcriptase along with RT primer containing a Unique Molecular Identifier (UMI), a universal ligation overhang and a biotin molecule. Ligation of barcoded adapters was performed using three rounds of split pool barcoding followed by reverse crosslinking. ATAC and RNA libraries were prepared as previously described^40^. Libraries were quantified with KAPA Library Quantification Kit and pooled for sequencing. Libraries were sequenced on the Nova-seq platform (Illumina) using a 200-cycle S1 kit and the following read protocol: Read 1: 50 cycles, Index 1: 99 cycles, Index 2: 8 cycles, Read 2: 50 cycles.

### scATACseq data processing

Genome-wide chromatin accessibility peaks were called using MACS v2 (MACS2)^106^ on the merged aligned scATAC-seq reads per condition, generating a list of peak summit calls per condition. To generate a non-overlapping set of peaks, we first extended summits of each condition to 800 bp windows (±400 bp). We combined these 800 bp peaks, ranked them by their summit significance value and retained specific non-overlapping peaks on the basis of this ordering. We further added to the peak list all non-overlapping peaks from the ImmGen ATAC-seq atlas, after also extending the ImmGen peaks to 800 bp windows^107^ (https://sharehost.hms.harvard.edu/immgen/ImmGenATAC18_AllOCRsInfo.csv). This resulted in a filtered list of disjoint peaks (*n* = 297,361), which were finally resized to 301 bp (i.e. ± 150 bp from each peak summit) and used for all downstream analyses.

### scRNA-seq analysis

Base call files were demultiplexed, for each flow cell directory, into FASTQ files using Cellranger v3.1.0 (https://github.com/10XGenomics/cellranger) mkfastq with default parameters. FASTQ files were then processed using Cellranger count with default parameters. Gene-mapped counts were then loaded into R as a Seurat^108^ object and used for downstream analysis. Genes with at least one UMI across cells were retained, and cells with a number of unique feature counts ≥ 200 and total UMIs ≥ 5000 and mitochondrial read percentage of <5% were initially retained. 

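The deposited matrix held cells with at least 5003 UMIs and 333 genes each, and 413 of them (4.60%) had 5% or more of their UMIs on mitochondrial genes, up to 28.0%. The filter as stated would leave 8556 cells, 1142 in the WT GMP library, 2539 in the *Tet2* KO GMP library, 1880 in the WT Lin-/CD11b+ library and 2995 in the *Tet2* KO Lin-/CD11b+ library. All deposited cells were used here, and the lists of genes were computed again without the cells at or over 5%.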

Normalization and scaling of RNA gene expression levels was then performed. PCA dimensionality reduction was run and UMAP was used for the final 2D cell projection (top 30 PCs). A cell kNN graph was determined using the FindNeighbors function in Seurat (*k* = 30 cell neighbors). Cells were then grouped into clusters using the FindClusters Seurat function (resolution = 0.8; Leiden algorithm), and cluster and cell annotations manually assigned by visualizing the mean and percent expression of cell identity markers within cell clusters. Broader annotations were determined by merging finer cell groupings.

### scATAC-seq single cell clustering and annotation

First, dimensionality reduction was performed with cisTopic^109^ using the runWarpLDAModels function as part of the cisTopic R package, with the prior number of topics set to 50. Next, Harmony^110^ was run on the cisTopic cell Z-scores to adjust for observed sequencing batch effects (correcting for animal as a batch covariate). The batch-corrected cisTopic cell Z-scores were then used to project cells in 2D by running UMAP as part of the uwot R package, with *k* = 50 cell neighbors and a cosine distance metric. Cells were clustered using a Louvain algorithm, and clusters were annotated using gene activity scores and gene expression markers (see below).

### Cell localization analysis

For visualization of sample distribution on UMAP coordinates (Figs. 1f, 5g), the % cell neighborhood per cell that belongs to a specific sample was represented for *Tet2* KO and *Sox4* OE *Tet2* KO cells (relative to wild type cells). For each cell, the *k*-nearest neighbors were considered (*k* = 50) using the batch-corrected (harmony) principal components, and the fraction of neighborhood cells that came from a non-wild-type genotype was determined, and shown on the UMAP. All mice were utilized for this analysis.

Similar analysis was performed for Fig. 4g and Supplementary Fig. 6c, representing the % cell neighborhood per cell that belongs to a specific sample for each SCF-derived GMP clone (relative to all other clones).

### TF motif scores

TF motif accessibility Z-scores were computed for scATAC-seq data using chromVAR^111^. Briefly, scATAC-seq data (*n* = 57,232 cells; *n* = 297,361 peaks) was used as input, and GC bias for each peak was determined using the BSgenome.Mmusculus.UCSC.mm10 reference genome. Mouse cisBP TF motifs (*n* = 890 TFs) were then matched against the reference peak set, and *n* = 100 background iterations were used, using which deviation Z-scores were estimated using chromVAR’s computeDeviations function.

### Gene TSS activity scores

Gene activity scores based on chromatin accessibility were derived for scATAC-seq data (*n* = 57,232 cells) using a sum of accessibility fragment counts around gene transcription start sites (TSSs), weighted inversely to the distance from the TSS, as previously described^42^. Aligned scATAC-seq fragments per cell are weighted based on the inverse distance to gene TSSs, then summed across the chosen window (9,212 bp) reflecting 1% of the total weight for the chosen exponential half-life (1 kb). Gene activity scores were then normalized by dividing by the mean score per cell, and used for downstream analysis.

### Differential peak testing

Differential testing of accessibility peaks was determined using DESeq2^112^, as previously explored as a robust tool for analyzing ATAC datasets^113^. First, only early progenitor cells (excluding terminally differentiated clusters) were retained for differential accessibility signature derivation in GMP cells. This includes cells belonging to clusters 1,4 (only considering GMP sample), 7,10,13 (*n* = 22,569 cells). Next, for each annotated cell type, cell peak counts were “pseudobulked” or grouped per mouse sample, annotated cell type and genotype (WT or *Tet2* KO) by summing raw accessibility counts per peak per grouping. DESeq’s negative binomial Wald test was then applied with default parameters, adjusting for celltype as a covariate, yielding estimates of fold-change and significance per peak between *Tet2* KO and WT samples. Only peaks with adjusted *p*-value ≤ 0.01 were retained as differentially accessible between the two genotype groups, and were used as signatures for downstream analysis (e.g. TF motif enrichment testing and overlap with Tet2 ChIP-seq peaks). Same analysis was repeated for the *Sox4* OE *Tet2* KO group. These peak signatures were also used as peak annotation features with chromVAR to score single cells for KO signature accessibility relative to background peaks (Fig. 2b).

### Differential DORC analysis

For differential testing of DORC accessibility scores, we used normalized single cell DORC scores and performed differential testing using a Wilcoxon rank-sum test per cell type, comparing each *Tet2* KO condition to its control condition. FDR was determined to adjust for multiple tests. Cells belonging to clusters 1, 4, 7 (derived from GMP sorted sample) were utilized for this analysis.

### Co-accessibility modules

Chromatin accessibility peak “modules” were derived as previously described^42^. Briefly, TF motif accessibility Z-scores for cells that were annotated as wild-type (WT) GMPs (*n* = 8,313 cells) were used. First, TF motifs (*n* = 890; see TF motif scores section above) were clustered using a sequence similarity correlation cut-off = 0.8, and then the most variable motif in each cluster was used as a representative TF. Additionally, jackstraw PCA was performed on motif deviation Z-scores to determine TF motifs with significantly variable accessibility using *n* = 100 iterations and a jackstraw permutation *P* ≤ 0.05 across the first 10 PCs. This yielded *n* = 68 significantly variable TF motif groups. Then, difference in mean accessibility was tested across for all reference peaks (*n* = 297,361) using normalized scATAC-seq peak counts (mean-centered per cell) between the TF high vs low cell groups (cell high/low groups divided based on the median Z-score across cells for each TF motif), and significant peaks for any given TF (FDR ≤ 1e-06 two-tailed *t*-test) were retained. Finally, fold-changes of mean accessibility between the high and low groups were used to cluster peaks into co-accessible modules, using a Louvain algorithm for determining communities (*k* = 30 peak nearest-neighbors), resulting in distinctly grouped peak modules, which were manually annotated based on the TF motifs that positively or negatively associated with their activity. These were then converted into a reference peak x module binary annotation matrix, and chromVAR was used to compute module accessibility deviation Z scores for each cell in the entire scATAC-seq dataset.

### scATAC-scRNA-seq cell pairing and visualization

Cells were paired between the two modalities using the scOptmatch workflow described previously^114^. Briefly, CCA was first run using Seurat’s RunCCA function^108^ to co-embed scATAC-seq and scRNA-seq data (using the cell KNN-smoothed normalized scATAC-seq gene TSS activity scores and scRNA-seq gene expression, respectively). Only the union of the top 5,000 variable gene scores (ATAC) and gene expression (RNA) was used to derive the top 30 CCA components, with rescaling of features performed prior to running CCA. These components were then used to pair cells between the two assays based on the minimum geodesic neighbors between ATAC-RNA cells across the entire data. For scATAC-seq cells, gene expression of paired scRNA-seq cells were then used to visualize gene expression markers on the scATAC-seq UMAP.

### Peak-gene cis regulatory correlation analysis

Peak-gene links and domains of regulatory chromatin were determined using the FigR R package^114^. Briefly, using paired scATAC and scRNA-seq data, we determined for each gene a set of *cis*-regulatory peaks that are most correlated with the given gene’s expression. To do this, we tested peaks falling within 10 kb of a given gene TSS for correlation in peak accessibility and paired gene expression across single cells, using *n* = 100 permuted background peaks (matched for peak GC-content and mean accessibility) for significance testing. Only peak-gene links with a positive correlation and permutation *P* ≤ 0.05 were retained. DORCs were defined as genes having ≥ 3 significantly associated peaks.

### Pathway enrichment analysis/GSEA

Enrichment analysis was performed using Metascape^115^ using the following ontology sources: GO Biological Processes, GO Molecular Functions and Reactome Gene Sets. All genes in the genome have been used as the enrichment background. Terms with a *p*-value < 0.01, a minimum count of 3, and an enrichment factor > 1.5 are reported. The most statistically significant term within a cluster is chosen to represent the cluster. For analysis in Supplementary Fig. 1g, gene scores with correlation > 0.1 to each gene module were considered. For analysis in Fig. 2f, differential genes with *p* value < 0.001 were considered. For GSEA^116^, we performed pre-ranked analysis (genes ordered by fold-change) using the default settings. MSigDB Hallmark(H), KEGG and Reactome (C2) databases were utilized, pathways FDR < 0.25 were considered significant.

### Vectors, plasmids and molecular analyses

Lentiviral constructs expressing GFP, codon-optimized *Sox4*, or Cre recombinase were cloned into self-inactivating transfer constructs under the expression of human PGK promoter. Lentiviral backbones were obtained through MTA with Naldini lab (SR-TIGET, Milan). Lentiviral vectors were generated using HIV-derived, third-generation plasmids. Stocks were prepared and concentrated as previously described^117^ using HEK-293T(ATCC, CRL-3216) as packaging cells. Titration was performed by qPCR^118^ using a HEK-293T line with known number of vector integrations per diploid genome as standard. High complexity barcoding library LARRY Barcode Version 1 library^83^ was a gift from Fernando Camargo (Addgene #140024). Retroviral stocks were generated using pCL-Eco plasmid, which was a gift from Inder Verma (Addgene plasmid # 12371).

For molecular analyses, genomic DNA was isolated with QIAamp DNA Micro Kit (QIAGEN) according to the number of cells available. Successful deletion of *Tet2* by Cre recombinase was measured from the gDNA by ddPCR (QX200, Biorad), quantifying the number of *Tet2* alleles relative to an unrelated genomic locus (*Sema3a*).

For gene expression analyses, total RNA was extracted using RNeasy Plus Micro Kit (QIAGEN), according to the manufacturer’s instructions and DNase treatment was performed using RNase-free DNase Set (QIAGEN). cDNA was synthesized with SuperScript VILO IV cDNA Synthesis Kit (Invitrogen) and analyzed on a CFX Connect Real-Time PCR System (Biorad). The relative expression of each target gene was first normalized to housekeeping genes and then represented as 2^-DCt for each sample.

Sequences of DNA oligonucleotides used in this study are reported in Supplementary Data 4.

### Generation of Hoxb8-ER clones

Immortalization of murine BM cells with Hoxb8-ER was done as previously described^53^ with the following modifications. Filtered BM cells were layered over Ficoll-Plaque-Plus (GE Healthcare Biosciences), and centrifuged at 400 x g for 25 min at RT without break to enrich for mononuclear cells. Cells were incubated in a 6-well tissue culture plate for 48 h at 37 °C with 5% CO_2_ prior to the retroviral transduction in RPMI (RPMI-1640, Corning) with 10% 2 mM L-glutamine, and 100U penicillin/streptomycin (all from Thermo Fisher), supplemented with 20 ng/ml stem cell factor (mSCF), 10 ng/ml interleukin-3 (mIL-3), and 10 ng/ml interleukin-6 (mIL-6).Non-adherent cells were harvested and 5 × 10^5^ cells were plated onto a 12-well tissue culture plate (Corning) coated with 10 mg/ml human fibronectin (Sigma). 1 ml of ecotropic retrovirus encoding MSCVneo-HA-ER-Hoxb8 was applied in the presence of 8 mg/ml polybrene and spinoculation was performed at 1000 x g for 60 min at RT. After transduction cells were maintained in RPMI supplemented with 0.5 μM beta-estradiol (Sigma, E2758) and conditioned media containing ~100 ng/ml SCF for the generation of neutrophil-biased cells or GM-CSF 10 ng/ml (Peprotech) for the generation of macrophage progenitors. Antibiotic selection was performed by adding G418 at 1 mg/ml final concentration until untransduced control cells the control were not viable (usually ~ 7 days). After selection, cells were FACS sorted into 96 well plates with culture media for the generation of single cell clones.

For generation of *Tet2* KO lines, each clone was transduced with integrase-defective lentiviral vector encoding for Cre recombinase or GFP as control at a Multiplicity of Infection (MOI) of 200.

### Functional assays on myeloid cells

Cytospin and Wright-Giemsa staining: Cells were prepared in PBS at a concentration of 1 × 10^6^ cells/ml and spun 1,000 RPM for 60 s on microscope slides. After air drying for 30 min, slides were sequentially soaked in different dilutions Wright-Giemsa stain (Siemens, 100% 4 min, 20% 12 min, 3X rinse in ddH2O). Coverslips were affixed with Permount Mounting Media (Thermo Fisher) and samples were analyzed at 100X magnification using oil immersion objective.

Phagocytosis assay: Cells were pre-stimulated with 100 ng/ml LPS (L2630, Sigma) for 30 min, washed in PBS and incubated in Live Imaging Solution (Thermo Fisher) along with labeled E. coli or S. aureus BioParticles (Thermo Fisher, 500 µg/ml and 1000 µg/ml, respectively) for 1 h at 37 °C before flow cytometry analysis.

Reactive Oxygen Species (ROS) assay: Cells were incubated using Invitrogen™ CellROX™ Flow Cytometry Assay Kit (Thermo Fisher) at 37 °C for 30 min in culture media, with or without 80 nM PMA (MIllipore Sigma).

Intracellular staining for cytokines: Cells were pre-stimulated with 100 ng/ml LPS together with protein transport inhibitor Golgi Plug (1:1000, BD) for 1 h at 37 °C. Surface and intracellular staining was performed using Perm/Fix kit (BD) according to manufacturer’s instructions.

Proliferation assay: Cells were stained with 0.5 µM CellTrace Far Red Cell Proliferation Kit (Thermo Fisher) according to manufacturer’s instructions. Flow cytometry analysis was performed 3 days later.

In vivo transplant: 2 × 10^6^ Hoxb8-ER GMPs were transplanted in lethally irradiated recipients (9.5 Gy) together with 2× 10^5^ supporter CD45-mismatched BM cells via retro-orbital injection. Peripheral blood was collected at 4-7-9-11 days after injection.

### Functional perturbation score

Raw data outputs from obtained from functional assays performed in WT and *Tet2* KO GMP clones (expression of Ly6G, expression of CD115, expression of CD11b, expression of IL6, ROS production, phagocytosis after exposure to E.Coli and S.Aureus particles) were first standardized in order to render them comparable using the R function *scale*. A distance matrix among the different clones was then calculated using the R *dist* function and the *euclidean* distance measure. Functional perturbation score is then defined for each GMP clone as the distance between WT-KO paired clone pairs.

### Bone marrow transplantation of KSL HSPC

Long bones, pelvis and spines were harvested and muscle tissue was removed. Bones were crushed in PBS complemented with 2 mM EDTA (Sigma) and 0.5% BSA (Sigma) and bone marrow cells in suspension were filtered on a 40 um cell strainer. Lin- cells were obtained using the Direct Lineage Cell Depletion Kit (Miltenyi Biotec) according to the manufacturer’s instructions. Cells were then stained with antibodies against HSC-related markers Kit and Lin- Kit+ Sca+ (KSL) cells were sorted from *Tet2*^fl/fl^ Mx-1 Cre mice.

Transduction of mouse HSC was performed in serum free-medium enriched with cytokines as previously described^119^ at a MOI of 20. Transduction efficiency was monitored by qPCR. Sixteen hours after transduction cells were washed in PBS and transplanted at a dose of 1 × 10^4^ cells via retro-orbital injection in lethally irradiated C57BL6/J recipients together with 2 × 10^5^ Sca-depleted supporter BM cells. Six weeks after transplant, 4 doses of 12.5 μg/g pI:pC (Amersham) were administered intraperitoneally to induce Cre activity (and thus *Tet2* deletion).

Mice were monitored weekly for body weight and signs of suffering, and euthanized when showing ≥ 15% weight loss and/or labored breathing, followed by necropsy analysis. Serial collections of blood from the mouse tail were performed to monitor the hematological parameters and donor cell engraftment. At the end of the experiment (25 weeks), BM and spleen were harvested and analyzed (scATAC-seq, flow cytometry for hematopoietic subpopulations).

### PVA-based HSC cultures and analyses

For PVA-expansion experiments, Lin- Kit+ Sca+ Cd150 + Cd48- Epcr + cells were sorted from *Tet2*^fl/fl^ mice. Culture was performed as previously described^73^. After 6 days of expansion, cultures were split, and transduced with *Sox4* OE lentiviral vector or BFP control vector (MOI 40). Four days later, cultures were split again and transduced with Cre-expressing lentiviral vector (MOI 40) to introduce *Tet2* KO. Levels of transduction were monitored by BFP expression and qPCR. KSL cells were enriched again by FACS before proceeding with other analyses (SHARE-seq, flow cytometry for HSC markers, transplant). For transplant, 6 × 10^4^ cells from each condition were transplanted in lethally irradiated C57B6 recipients together with 2 × 10^5^ competitor total BM cells (mismatched for CD45 isoform expression). Serial collections of blood from the mouse tail were performed to monitor donor cell engraftment. At 30 weeks after primary transplant, 2 × 10^6^ cells from each primary mouse were transplanted in secondary lethally irradiated recipients.

For experiments including the high complexity barcoding library LARRY^83^, transduction of Lin- Kit+ Sca+ CD150 + CD48- EPCR+ cells was performed 2 h after sorting in a serum free-medium enriched with cytokines^119^ at a MOI of 20. Transduction level around ~20% was achieved using these conditions, thus maximizing the likelihood of vector copy number of 1 (1 unique barcode/ cell). Sixteen hours after transduction, cells were washed in PBS and switched to PVA-based medium. Larry lentiviral libraries were prepared from plasmid stocks as described^83^, and diversity was confirmed to be in the range of 2 × 10^5^. Libraries were prepared as described^83^, and sequenced on 2 × 150 Miseq (Illumina). Clonal abundances were estimated using a pipeline adapted from ref. ^120^. Briefly, barcodes are isolated by the identification of flanking sequences using the ShortReads R package, and further filtered by perfect matching of the constant bases present within the 28-mer barcode. Correction for sequencing errors is performed using the Starcode algorithm^121^ using default parameters. Low-frequency barcodes with counts <10 are removed.

### Flow cytometry and FACS

Immunophenotypic analyses and cell sorting were performed on FACS Aria II (BD Biosciences) and antibodies utilized are listed in Supplementary Data 5 (with corresponding catalog numbers, dilutions utilized and RRID #). Single stained and Fluorescence Minus One stained cells were used as controls. For peripheral blood analysis, red blood cells were lysed using ACK buffer (Quality Biologicals) for 7 minutes at room temperature before staining. Samples were incubated with the antibody cocktail in PBS 2% FBS for 30 minutes at 4 °C before analysis or sorting. 7-AAD Viability Staining Solution (BioLegend) was included in the sample preparation for flow cytometry to exclude dead cells from the analysis. Relevant gating strategies are reported in Supplementary Fig. 9.

### Metabolomics analysis

For metabolomics analysis, at least 3 biological replicates were used for each GMP clones and primary sorted HSC samples from mouse BM. Samples were pelleted and lysed by adding 100 µL ice-cold 80% methanol in water and polar metabolites were extracted using a methanol-chloroform phase separation (1 ml methanol containing 2.5 µM of an internal standard (fully 13C-, 15N-labeled amino acid mix; Cambridge Isotope Laboratories), 500 µL water, and 1 mL chloroform). The samples were mixed on shaker at 4 °C for 15 min and centrifuged at 5000 g 15 min at 4 °C. The aqueous phase was recovered and dried under nitrogen flow and resuspended in 30% acetonitrile in water, with a volume scaled to the extracted cell number. 14 µL of each sample was transferred to glass microinserts and used for MS1 runs. The rest of each sample was combined to create a pool sample for MS2/MS3 acquisition. Samples were run a Vanquish LC coupled to an ID-X mass spectrometer (Thermo Electron North America, Madison, WI, USA). A volume of 5 µl was injected on a Zic-pHILIC column (150×2.1 mm, 5 micron particles; Merck). The flow rate was 0.15 mL min-1, except for the first 30 s where it was ramped from 0.05 mL min−1 to 0.15 mL min−1. The mobiles phase were 20 mM ammonium carbonate in water with 0.1% ammonium hydroxide for A and acetonitrile 97% in water for B. The gradient consisted of an isocratic step of 0.5 min at 93% B, then a gradient to 40% B in 18.5 min, then to 0% B in 9 min, followed by an isocratic step at 0% B for 5 min and back to 93% B in 3 min. The column was re-equilibrated at 93% B for 9 min. For MS1 only run, data was acquired in MS1 full-scan with polarity-switching, resolution 120,000, RF lens 30%, normalized AGC target 25%, max IT 50 ms, m/z range 65 to 1000. For MS2/3 runs (on the pool sample), data was acquired using AquireX deepscan with 5 repetitions, separately in each polarity. For the targeted analysis, a standard mix at 1 µM of each target was prepared and run after the samples to confirm retention times. Targeted metabolite measurements were normalized to the internal 13 C/15N-labeled amino acid standard. For untargeted analysis, Compound Discoverer (CD, version 3.3, Thermofisher Scientific) was used to generate a list of compounds (monoisotopic molecular weight and RT couples, de-adducted, combined from positive and negative mode) and to integrate the corresponding area. Identification was based on the MS2/3 data acquired on the pool sample. Fragmentation spectra were searched against an internal library (with matching retention time, to generate level 1 identification) and mzCloud (to generate level 2 and level 3 identifications). All identifications were manually curated. For untargeted metabolomics functional analysis, area and m/z (as [M + H] + adducts calculated from the monoisotopic masses generated in CD) were processed using Metaboanalyst 5.0 software^118^. Positive ion mode, 5.0 ppm tolerance and retention time (minutes) were provided as input parameters. Mouse KEGG database was used for Mummichog Pathway Analysis. Normalized AUC data relative to Fig. 6e and Supplementary Fig. 8e are reported in Supplementary Data 6.

### Statistical analysis

Data were expressed as means ± SEM or dot plots with median values indicated as a line. Statistical tests and number of replicates are reported in the figure legends. Assumptions for the correct application of standard parametric procedures were checked (e.g., normality of the data). Adjusted *p*-values using Bonferroni’s correction are reported. Whenever these assumptions were not met, nonparametric statistical tests were performed. In particular, Mann-Whitney test was performed to compare two independent groups. In presence of more than two independent groups, Kruskal-Wallis test was performed, followed by post hoc pairwise comparisons. For paired observations, Wilcoxon matched-pairs signed rank test was performed. For statistics in Fig. 2g, paired *t*-test was used because each independent comparison was performed using *Tet2* KO and WT cells competitively transplanted in a single mouse. Analyses were performed using GraphPad Prism 10 and *R* statistical software. Differences were considered statistically significant at ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, “ns” represents non significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

### Source data

Source Data

## Data Availability

scRNAseq, scATACseq and bulk ATACseq datasets are deposited in the GEO database under accession GSE247970. sc-ATAC-seq and sc-RNA-seq processed datasets can be also explored using a custom interactive application [https://buenrostrolab.shinyapps.io/gmps/]. Metabolomics data are deposited in the MetaboLights database under accession MTBLS9914. Source data are provided with this paper.

## References

[1] Blokzijl F (2016). Tissue-specific mutation accumulation in human adult stem cells during life. Nature.

[2] Olafsson S, Anderson CA (2021). Somatic mutations provide important and unique insights into the biology of complex diseases. Trends Genet.

[3] Yizhak K (2019). RNA sequence analysis reveals macroscopic somatic clonal expansion across normal tissues. Science.

[4] Martincorena I (2018). Somatic mutant clones colonize the human esophagus with age. Science.

[5] Jaiswal S, Ebert BL (2019). Clonal hematopoiesis in human aging and disease. Science.

[6] Moore L (2021). The mutational landscape of human somatic and germline cells. Nature.

[7] Welch JS (2012). The origin and evolution of mutations in acute myeloid leukemia. Cell.

[8] Mitchell E (2022). Clonal dynamics of haematopoiesis across the human lifespan. Nature.

[9] Watson CJ (2020). The evolutionary dynamics and fitness landscape of clonal hematopoiesis. Science.

[10] Lindsley RC (2017). Prognostic mutations in myelodysplastic syndrome after stem-cell transplantation. N. Engl. J. Med..

[11] Genovese G (2014). Clonal hematopoiesis and blood-cancer risk inferred from blood DNA sequence. N. Engl. J. Med..

[12] Jaiswal S (2014). Age-related clonal hematopoiesis associated with adverse outcomes. N. Engl. J. Med..

[13] Jaiswal S (2017). Clonal Hematopoiesis and risk of atherosclerotic cardiovascular disease. N. Engl. J. Med..

[14] Ogawa S (2019). Genetics of MDS. Blood.

[15] Papaemmanuil E (2013). Clinical and biological implications of driver mutations in myelodysplastic syndromes. Blood.

[16] Niroula A (2021). Distinction of lymphoid and myeloid clonal hematopoiesis. Nat. Med..

[17] Abelson, S. et al. Prediction of acute myeloid leukaemia risk in healthy individuals. *Nature***559**, 400–404 (2018).10.1038/s41586-018-0317-6PMC648538129988082

[18] Bao EL (2020). Inherited myeloproliferative neoplasm risk affects haematopoietic stem cells. Nature.

[19] Williams N (2022). Life histories of myeloproliferative neoplasms inferred from phylogenies. Nature.

[20] Zink F (2017). Clonal hematopoiesis, with and without candidate driver mutations, is common in the elderly. Blood.

[21] Poon GYP, Watson CJ, Fisher DS, Blundell JR (2021). Synonymous mutations reveal genome-wide levels of positive selection in healthy tissues. Nat. Genet..

[22] McKerrell T, Vassiliou GS (2015). Aging as a driver of leukemogenesis. Sci. Transl. Med..

[23] Caiado F, Pietras EM, Manz MG (2021). Inflammation as a regulator of hematopoietic stem cell function in disease, aging, and clonal selection. J. Exp. Med..

[24] Nawas MT (2021). The clinical implications of clonal hematopoiesis in hematopoietic cell transplantation. Blood Rev..

[25] Haas S, Trumpp A, Milsom MD (2018). Causes and consequences of hematopoietic stem cell heterogeneity. Cell Stem Cell.

[26] Yu VWC (2016). Epigenetic memory underlies cell-autonomous heterogeneous behavior of hematopoietic stem cells. Cell.

[27] Rodriguez-Fraticelli AE (2020). Single-cell lineage tracing unveils a role for TCF15 in haematopoiesis. Nature.

[28] Fennell KA (2022). Non-genetic determinants of malignant clonal fitness at single-cell resolution. Nature.

[29] Bowman RL, Levine RL (2017). TET2 in normal and malignant hematopoiesis. Cold Spring Harb. Perspect. Med..

[30] Moran-Crusio K (2011). Tet2 loss leads to increased hematopoietic stem cell self-renewal and myeloid transformation. Cancer Cell.

[31] Ito K (2019). Non-catalytic roles of Tet2 are essential to regulate hematopoietic stem and progenitor cell homeostasis. Cell Rep..

[32] Izzo F (2020). DNA methylation disruption reshapes the hematopoietic differentiation landscape. Nat. Genet..

[33] Tsiouplis NJ, Bailey DW, Chiou LF, Wissink FJ, Tsagaratou A (2020). TET-mediated epigenetic regulation in immune cell development and disease. Front. Cell Dev. Biol..

[34] Velasco-Hernandez T, Säwén P, Bryder D, Cammenga J (2016). Potential pitfalls of the Mx1-Cre system: implications for experimental modeling of normal and malignant hematopoiesis. Stem Cell Rep..

[35] Giladi A (2018). Single-cell characterization of haematopoietic progenitors and their trajectories in homeostasis and perturbed haematopoiesis. Nat. Cell Biol..

[36] Paul F (2015). Transcriptional heterogeneity and lineage commitment in myeloid progenitors article transcriptional heterogeneity and lineage commitment in myeloid progenitors. Cell.

[37] Corces MR (2016). Lineage-specific and single-cell chromatin accessibility charts human hematopoiesis and leukemia evolution. Nat. Genet..

[38] Goardon N (2011). Coexistence of LMPP-like and GMP-like leukemia stem cells in acute myeloid leukemia. Cancer Cell.

[39] Lareau CA (2019). Droplet-based combinatorial indexing for massive-scale single-cell chromatin accessibility. Nat. Biotechnol..

[40] Ma S (2020). Chromatin potential identified by shared single-cell profiling of RNA and chromatin. Cell.

[41] Kvinlaug BT (2011). Common and overlapping oncogenic pathways contribute to the evolution of acute myeloid leukemias. Cancer Res..

[42] LaFave LM (2020). Epigenomic state transitions characterize tumor progression in mouse lung adenocarcinoma. Cancer Cell.

[43] Olsson A (2016). Single-cell analysis of mixed-lineage states leading to a binary cell fate choice. Nature.

[44] Kwok I (2020). Combinatorial single-cell analyses of granulocyte-monocyte progenitor heterogeneity reveals an early uni-potent neutrophil progenitor. Immunity.

[45] Rasmussen KD (2019). TET2 binding to enhancers facilitates transcription factor recruitment in hematopoietic cells. Genome Res..

[46] Zhang Q (2015). Tet2 is required to resolve inflammation by recruiting Hdac2 to specifically repress IL-6. Nature.

[47] Cai Z (2018). Inhibition of inflammatory signaling in Tet2 mutant preleukemic cells mitigates stress-induced abnormalities and clonal hematopoiesis. Cell Stem Cell.

[48] Flavahan WA (2016). Insulator dysfunction and oncogene activation in IDH mutant gliomas. Nature.

[49] Chaligne R (2021). Epigenetic encoding, heritability and plasticity of glioma transcriptional cell states. Nat. Genet..

[50] Hernández-Malmierca P (2022). Antigen presentation safeguards the integrity of the hematopoietic stem cell pool. Cell Stem Cell.

[51] Encabo H (2023). Loss of TET2 in human hematopoietic stem cells alters the development and function of neutrophils. Cell Stem Cell.

[52] Banks KM, Lan Y, Evans T (2021). Tet proteins regulate neutrophil granulation in zebrafish through demethylation of socs3b mRNA. Cell Rep..

[53] Wang GG (2006). Quantitative production of macrophages or neutrophils ex vivo using conditional Hoxb8. Nat. Methods.

[54] Sykes DB (2016). Inhibition of dihydroorotate dehydrogenase overcomes differentiation blockade in acute myeloid leukemia. Cell.

[55] Rhee C (2023). Limited plasticity of monocyte fate and function associated with epigenetic scripting at the level of progenitors. Blood.

[56] Kallin EM (2012). Tet2 facilitates the derepression of myeloid target genes during CEBPα-induced transdifferentiation of pre-B cells. Mol. Cell.

[57] Qin W (2021). Role of myeloid tet methylcytosine dioxygenase 2 in pulmonary and peritoneal inflammation induced by lipopolysaccharide and peritonitis Induced by Escherichia coli. Cells.

[58] Rosenbauer F, Tenen DG (2007). Transcription factors in myeloid development: balancing differentiation with transformation. Nat. Rev. Immunol..

[59] Boulet S, Le Corre L, Odagiu L, Labrecque N (2022). Role of NR4A family members in myeloid cells and leukemia. Curr. Res. Immunol..

[60] Liu T, Zhang L, Joo D, Sun S-C (2017). NF-κB signaling in inflammation. Signal Transduct. Target. Ther..

[61] Mann M (2018). Heterogeneous responses of hematopoietic stem cells to inflammatory stimuli are altered with age. Cell Rep..

[62] Zhang H (2013). Sox4 is a key oncogenic target in C/EBPα mutant acute myeloid leukemia. Cancer Cell.

[63] Sandoval S (2012). Sox4 cooperates with CREB in myeloid transformation. Blood.

[64] Lu JW (2017). Overexpression of SOX4 correlates with poor prognosis of acute myeloid leukemia and is leukemogenic in zebrafish. Blood Cancer J..

[65] Omidvar N (2013). PML-RAR co-operates with Sox4 in acute myeloid leukemia development in mice. Haematologica.

[66] Deneault E (2009). A functional screen to identify novel effectors of hematopoietic stem cell activity. Cell.

[67] Kustikova OS (2006). Retroviral vector insertion sites associated with dominant hematopoietic clones mark ‘stemness’ pathways. Blood.

[68] Leung RKC, Leung HC, Leung AYH (2020). Diverse pathogenetic roles of SOX genes in acute myeloid leukaemia and their therapeutic implications. Semin. Cancer Biol..

[69] Poletti V, Mavilio F (2021). Designing lentiviral vectors for gene therapy of genetic diseases. Viruses.

[70] Mercier FE, Sykes DB, Scadden DT (2016). Single targeted exon mutation creates a true congenic mouse for competitive hematopoietic stem cell transplantation: The C57BL/6-CD45.1STEM mouse. Stem Cell Rep..

[71] Pietras EM (2015). Functionally distinct subsets of lineage-biased multipotent progenitors control blood production in normal and regenerative conditions. Cell Stem Cell.

[72] Wetering M, van de, van de Wetering M, Oosterwegel M, van Norren K, Clevers H (1993). Sox-4, an Sry-like HMG box protein, is a transcriptional activator in lymphocytes. EMBO J..

[73] Wilkinson AC, Ishida R, Nakauchi H, Yamazaki S (2020). Long-term ex vivo expansion of mouse hematopoietic stem cells. Nat. Protoc..

[74] Che, J. L. C. et al. A highly efficient reporter system for identifying and characterizing in vitro expanded hematopoietic stem cells. *EMBO Rep*. **23**, e55502 (2022).10.15252/embr.202255502PMC953576735971894

[75] Itkin T (2012). FGF-2 expands murine hematopoietic stem and progenitor cells via proliferation of stromal cells, c-Kit activation, and CXCL12 down-regulation. Blood.

[76] Lobry C, Oh P, Mansour MR, Look AT, Aifantis I (2014). Notch signaling: switching an oncogene to a tumor suppressor. Blood.

[77] Polak R, Buitenhuis M (2012). The PI3K/PKB signaling module as key regulator of hematopoiesis: implications for therapeutic strategies in leukemia. Blood.

[78] Di Marcantonio D (2021). ATF3 coordinates serine and nucleotide metabolism to drive cell cycle progression in acute myeloid leukemia. Mol. Cell.

[79] Galbraith MD (2017). CDK8 kinase activity promotes glycolysis. Cell Rep..

[80] Dai W (2017). SOX4 promotes proliferative signals by regulating glycolysis through AKT activation in melanoma cells. J. Invest. Dermatol..

[81] Lio CWJ, Yuita H, Rao A (2019). Dysregulation of the TET family of epigenetic regulators in lymphoid and myeloid malignancies. Blood.

[82] Joshi K (2022). Role of TET dioxygenases in the regulation of both normal and pathological hematopoiesis. J. Exp. Clin. Cancer Res..

[83] Weinreb C, Rodriguez-Fraticelli A, Camargo FD, Klein AM (2020). Lineage tracing on transcriptional landscapes links state to fate during differentiation. Science.

[84] Nam AS (2022). Single-cell multi-omics of human clonal hematopoiesis reveals that DNMT3A R882 mutations perturb early progenitor states through selective hypomethylation. Nat. Genet..

[85] Shih AH (2015). Mutational cooperativity linked to combinatorial epigenetic gain of function in acute myeloid leukemia. Cancer Cell.

[86] Heyes E (2023). TET2 lesions enhance the aggressiveness of CEBPA-mutant acute myeloid leukemia by rebalancing GATA2 expression. Nat. Commun..

[87] Simsek T (2010). The distinct metabolic profile of hematopoietic stem cells reflects their location in a hypoxic niche. Cell Stem Cell.

[88] Chen W-L (2014). A distinct glucose metabolism signature of acute myeloid leukemia with prognostic value. Blood.

[89] Lazarenkov A, Sardina JL (2022). Dissecting TET2 regulatory networks in blood differentiation and cancer. Cancers.

[90] Kaasinen E (2019). Impact of constitutional TET2 haploinsufficiency on molecular and clinical phenotype in humans. Nat. Commun..

[91] Aivalioti MM (2022). PU.1-dependent enhancer inhibition separates Tet2-deficient hematopoiesis from malignant transformation. Blood Cancer Discov..

[92] Nam, A. S. et al. Somatic mutations and cell identity linked by genotyping of transcriptomes. *Nature***571**, 355–360 (2019).10.1038/s41586-019-1367-0PMC678207131270458

[93] van Galen P (2019). Single-cell RNA-seq reveals AML hierarchies relevant to disease progression and immunity. Cell.

[94] Lareau CA (2021). Massively parallel single-cell mitochondrial DNA genotyping and chromatin profiling. Nat. Biotechnol..

[95] Ludwig LS (2019). Lineage tracing in humans enabled by mitochondrial mutations and single-cell genomics. Cell.

[96] Miller TE (2022). Mitochondrial variant enrichment from high-throughput single-cell RNA sequencing resolves clonal populations. Nat. Biotechnol..

[97] Rodriguez-Meira A (2019). Unravelling intratumoral heterogeneity through high-sensitivity single-cell Mutational analysis and parallel RNA sequencing. Mol. Cell.

[98] Mujahed H (2020). AML displays increased CTCF occupancy associated with aberrant gene expression and transcription factor binding. Blood.

[99] Corces MR (2018). The chromatin accessibility landscape of primary human cancers. Science.

[100] Flavahan WA, Gaskell E, Bernstein BE (2017). Epigenetic plasticity and the hallmarks of cancer. Science.

[101] Heide T (2022). The co-evolution of the genome and epigenome in colorectal cancer. Nature.

[102] Uckelmann HJ (2020). Therapeutic targeting of preleukemia cells in a mouse model of NPM1 mutant acute myeloid leukemia. Science.

[103] SanMiguel JM (2022). Cell origin–dependent cooperativity of mutant Dnmt3a and Npm1 in clonal hematopoiesis and myeloid malignancy. Blood Adv..

[104] Li Y (2023). FLT3ITD drives context-specific changes in cell identity and variable interferon dependence during AML initiation. Blood.

[105] Buenrostro JD, Wu B, Chang HY, Greenleaf WJ (2015). ATAC-seq: a method for assaying chromatin accessibility genome-wide. Curr. Protoc. Mol. Biol..

[106] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[107] Yoshida H (2019). The cis-regulatory atlas of the mouse immune system. Cell.

[108] Stuart, T. et al. Comprehensive integration of single-cell data. *Cell***177**, 1888–1902.e21 (2019).10.1016/j.cell.2019.05.031PMC668739831178118

[109] Bravo González-Blas C (2019). cisTopic: cis-regulatory topic modeling on single-cell ATAC-seq data. Nat. Methods.

[110] Korsunsky I (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat. Methods.

[111] Schep AN, Wu B, Buenrostro JD, Greenleaf WJ (2017). ChromVAR: Inferring transcription factor-associated accessibility from single-cell epigenomic data. Nat. Methods.

[112] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[113] Gontarz P (2020). Comparison of differential accessibility analysis strategies for ATAC-seq data. Sci. Rep..

[114] Kartha VK (2022). Functional inference of gene regulation using single-cell multi-omics. Cell Genom..

[115] Zhou Y (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun..

[116] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[117] Follenzi, A. & Naldini, L. in *Methods in Enzymology* (ed. Phillips, M.I.) 346 454–465 (Academic Press, 2002).10.1016/s0076-6879(02)46071-511883085

[118] Pang Z (2021). MetaboAnalyst 5.0: narrowing the gap between raw spectra and functional insights. Nucleic Acids Res..

[119] Schiroli G (2017). Preclinical modeling highlights the therapeutic potential of hematopoietic stem cell gene editing for correction of SCID-X1. Sci. Transl. Med..

[120] Kristiansen TA, Doyle A, Yuan J (2017). Lentiviral barcode labeling and transplantation of fetal liver hematopoietic stem and progenitor cells. Bio. Protoc..

[121] Zorita E, Cuscó P, Filion GJ (2015). Starcode: sequence clustering based on all-pairs search. Bioinformatics.

# Supplementary material for: Cell of origin epigenetic priming determines susceptibility to Tet2 mutation
**Source:** Nat Commun. 2024 May 21;15:4325. doi: 10.1038/s41467-024-48508-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

*Cell of origin epigenetic priming determines susceptibility to Tet2 mutation.*

Schiroli et al.

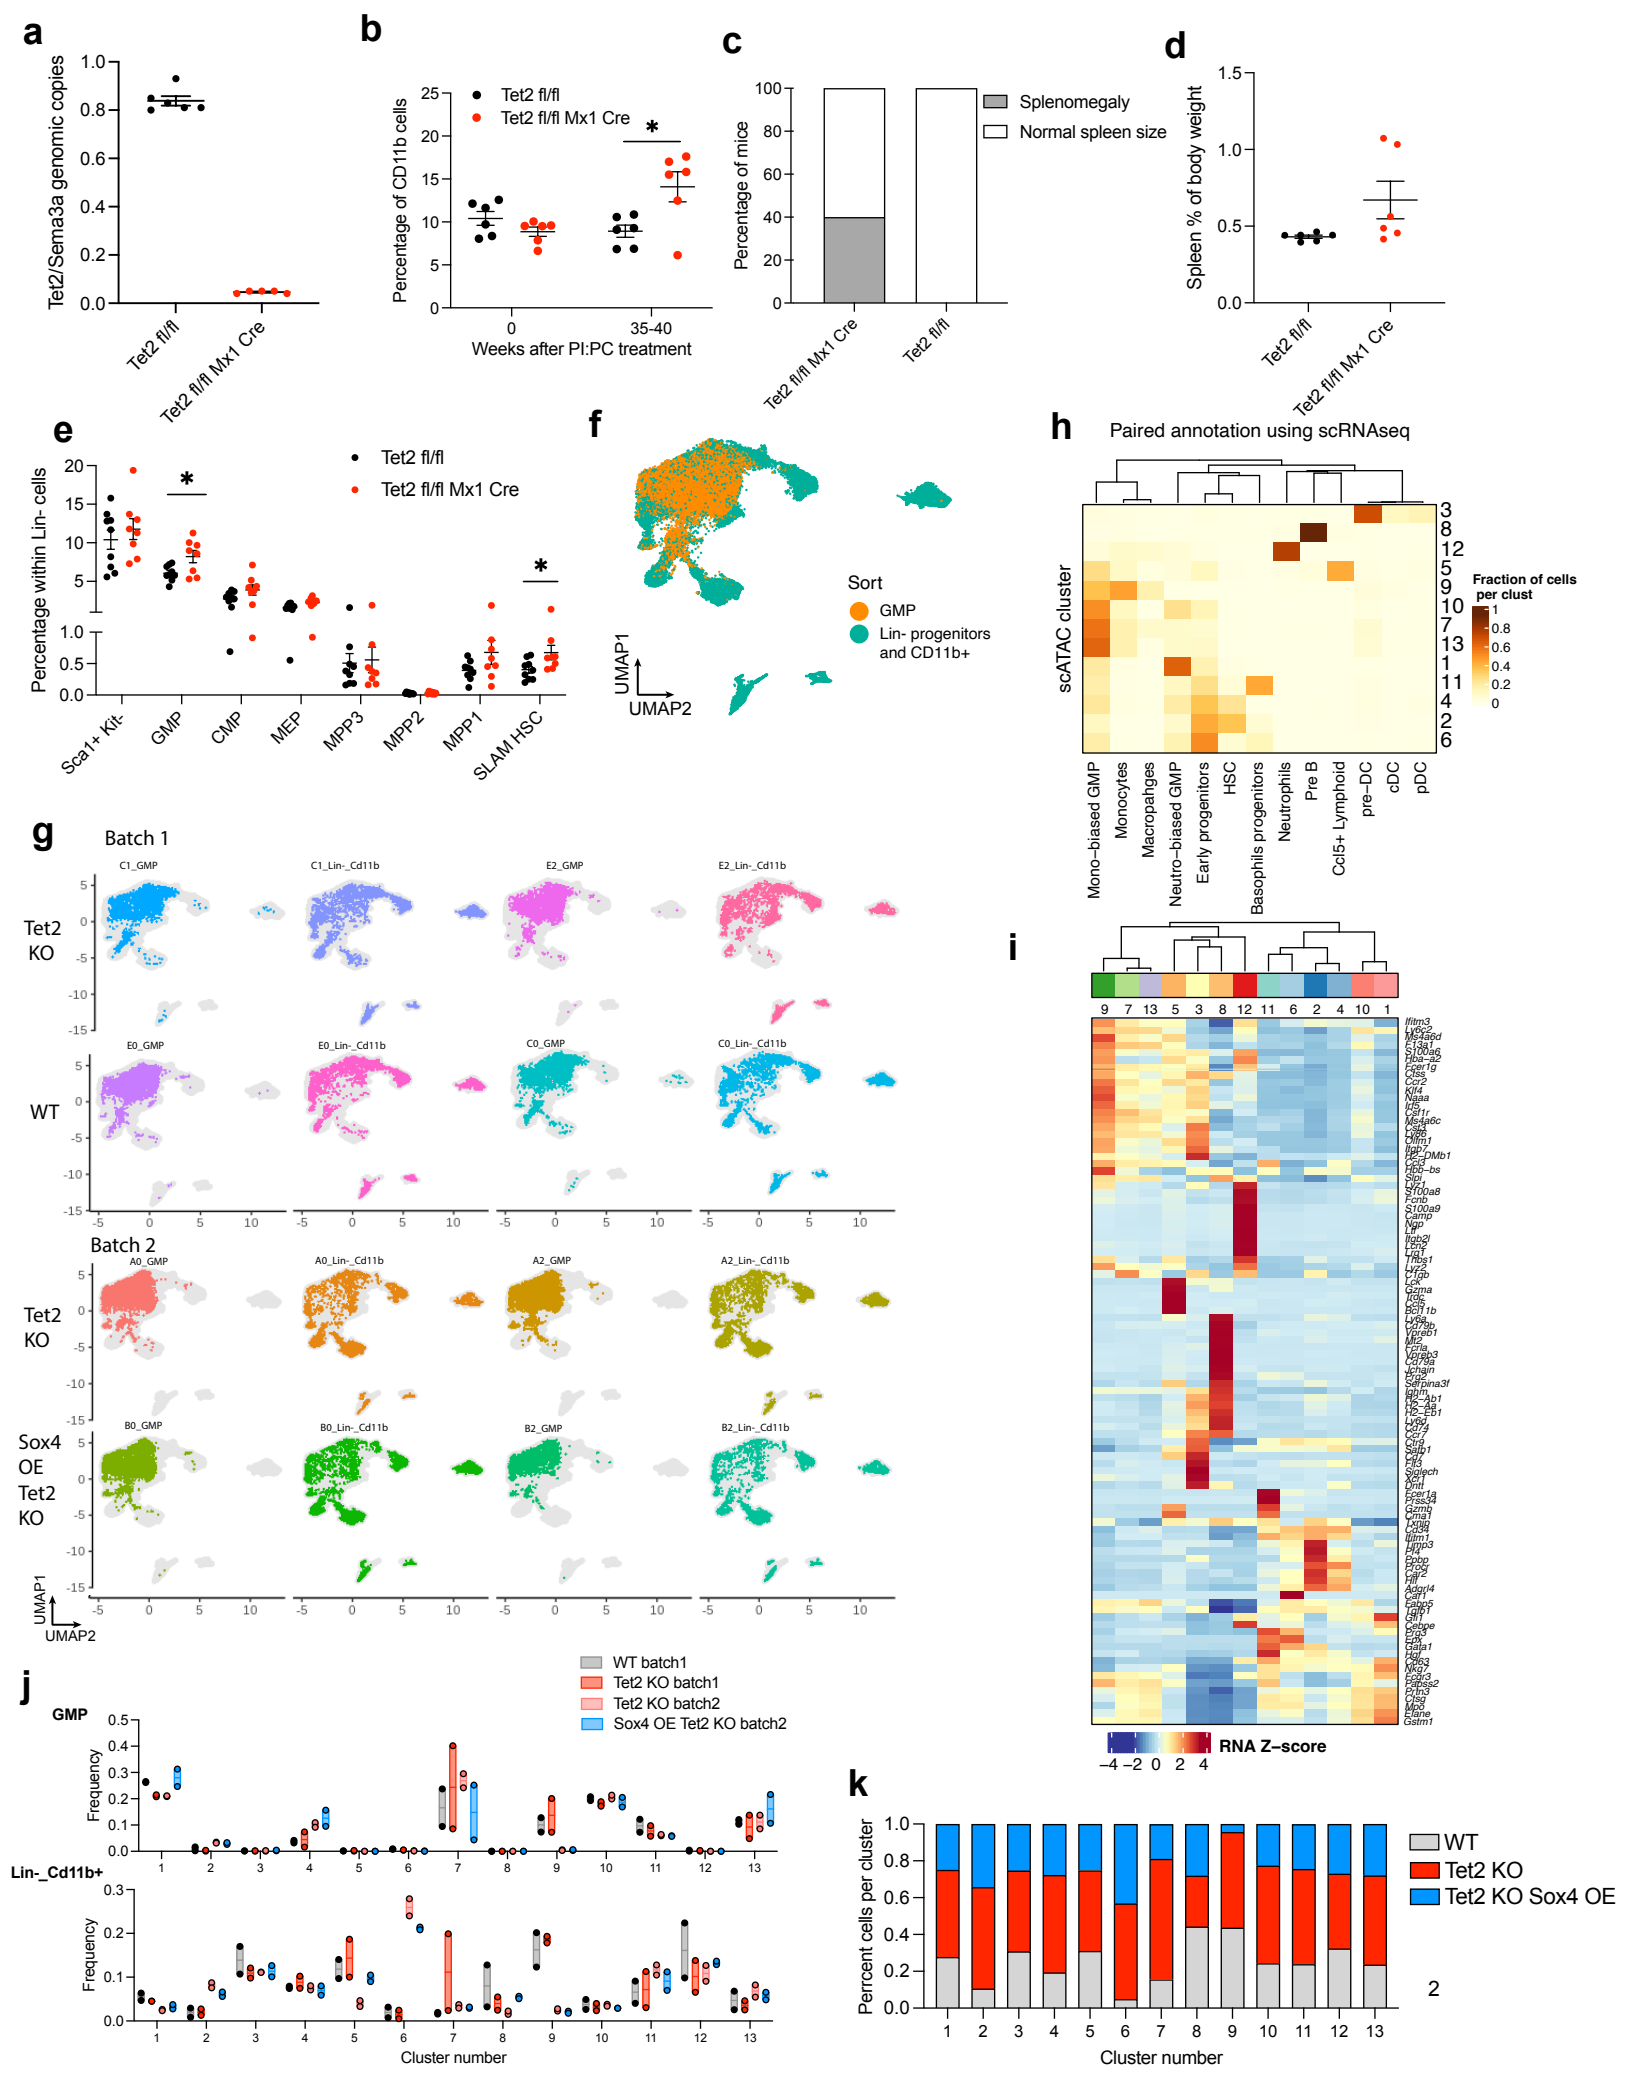

**Supplementary Figure 1. *Tet2* KO phenotypic characterization and paired sc-RNA/sc-ATAC dataset annotation.**

a) Quantification of Cre activity in the PB of pl:pC treated mice 25 weeks after transplant. Successful *Tet2* deletion was measured by ddPCR comparing the number of copies of *Tet2* and *Sema3a* (used as gDNA normalizer). b) Percentage of CD11b+ myeloid cells in PB before and after *Tet2* deletion by pl:pC treatment. *Tet2<sup>fl/fl</sup>* n=6; *Tet2<sup>fl/fl</sup>* Mx1 Cre n=6; Unpaired t-test, p<0.05 c) Percentage of mice showing splenic abnormalities stratified by genotype at terminal endpoint of 35-40 weeks after mutation induction *Tet2<sup>fl/fl</sup>* n=6, *Tet2<sup>fl/fl</sup>* Mx1 Cre n=6. d) Data from Supplementary Fig.1c showing spleen weight represented as percentage of body weight. e) percentage of the different BM primitive populations gated within Lin- progenitors. *Tet2<sup>fl/fl</sup>* n=9; *Tet2<sup>fl/fl</sup>* Mx1 Cre n=8; Unpaired t-test, p<0.05. f) UMAP plots highlighting distribution of sorted GMP or Lin-/Cd11b populations. g) UMAP plots showing cell distribution for each single mouse and sample analyzed (sorted GMP vs Lin\_-Cd11b). Experimental batch of is indicated. Mice belonging to the *Sox4* OE *Tet2* KO group will be discussed in Figure 5 but added here for comparison. h) Heatmap showing the correlation between unbiased clustering using scATACseq data (cluster number is indicated) and unbiased clustering using paired scRNAseq data. scRNAseq data were annotated using key maker gene signatures for each population, as described<sup>35,36</sup>. i) Heatmap representing exemplificative RNA markers utilized for scATAC seq cluster annotation and their RNA expression level. Examples of key RNA markers include: *Ifitm3*, *Txnip*, *Hlf*, *Adgrl4*, *Procr* (HSC and progenitors), *Vpreb3*, *Cd79a/b*, *Fcrla*, *Ccl5* (lymphoid lineage), *Ly86*, *Klf4*, *Irf8*, *Ccr2*, *F13a1*, *Mpo*, *C1qb* (monocytic/mac lineage), *Cebpe*, *Gstm1*, *FcnB*, *S100a8/9*, *Elane*, *Lrg1* (granulocytic lineage), *Cd74*, *Itgb7*, *Naaa*, *Cst3*, *Siglech*, *Cd7*, *Ccr7* (DC lineage), *Prss34* (basophilic lineage). j) Frequency of cells belonging to each cluster for each single mouse and sample analyzed (sorted GMP vs Lin\_-Cd11b, same as Supplementary Fig.1g). Experimental batch is indicated, as batch-related differences in cluster abundance are detected (likely related to the sorting procedure). k) Frequency of cells belonging to each cluster divided by genotype. All mice and samples analyzed are considered. Source data are provided as a Source Data file.

## Supplementary Figure 2. Chromatin signatures of GMP cells.

a) Schematics showing the computational method used for calculation of DORCs. b) Ranked identity of significant DORCs. c) UMAP plots comparing *Klf4* DORC and RNA activity. Plot on the right shows the difference between DORC accessibility and expression (DORC-RNA residual). d) DORC-RNA residual (quantile normalized, 0-99 percentile) for representative myeloid-related loci across the indicated genotypes and cell types. *Irf8* and *Ms4a3* are significantly different for Mono-biased GMP and Neutro-Biased GMP, respectively comparing *Tet2* KO and WT cells (Wilcoxon FDR < 0.0001). e) Heatmaps showing Pearson correlation of defined chromatin signatures from Fig.1e to TF motifs (top) and gene scores (bottom). f) Enrichment analysis (performed using Metascape<sup>115</sup>) of top correlated gene scores for each chromatin signature. Source data are provided as a Source Data file.

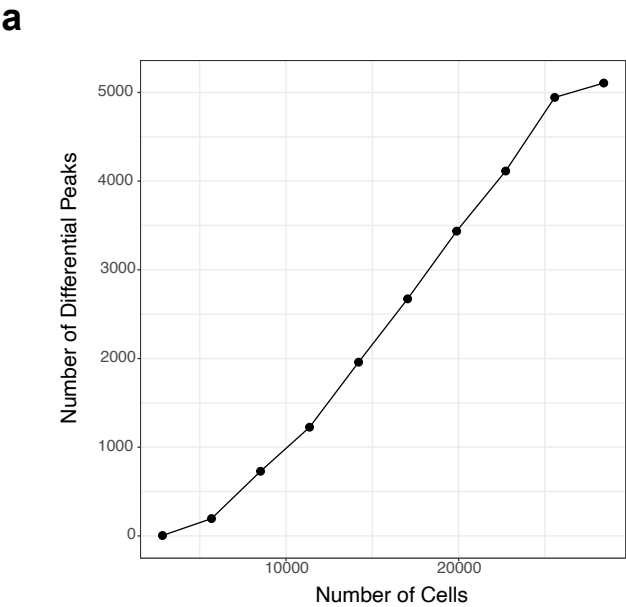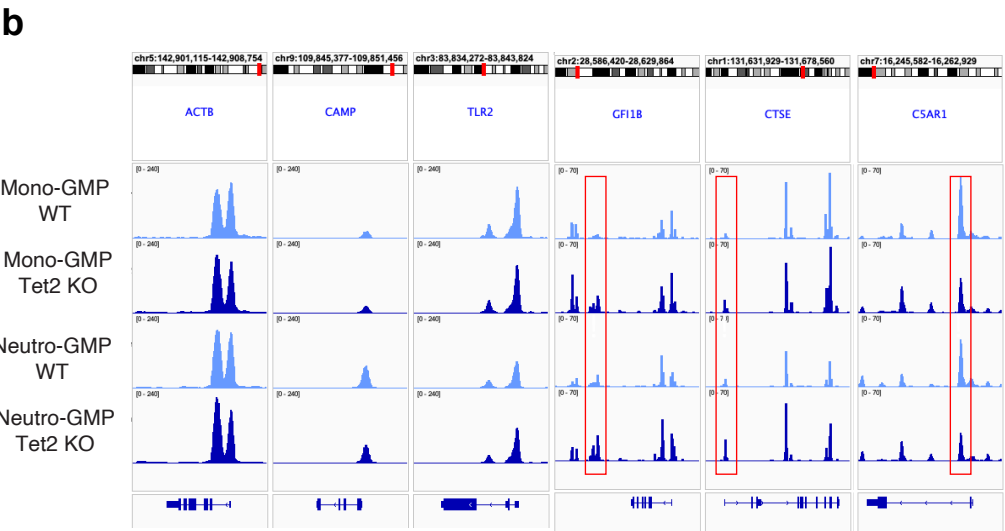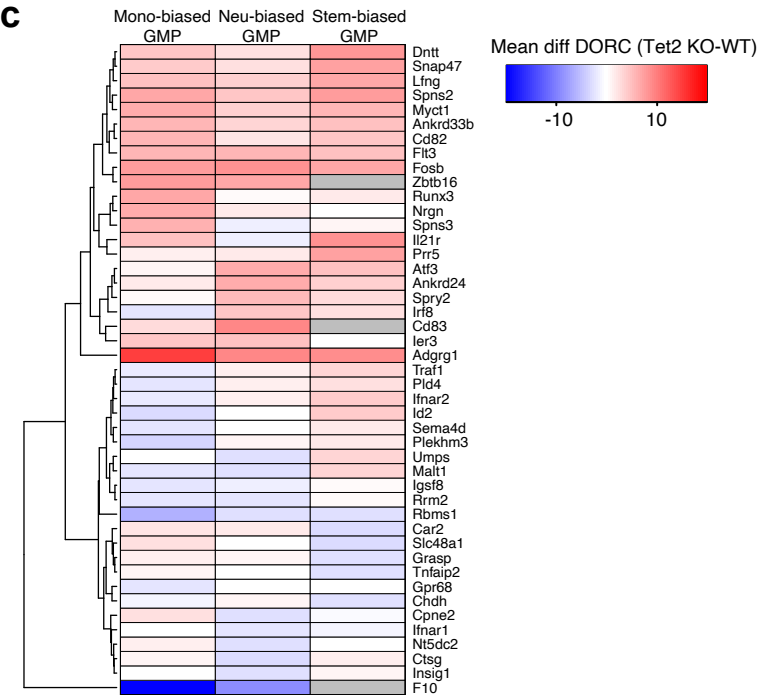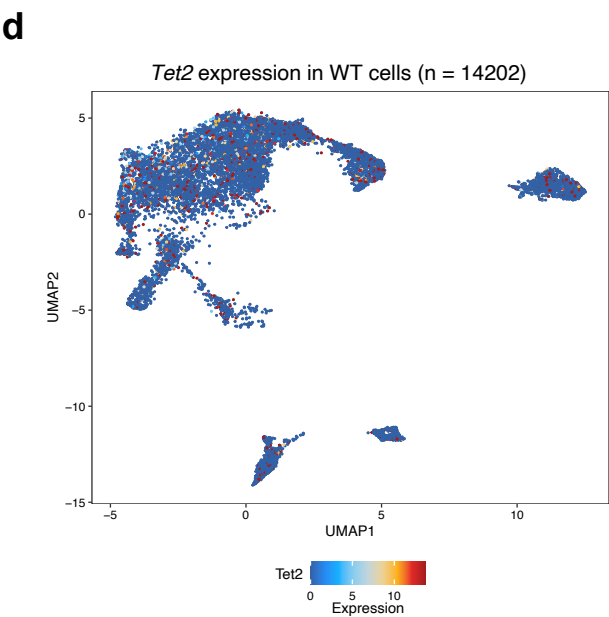

### **Supplementary Figure 3. Differential peak and DORC analysis in *Tet2* KO cells.**

a) Differential peak analysis between *Tet2* KO and WT GMPs was performed using the total amount of GMP cells available or smaller fractions to model a scenario when differential analysis was performed by individual cluster. The linear increase observed between the number of differential peaks and cells indicates that the analysis is underpowered when analyzing small cell numbers. b) Chromatin tracks showing examples of differential peaks in *Tet2* KO GMP cells (*C5ar1* and *Irf8* genes). Cells belonging to cluster 7 are included for Mono-GMP and cluster 1 for Neutro-GMP. *ActB* represents a housekeeping gene not affected by *Tet2* mutation, while *Camp* and *Tlr2* represent neutrophilic and monocytic markers, respectively. c) Heatmap showing the mean difference in single-cell DORC accessibility for top differential DORCs calculated across different GMP states, comparing *Tet2* KO and WT cells (cells belonging to cluster 7 are included for Mono-GMP, cluster 1 for Neutro-GMP, cluster 4 for Stem-GMP, utilizing only cells belonging to GMP sorted sample). Grey color indicates FDR>0.05. d) UMAP plot showing RNA expression of *Tet2* in WT mice. Source data are provided as a Source Data file.

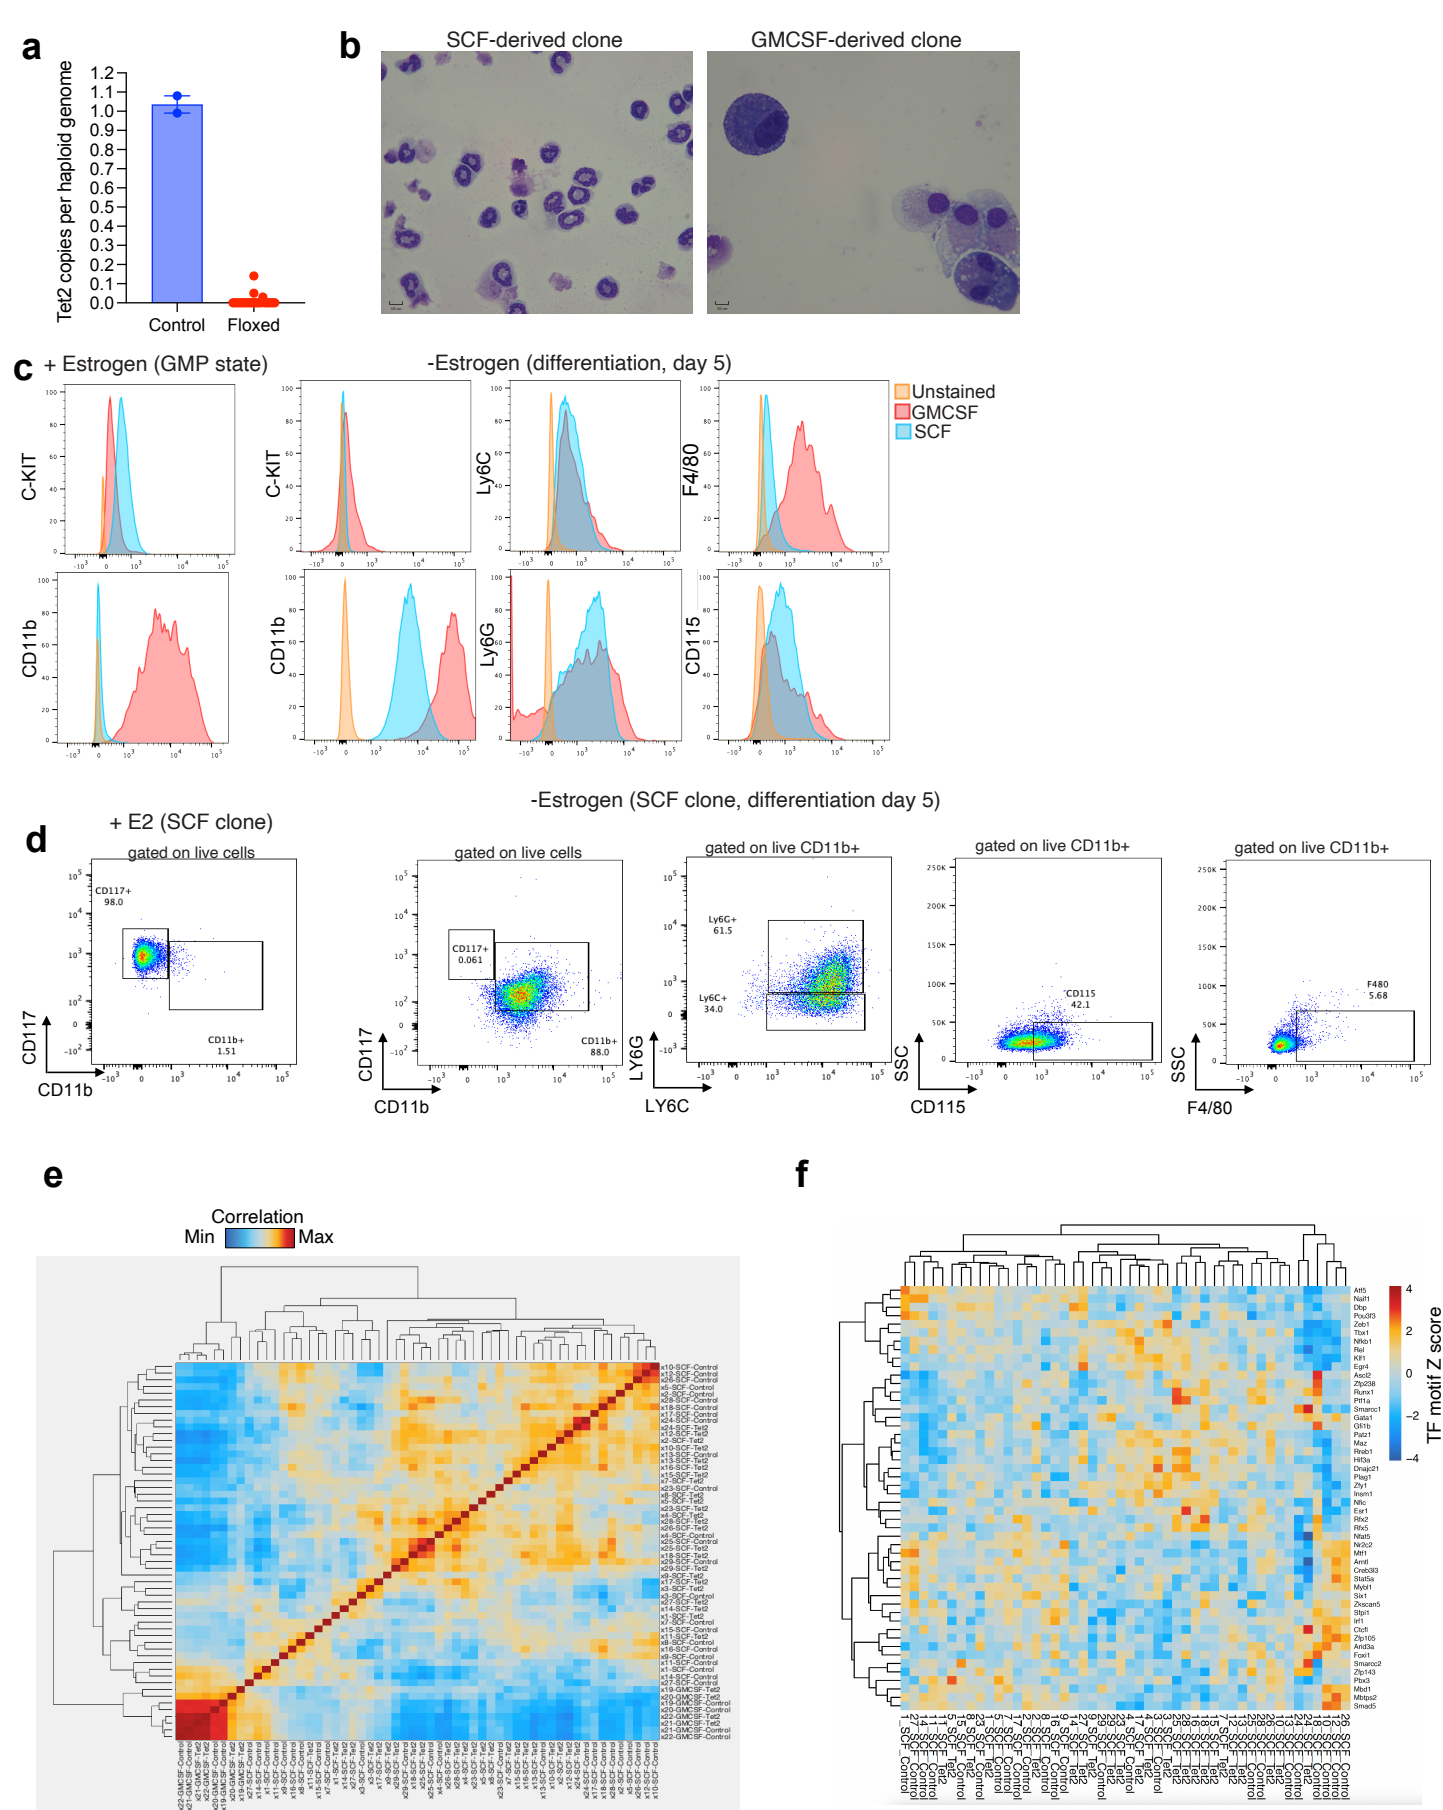

#### **Supplementary Figure 4. Characterization of in vitro GMP clonal system.**

a) qPCR showing the number of *Tet2* copies each haploid genome in WT and *Tet2* KO clones. b) Image of cytopsin and Wright-Giemsa staining of representative differentiated GMP clones derived using SCF or GM-CSF cytokine as indicated at day 5 after estrogen removal. c) Representative histograms showing expression of relevant markers on GMP clones derived using SCF or GM-CSF cytokine before (+E2) or after differentiation (-E2). Expression levels of Kit indicate GMP state whether absence of Kit and expression of Cd11b indicate more differentiated cell state. d) Representative flow plots of a SCF-derived clone before differentiation (left panel) and after differentiation, showing myeloid related markers. This gating strategy has been utilized for data reported in Fig. 3c, 4j, Supplementary Fig.5. e) Pearson correlation of ATAC-seq data for all the clones analyzed in Figure 3. TF motif scores are used for this analysis. Clone number, genotype (control, *Tet2*) and cell type (SCF, GM-CSF) are indicated. f) Heatmap reporting top TF motifs associated with variability in chromatin accessibility between individual SCF-derived clones. This analysis highlights which specific features contribute to the heterogeneity observed within SCF clones from Supplementary Fig.4e. Source data are provided as a Source Data file.

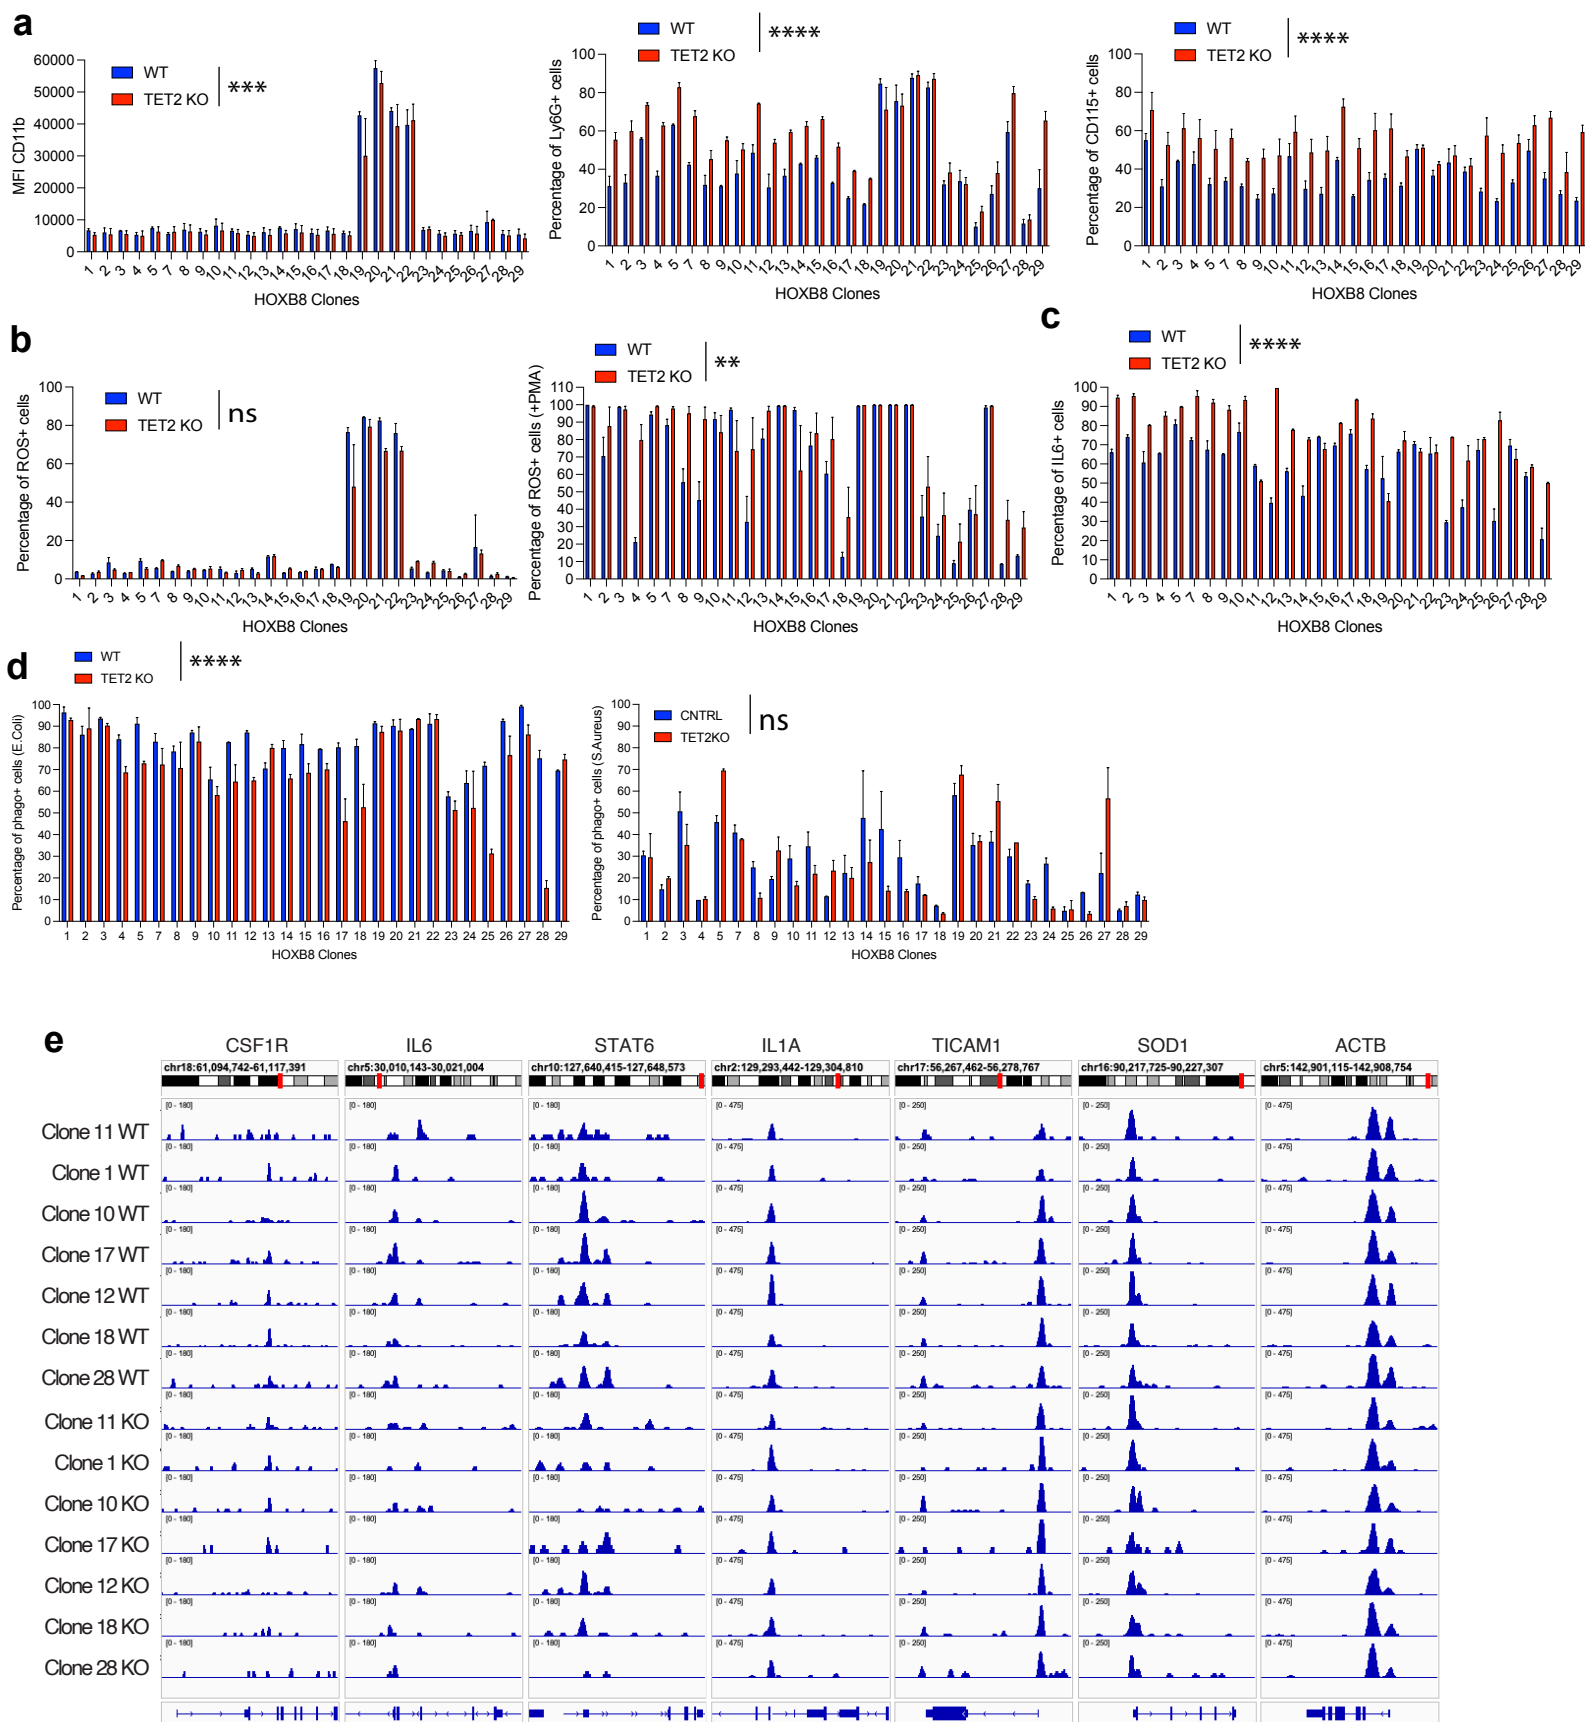

**Supplementary Figure 5. Functional and molecular assays define heterogeneity within WT and *Tet2* KO GMP clones.**

Functional assays performed on single GMP clone pairs 5 days after differentiation into mature effectors. Genotype is color coded. Statistics are calculated using two-tailed Wilcoxon matched-pairs signed rank test. a) Histograms showing for each matched WT and *Tet2* KO GMP clone pair levels of Cd11b (left,  $p=0.001$ ), Ly6G (middle,  $p<0.0001$ ) and Cd115 (right,  $p<0.0001$ )  $n=3$  technical replicates for each clone pair. b) Histograms showing for each matched WT and *Tet2* KO GMP clone pair levels of ROS expression in a basal state (left,  $p=0.493$ ) and after stimulation with PMA (right,  $p=0.0089$ )  $n=2$  technical replicates for each clone pair. c) Histograms showing for each matched WT and *Tet2* KO GMP clone pair IL6 production after stimulation with LPS ( $p<0.0001$ ).  $n=3$  technical replicates for each clone pair. d) Histograms showing for each matched WT and *Tet2* KO GMP clone pair levels of phagocytosis when cells were challenged with E.Coli bioparticles (left,  $p<0.0001$ ) or with S.Aureus bioparticles (right,  $p=0.338$ )  $n=2$  technical replicates for each clone pair. e) Chromatin tracks showing examples of differential peaks in selected SCF WT clones. High and low performers in functional assays from Figure 3C are selected. *Csf1r* (gene coding for Cd115) and *Il6* are differential loci emerged from functional assays. *Stat6*, *Il1a* and *Ticam1* are representative genes involved in inflammatory response of myeloid cells. *Sod1* is a negative regulator of ROS production. *ActB* represents a housekeeping gene. Corresponding *Tet2* KO clones are shown on the bottom. Source data are provided as a Source Data file.

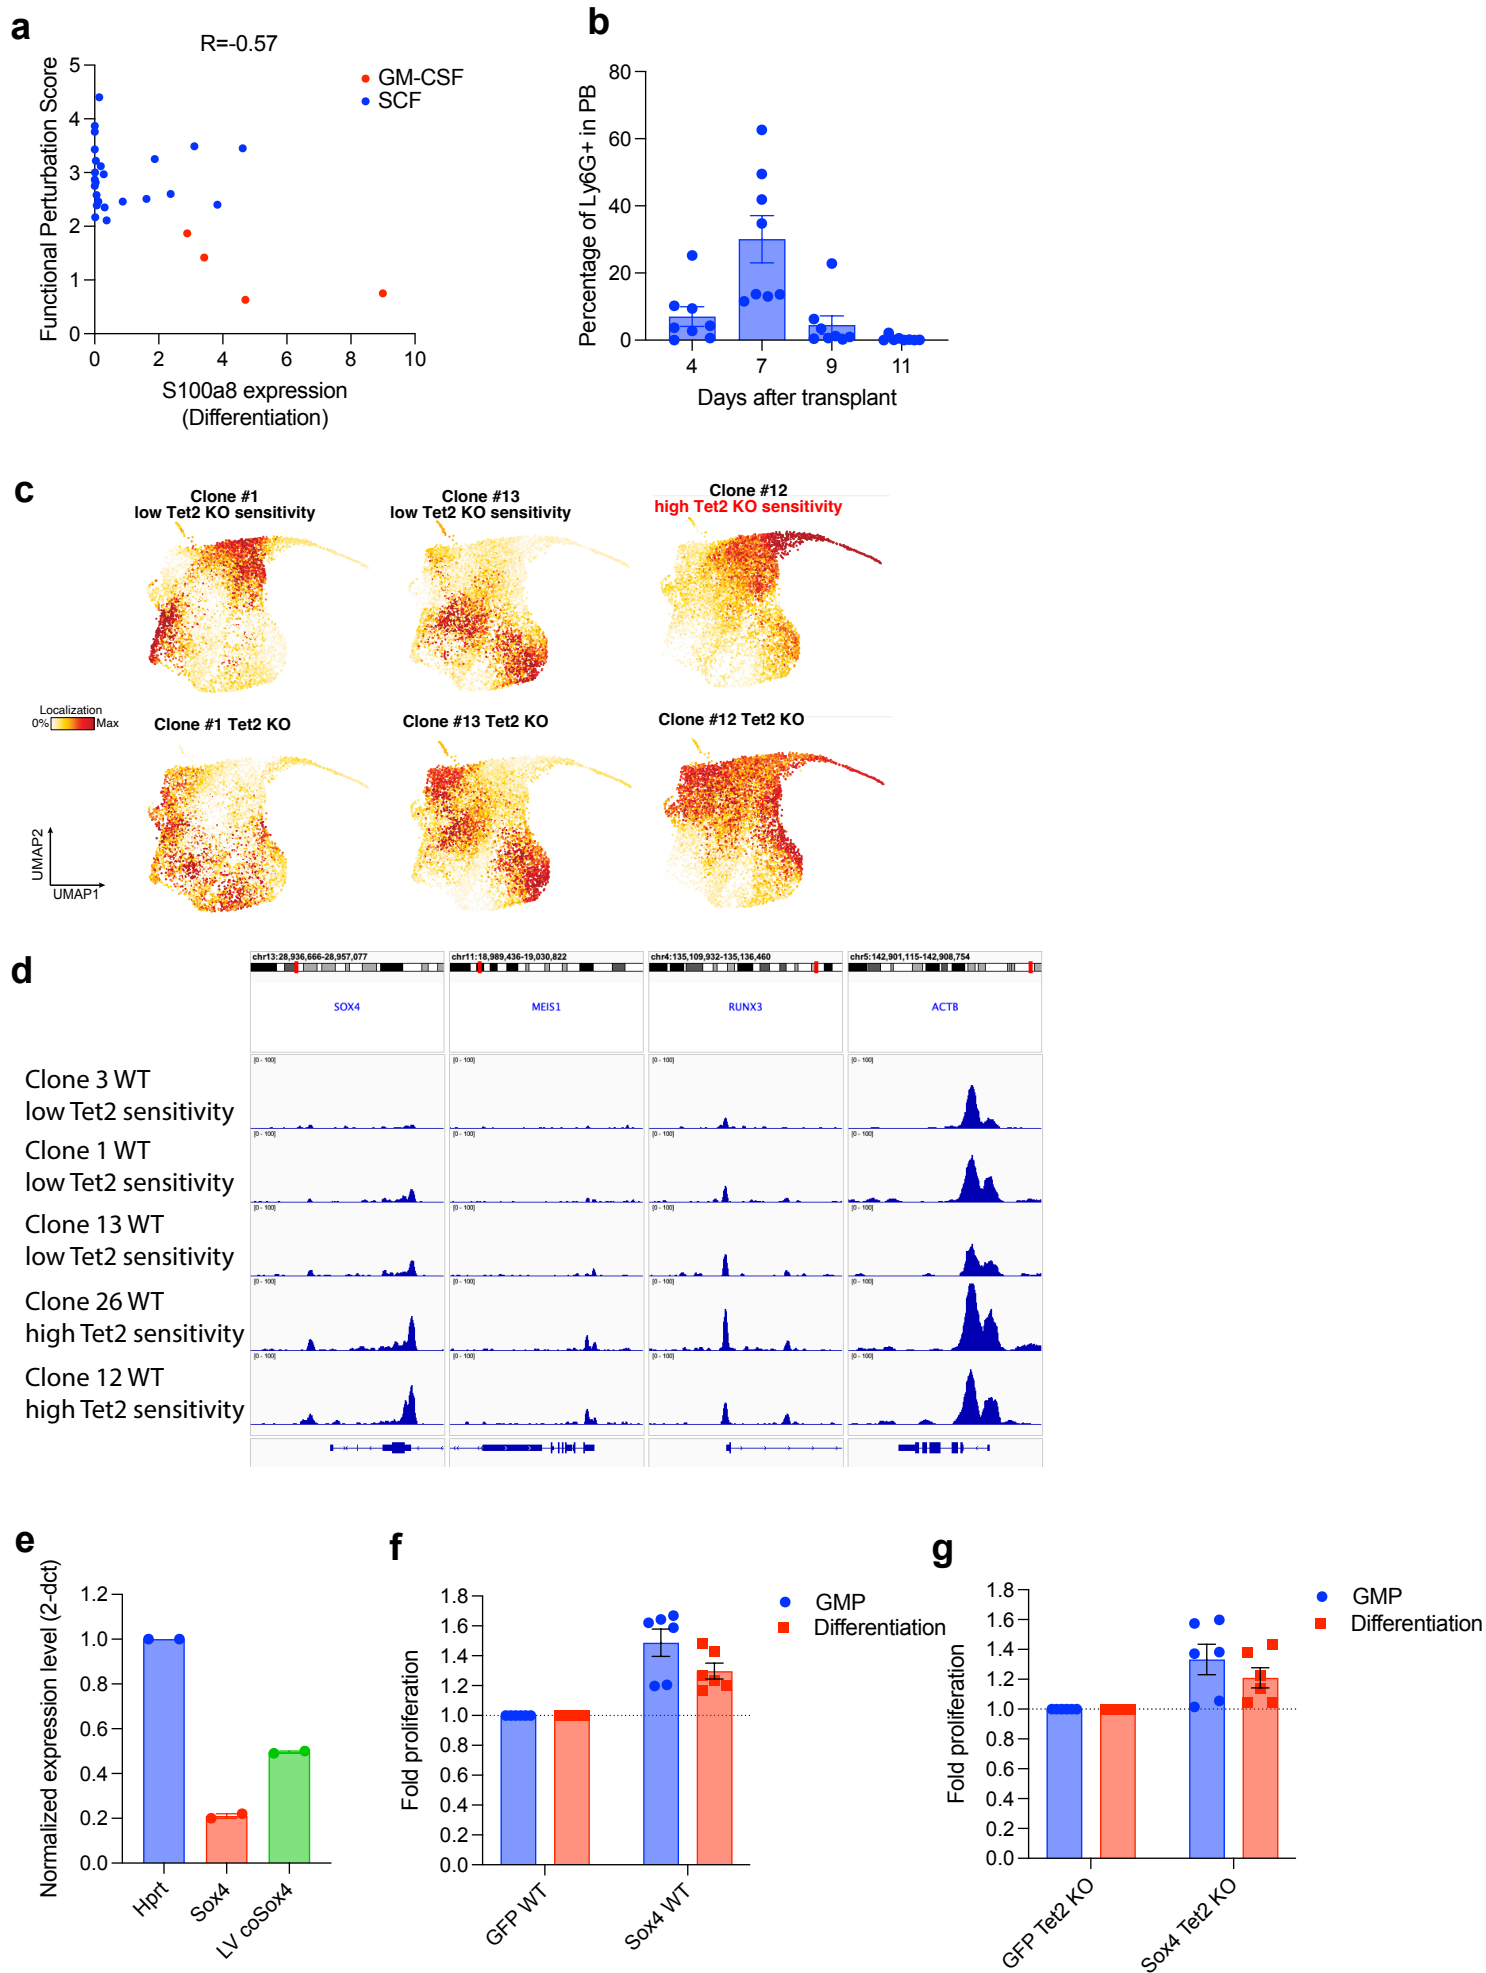

**Supplementary Figure 6. Chromatin heterogeneity within SCF clones defines sensitization status to *Tet2* KO.**

a) Pearson Correlation coefficient comparing the Functional Perturbation score and transcript levels of *S100a8* in undifferentiated GMP clones. n=28. *S100a8* represents a marker of myeloid differentiation<sup>54</sup>. GM-CSF and SCF clones are color-coded. b) Percent output in the PB at different time points after transplant of SCF GMP clones in lethally irradiated recipient mice. n=8. c) UMAP plots showing single cell distribution of WT and mutated GMP clone pairs analyzed by SHARE seq. d) Representative ATAC seq tracks showing regulatory region of *Sox4* and *Actb* genes in different GMP clones endowed with different levels of functional alterations observed after *Tet2* mutation e) Quantitative PCR showing expression of *Sox4* from endogenous transcript (*Sox4*) or from the overexpressing LV (LV- codon optimized *Sox4*). Data are normalized to the expression of *Hprt*. f) Fold change in the cell number comparing control (GFP overexpressing) and *Sox4* overexpressing WT clones. n=6. Measurements are performed 5 days after plating equal cell number under GMP maintaining condition or differentiating conditions. g) Same as in F, comparing *Tet2* KO clones. n=6. Source data are provided as a Source Data file.

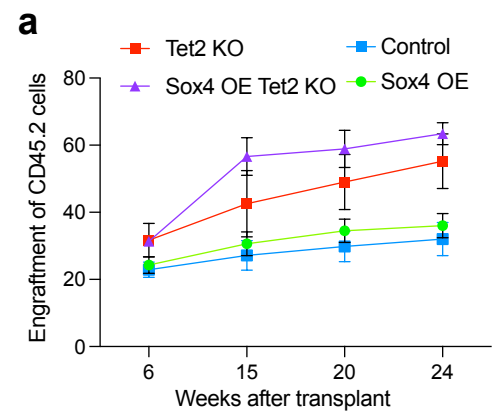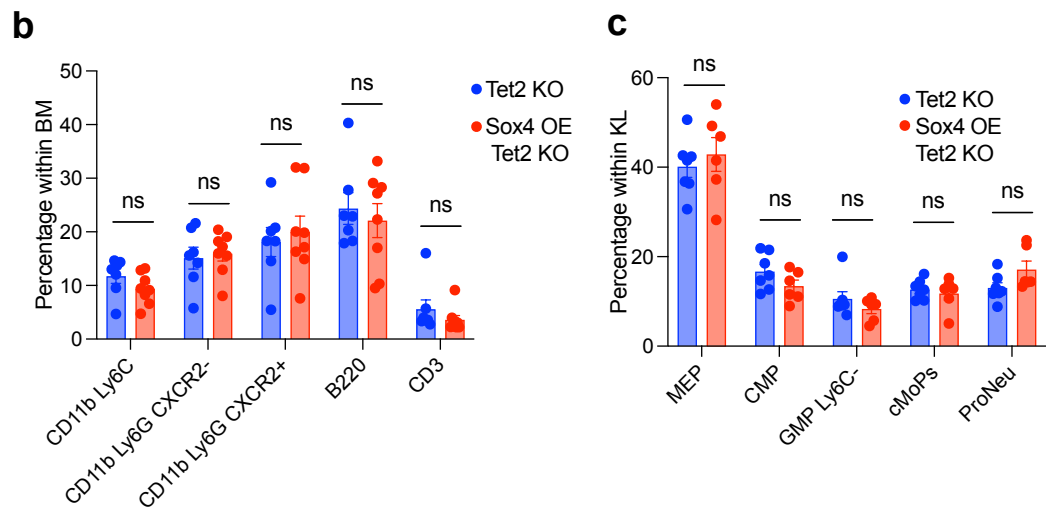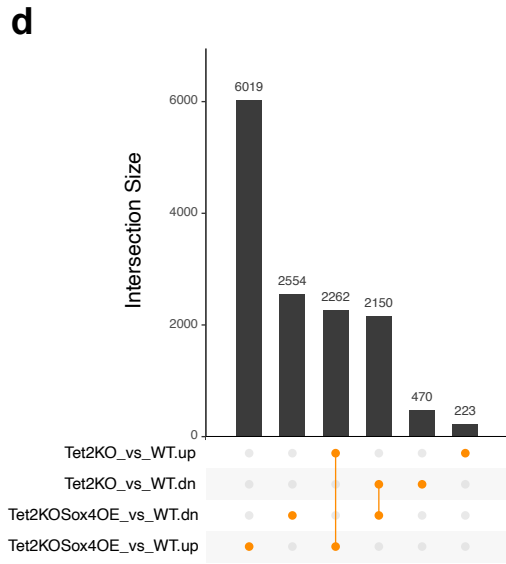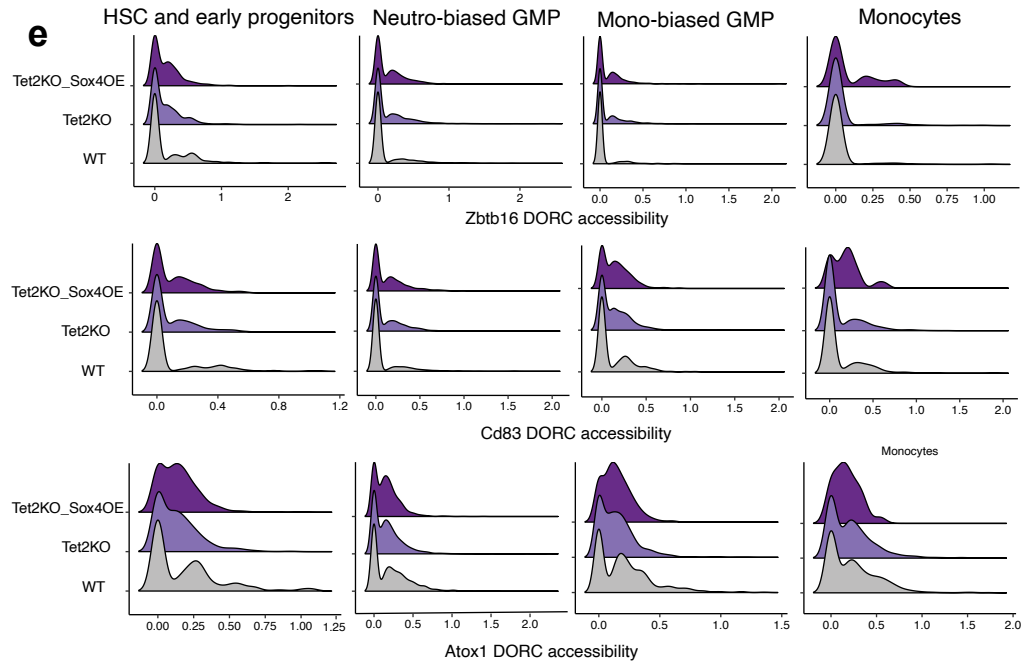

**Supplementary Figure 7. Phenotypic and molecular characterization of Sox4 OE Tet2 KO cells.**

a) Percentage of CD45.2 cells measured at different time points in the PB of mice transplanted with GFP overexpression vector in presence (*Tet2* KO) or absence (control) of inducible *Tet2* KO cells as compared to cells with Sox4 overexpression vector in presence (*Sox4* OE *Tet2* KO) or absence (*Sox4* OE) of inducible *Tet2* KO (n=3). To induce *Tet2* deletion, pl:pC was administered 6 weeks after transplant. B) Distribution of the indicated differentiated populations in the BM of mice from Fig.5B 35 weeks after transplant (n=7 *Tet2* KO, n=8 *Sox4* OE *Tet2* KO). Mann-Whitney test; p>0.05. c) Distribution of the indicated primitive progenitor populations within Lin-Kit+Sca- cells in the BM of mice from Fig.5B 35 weeks after transplant (n=7 *Tet2* KO, n=8 *Sox4* OE *Tet2* KO). Mann-Whitney test; p>0.05. Populations are defined as in<sup>44</sup> d) Barplot showing the overlap between differential peaks from scATACseq dataset comparing *Tet2* KO and *Sox4* OE *Tet2* KO cells as respect to WT. e) DORC accessibility (quantile normalized, 0-99 percentile) for representative myeloid-related loci across the indicated genotypes and cell types. All loci are significantly altered in *Tet2* KO (Wilcoxon FDR < 0.0001, see Supplementary Data 3). Increased accessibility at *Zbtb16* locus was previously reported in *Tet2* KO primitive cells<sup>45</sup>. Source data are provided as a Source Data file.

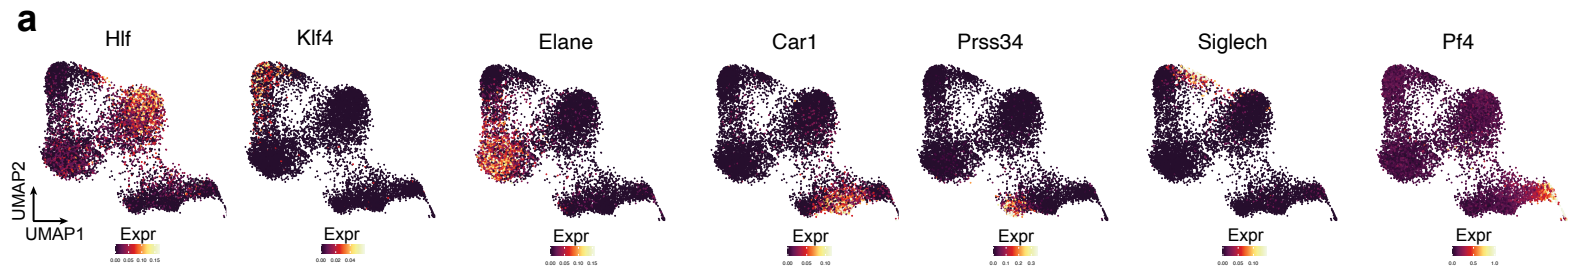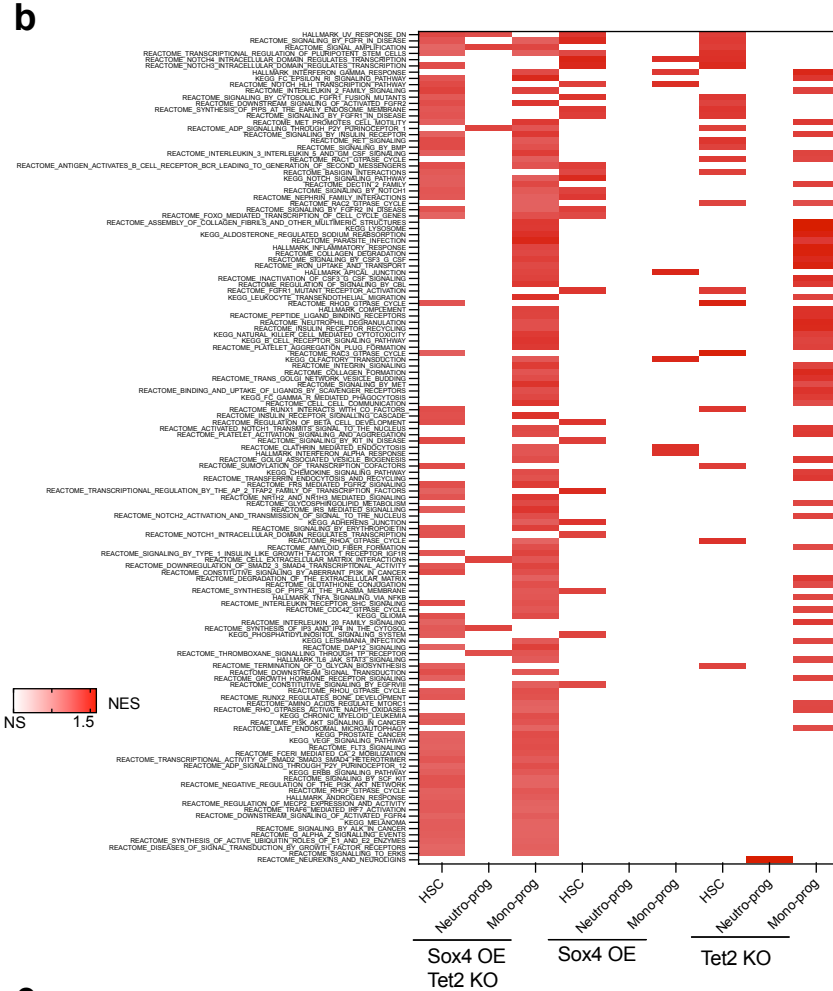

**c** Sox4OE Tet2 KO vs Tet2 KO DEG

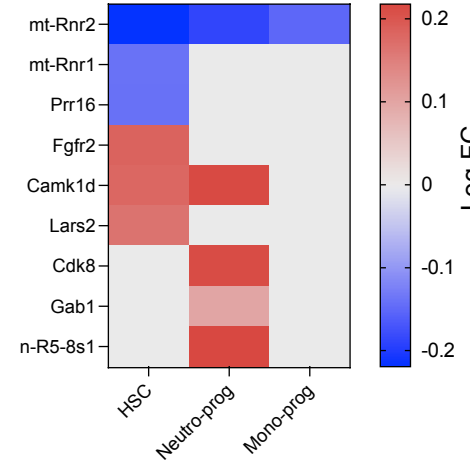

**d** Sox4OE Tet2 KO vs Tet2 KO motifs

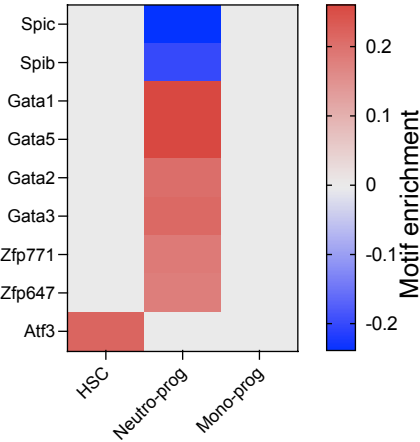

**e**

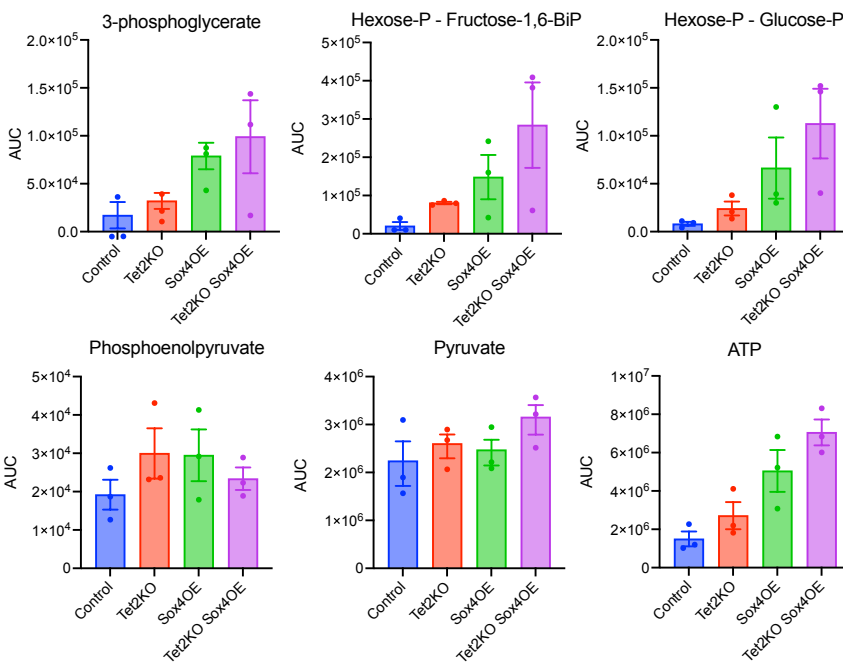

**g**

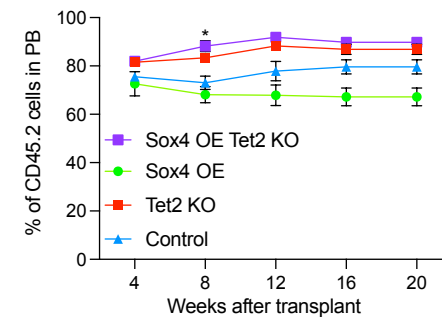

**f**

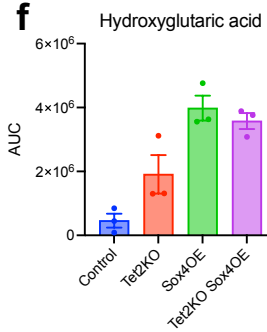

**Supplementary Figure 8. Functional effects of Sox4 OE Tet2 KO in an HSC-based model.**

a) UMAP plots showing RNA expression of representative markers utilized for annotating PVA-expanded cells from Fig.6c. b) GSEA analysis comparing gene expression data from Fig.6c. Each sample is compared to WT control cells. HSC cluster, Neutro and Mono progenitor clusters are shown. c) Differential genes from Fig.6c ( $P_{\text{val adj}} < 0.05$ ) comparing Sox4 OE Tet2 KO and Tet2 KO among the indicated clusters. d) TF motif analysis showing Sox4 OE Tet2 KO vs Tet2 KO comparison within the indicated cell clusters from Fig.6c. TF motifs with  $\text{FDR} < 0.25$  are shown. e) GMP clones ( $n=3$ ) treated as indicated were analyzed by untargeted metabolomics. Normalized AUC (Area Under Curve) of different metabolites related to the glycolysis pathway are shown. f) Normalized AUC of hydroxyglutaric acid (2-HG) in GMP clones from Supplementary Fig.8e. g) Percentage of CD45.2 cells measured at different time points in the PB after primary BM transplantation of cells from Fig.6h.  $n=3$ . Two-way Anova with Dunnett's multiple comparison test,  $p < 0.05$ . Source data are provided as a Source Data file.

**a**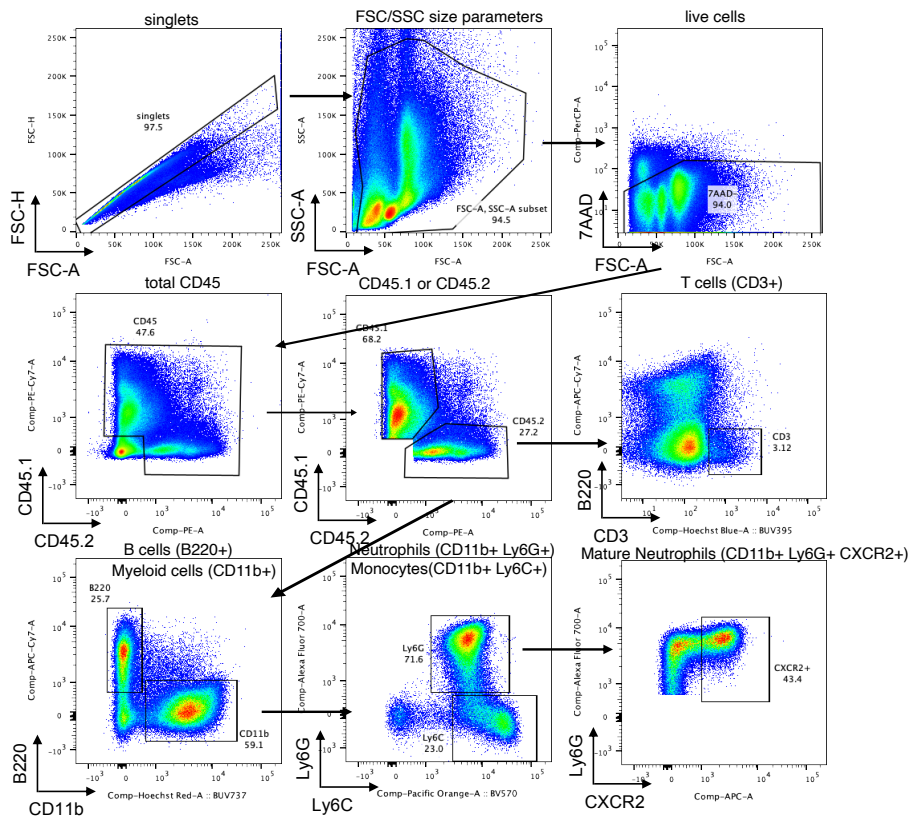**b**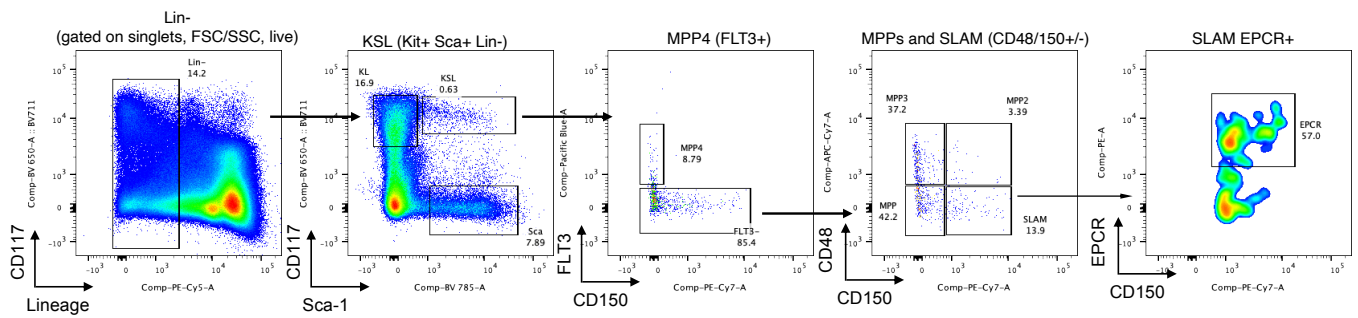**c**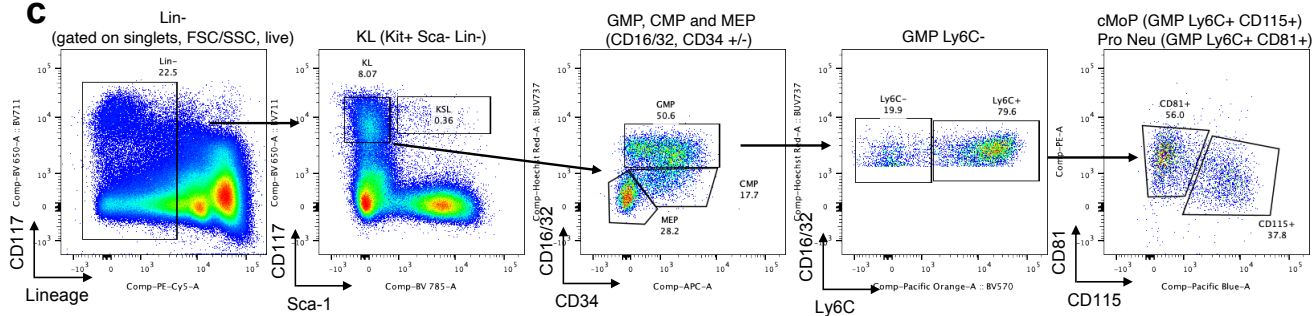

**Supplementary Figure 9. Gating strategies for flow cytometry.**

a) Representative gating strategy used to define PB and BM differentiated mature cells. Used in Fig.4k, 5b, 6h, Supplementary Fig. 1b, 6b, 7a, 7b, 8g. b) Representative gating strategy used to define HSC and early progenitor populations. When used in primary mouse BM, additional CD45.1/CD45.2 pre-gating as reported in panel a was added. Used in Fig. 5c, 6b, Supplementary Fig. 1e. c) Representative gating strategy used to define early myeloid progenitor populations. When used in primary mouse BM, additional CD45.1/CD45.2 pre-gating as reported in panel a was added. Used in Supplementary Fig. 7c.

# Supplementary material for: Cell of origin epigenetic priming determines susceptibility to Tet2 mutation
**Source:** Nat Commun. 2024 May 21;15:4325. doi: 10.1038/s41467-024-48508-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

# Description of Supplementary Data

*Cell of origin epigenetic priming determines susceptibility to Tet2 mutation.*

Schiroli et al.

**Supplementary Data 1.** scATAC and RNA dataset QC numbers for each individual sample and mouse.

**Supplementary Data 2.** Epigenetic GMP signatures.

Page 1: Correlation between GMP modules and DORCs.

Page 2: Correlation between GMP modules and Gene scores.

Page 3: Correlation between GMP modules and TF motifs.

Page 4: Peak coordinates (mm10) associated to GMP modules.

**Supplementary Data 3.** Differential DORCs in GMP populations.

Page 1: Differential DORCs comparing Tet2 KO and WT Neutro-biased GMP

Page 2: Differential DORCs comparing Tet2 KO and WT Mono-biased GMP

Page 3: Differential DORCs comparing Tet2 KO and WT Stem-biased GMP

**Supplementary Data 4.** List of DNA oligonucleotides utilized and description.

**Supplementary Data 5.** List of Antibodies utilized and description.

**Supplementary Data 6.** Normalized AUC and relative detected compounds from untargeted metabolomics analysis.

# Supplementary material for: Cell of origin epigenetic priming determines susceptibility to Tet2 mutation
**Source:** Nat Commun. 2024 May 21;15:4325. doi: 10.1038/s41467-024-48508-6
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Described in the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | sc-ATACseq and sc-RNAseq dataset can be explored using a custom interactive application ( <a href="https://buenrostrolab.shinyapps.io/gmps/">https://buenrostrolab.shinyapps.io/gmps/</a> ). The code utilized for data analysis is available at <a href="https://github.com/buenrostrolab/GMP_analyses_code">https://github.com/buenrostrolab/GMP_analyses_code</a> Statistical analysis was performed by using Graphpad Prism (Version 9.0.0). Bioinformatic analysis was performed by using R language (Version 4.3.2). Genome-wide chromatin accessibility peaks were called using MACS v2, For ATAC-related analyses, chromVAR R package (v1.12.0) and FigR R package (v1.0.1) were used. For sc-RNAseq data processing, Cellranger v3.1.0 was used. For scRNA-seq data analysis, Seurat R package v4 was used. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

scRNAseq, scATACseq and bulk ATACseq datasets are deposited in the GEO database under accession GSE247970 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247970>]. sc-ATACseq and sc-RNAseq processed datasets can be also explored using a custom interactive application [<https://buenrostrolab.shinyapps.io/gmps/>]. Metabolomics data are deposited in the MetaboLights database under accession MTBLS9914 [<https://www.ebi.ac.uk/metabolights/MTBLS9914>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. For in vivo and in vitro studies, sample sizes were determined based on our previous publications and preliminary experiments (at least three lines were used each in vitro and at least 3 independent mice were used each in vivo experiment). Sample sizes were chosen based on empirical values that were sufficient to detect meaningful biological differences with good reproducibility. Sample size is indicated in the legends or text. |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | Sequencing was replicated on at least 2 mice each group, and on n>3 immortalized lines, depending on sample availability. All attempts at replication gave similar results.                                                                                                                                                                                                                                                                                                               |
| Randomization   | Randomization was not performed due to inherent differences in mouse genotypes. Age- and sex-matched mice of different genotypes were used for animal experiments as reported in the manuscript. All mice that were used as recipients in bone marrow transplantation experiments were female, 8-12 weeks of age.                                                                                                                                                                         |
| Blinding        | Not relevant for objective measures.                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

List of antibodies used is provided in Supplementary Data 5 file.

For each line, Antigen with relative species and fluorochrome, Vendor with catalog number, Dilution are reported.

Antigen and fluorochrome Vendor Identifier (catalog and RRID) Dilution

Anti mouse CD45.2 PE Biolegend Cat# 109808 1/200  
 Anti mouse CD45.2 BUV395 BD Biosciences Cat# 564616 1/200  
 Anti mouse CD45.2 APC Biolegend Cat# 109814 1/200  
 Anti mouse CD45.1 APC-Cy7 BD Biosciences Cat# 560579 1/200  
 Anti mouse CD45.1 BUV3995 BD Biosciences Cat# 565212 1/200  
 Anti-mouse CD19 BV786 BD Biosciences Cat# 563333 1/200  
 Anti-mouse Ly6C BV570 Biolegend Cat# 128030 1/200  
 Anti-mouse Ly6C BV421 Biolegend Cat# 128032 1/200  
 Anti-mouse Ly6G AF700 BD Biosciences Cat# 561236 1/200  
 Anti-mouse Ly-6A/E BV785 Biolegend Cat# 108139 1/200  
 Anti-mouse CD16/32 BVU737 BD Biosciences Cat# 612783 1/200  
 Anti-mouse Ly6G/Ly6C Biotin BD Biosciences Cat# 553124 1/200  
 Anti-mouse CD117 BV421 Biolegend Cat# 135123 1/100  
 Anti-mouse CD117 BV711 Biolegend Cat# 105835 1/100  
 Anti-mouse CD117 BUV395 BD Biosciences Cat# 564011 1/100  
 Anti-mouse CD3e BUV395 BD Biosciences Cat# 563565 1/200  
 Anti-mouse CD3e Biotin BD Biosciences Cat# 553060 1/200  
 Anti-mouse CD4 Biotin BD Biosciences Cat# 553728 1/200  
 Anti-mouse CD8 Biotin BD Biosciences Cat# 553029 1/200  
 Anti-mouse CD115 BV421 Biolegend Cat# 135513 1/100  
 Anti-mouse CD11b Pcy7 Biolegend Cat# 101216 1/100  
 Anti-mouse CD11b BUV805 BD Biosciences Cat# 742004 1/100  
 Anti-mouse CD11b Biotin BD Biosciences Cat# 553309 1/100  
 Anti-mouse CD45R/B220 BV785 Biolegend Cat# 103246 1/200  
 Anti-mouse CD45R/B220 Biotin BD Biosciences Cat# 553086 1/200  
 Anti-mouse Ter119 Biotin BD Biosciences Cat# 553672 1/200  
 Anti-mouse CD48 PB Biolegend Cat# 103418 1/200  
 Anti-mouse CD150 PE Biolegend Cat# 115904 1/100  
 Anti-mouse CD150 Pcy7 Biolegend Cat# 115914 1/100  
 Anti-mouse CD34 APC Biolegend Cat# 119310 1/20 ul  
 Anti-mouse CD71 PE Biolegend Cat# 113808 1/100  
 Anti-mouse F4/80 APC-Cy7 Biolegend Cat# 123117 1/50 ul  
 Streptavidin BUV395 BD Biosciences Cat# 564176 1/100  
 Streptavidin BV711 BD Biosciences Cat# 563262 1/100  
 Anti-mouse IL6 PE Biolegend Cat# 504504 1/100  
 Anti-mouse CD182 APC Biolegend Cat# 149311 1/100  
 Anti-mouse CD135 BV421 BD Biosciences Cat# 562898 1/100  
 Anti-mouse CD201 PE Biolegend Cat# 141504 1/50 ul

## Validation

All antibodies used are commercially available and validated by the manufacturers.

For each line, Antibody and relative RRID validation numbers are reported

Anti mouse CD45.2 PE RRID:AB\_313445  
 Anti mouse CD45.2 BUV395 RRID:AB\_2738867  
 Anti mouse CD45.2 APC RRID:AB\_389211  
 Anti mouse CD45.1 APC-Cy7 RRID:AB\_1727487  
 Anti mouse CD45.1 BUV3995 RRID:AB\_2722493  
 Anti-mouse CD19 BV786 RRID:AB\_2738141  
 Anti-mouse Ly6C BV570 RRID:AB\_2562617  
 Anti-mouse Ly6C BV421 RRID:AB\_2562178  
 Anti-mouse Ly6G AF700 RRID:AB\_10611860  
 Anti-mouse Ly-6A/E BV785 RRID:AB\_2565957  
 Anti-mouse CD16/32 BVU737 RRID:AB\_2870112  
 Anti-mouse Ly6G/Ly6C Biotin RRID:AB\_394640  
 Anti-mouse CD117 BV421 RRID:AB\_2562236  
 Anti-mouse CD117 BV711 RRID:AB\_2565956

Anti-mouse CD117 BUV395 RRID:AB\_2738541  
 Anti-mouse CD3e BUV395 RRID:AB\_2738278  
 Anti-mouse CD3e Biotin RRID:AB\_394593  
 Anti-mouse CD4 Biotin RRID:AB\_395012  
 Anti-mouse CD8 Biotin RRID:AB\_394567  
 Anti-mouse CD115 BV421 RRID:AB\_2562667  
 Anti-mouse CD11b Pcy7 RRID:AB\_312799  
 Anti-mouse CD11b BUV805 RRID:AB\_2871303  
 Anti-mouse CD11b Biotin RRID:AB\_394773  
 Anti-mouse CD45R/B220 RRID:AB\_2563256  
 Anti-mouse CD45R/B220 Biotin RRID:AB\_394616  
 Anti-mouse Ter119 Biotin RRID:AB\_394985  
 Anti-mouse CD48 PB RRID:AB\_756140  
 Anti-mouse CD150 PE RRID:AB\_313683  
 Anti-mouse CD150 Pcy7 RRID:AB\_439797  
 Anti-mouse CD34 APC RRID:AB\_1236469  
 Anti-mouse CD71 PE RRID:AB\_313569  
 Anti-mouse F4/80 APC-Cy7 RRID:AB\_893489  
 Streptavidin BUV395 RRID:AB\_2869553  
 Streptavidin BV711 RRID:AB\_2869478  
 Anti-mouse IL6 PE RRID:AB\_315338  
 Anti-mouse CD182 APC RRID:AB\_2728184  
 Anti-mouse CD135 BV421 RRID:AB\_2737876  
 Anti-mouse CD201 RRID:AB\_10895909

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Hoxb8-ER immortalized lines were derived from Tet2 fl/fl mice (The Jackson Laboratory, #017573). Lines from both male and female mice were used in this study. |
| Authentication                                                       | Identity of lines was confirmed by flow cytometry (expression of GMP markers), genotype was confirmed by ddPCR.                                                |
| Mycoplasma contamination                                             | All cell line used in this study tested negative for Mycoplasma.                                                                                               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None used                                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Tet2 fl/fl mice were obtained from The Jackson Laboratory (#017573) and crossed to Mx1-Cre mice (#003556, The Jackson Laboratory). Mx1-Cre negative littermates were utilized as controls. For bone marrow transplantation experiments, aged-matched 8-12 weeks old CD45.1(STEM) mice and WT C57BL6/J recipients (#000664, The Jackson Laboratory) were utilized. Animals were housed at 70 °F-74 °F in the facilities from Massachusetts General Hospital. The light cycle of animal rooms is 12 hours of light and 12 hours of dark. All mice were bred and maintained in pathogen-free conditions and all procedures performed were approved by the Institutional Animal Care and Use Committee of Massachusetts General Hospital (protocol #2016N000085). |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | 8-12 weeks old, age-matched randomized male and female mice were used in all experiments. For bone marrow transplantation experiments, female mice were used as recipients.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All mice were bred and maintained in pathogen-free conditions and all procedures performed were approved by the Institutional Animal Care and Use Committee of Massachusetts General Hospital.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- |                           |                                                                                                                        |
|---------------------------|------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <div>The sample preparation and biological source of the cells is described in the manuscript.</div>                   |
| Instrument                | <div>FACS Aria II (BD Biosciences)</div>                                                                               |
| Software                  | <div>The flow cytometry data were analyzed by FlowJo 10 software</div>                                                 |
| Cell population abundance | <div>The purity of the samples was determined by rerunning flow cytometry (&gt;90%).</div>                             |
| Gating strategy           | <div>The gating strategies are described in the manuscript in Supplementary Figure 4d and Supplementary Figure 9</div> |
- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

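RNA was measured in single bone marrow cells of WT and *Tet2* KO mice in 4 libraries, 1 per genotype and sort. The authors mapped and counted UMIs with Cell Ranger, filtered genes and cells in Seurat, and deposited raw counts of UMIs per gene and cell, with the library, the UMI count and the gene number of each cell. The methods state a filter of at least 200 genes, at least 5000 UMIs and under 5% mitochondrial counts per cell, and cells over the last limit are in the deposited counts. The genome build and the annotation of the counts are not given in the sources used here. The chromatin data of the study were not analysed here.

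Cells were taken as deposited. Counts were scaled to 10000 per cell, and the 2000 most variable genes, 30 principal components and 30 neighbours were used for Leiden clusters at resolution 0.8, with scanpy 1.11.5, leidenalg 0.10.2 and igraph 0.11.9 in Python 3.11.15, and numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. A cluster took the name of the marker class with the highest mean standardized level, if at least 3 markers of the class were 1.5-fold or more above the other cells with an offset of 10 CPM and detected in at least 5% of its cells, and if no other class had more markers among the 10 leading genes of the cluster. GMP-like clusters were told from mature ones by at least 10% of their cells coming from the GMP sort. The markers were fixed before the data were examined. The naming rule was not, and was chosen after marker levels per cluster, and an exploratory contrast of genotypes over clusters grouped by hand, with cluster 12 among monocytes, had been seen. An earlier version of the rule named cluster 12 macrophage-like, another with a minimum level named it monocyte-like, and the version used, with the limit of 5% of cells, leaves it unnamed. The first and the last version gave the same values for the lists, the named genes and the mixing of genotypes. Scrublet marked 0.346% of cells and has not worked, so doublets were kept, and its calls and the highest 5% of its scores were left out as alternatives.

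UMIs were summed per library and cell type and given as CPM, with exact Poisson intervals. Shares of cells have exact binomial intervals, and single ratios of CPM exact conditional binomial intervals, all at 95%. For lists, the median log2 ratio of CPM + 1 was taken over genes with at least 20 UMIs in lists with at least 3 such genes, in types with at least 50 cells in both libraries, with 1000 Poisson resamplings, and its percentile among 10000 random lists matched over 20 bins of mean expression. Ratios on this scale understate the change of genes with few counts. Of 18 lists fixed before the data were examined, 16 gave a median. They were ribosomal proteins, oxidative phosphorylation, mitochondrial ribosome, splicing factors, chaperones, MHC class II, primary and secondary granule genes, monocytic and granulocytic differentiation, early progenitors, lysosome, Toll-like receptor signalling, inflammatory cytokines and regulators, interferon-stimulated and immediate early genes. Sex-linked and haemoglobin genes were given as single genes. With no replicates, no test was made, no p-value was computed, and no count of changed genes was taken.

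Named genes were those that the paper's text and figure legends name for primary cells, of which the ones that a statement needed are given, the MHC class II genes, and for each of 5 cell types the 3 highest and 3 lowest ratios of CPM + 1 among genes with at least 100 UMIs in 1 library and, where the other sort had at least 50 cells of the type, changed at least 1.5-fold the same way there. A ratio against a library with no UMI was taken against a floor of 3 counts. Mixing of genotypes was computed with equal numbers of cells per genotype over 5 draws, and profile correlations on log2(CPM + 10). Detection was also computed with cells thinned to 5000 UMIs. The random seed was 1.

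The computation of ratios was tested on Poisson counts drawn from the summed profile of the libraries compared, with 200 changed genes. For mono-biased GMP-like cells, intervals covered the true ratio for 95.4% of 8740 genes and 94% of changed genes had an interval on the right side of 0. For neutrophil-like cells, with 2034 genes, these were 95.7% and 87.5%. Because the simulated counts were independent, this checks the computation only. It does not show that intervals are wide enough where a few cells hold most UMIs of a gene. Sums of lists were also taken without the gene with the largest difference in CPM. Alternatives were TMM factors from edgeR 4.0.16 in R 4.3.3, no filter on low counts, the mean over cells, the other sort, cells left out by doublet calls, scores or mitochondrial counts, Reactome lists from fgsea 1.28.0, HSPC-like clusters 5 and 7 taken alone and cells with B-cell or DC markers left out for MHC class II, cluster 12 counted as monocyte-like, Leiden resolution 1.2, 10 and 100 neighbours, 15 components, thinned cells, *Ifitm1* left out of the early progenitor markers, and another offset or a filter of 10 CPM for correlations. Figures were drawn with matplotlib 3.10.9.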

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

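The tests of a strain variant, of free RNA for genes changed everywhere, of cells with B-cell or DC markers and of *S100a8* in lymphoid-like, DC-like and basophil-like cells were chosen before their result was seen, and the other tests in this part, with the settings that leave out the highest Scrublet scores or add cluster 12 and the sum without *Ifitm1*, after it.

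Secondary granule genes went opposite ways in different cell types of the Lin-/CD11b+ sort, with a median log2 ratio of CPM + 1, *Tet2* KO over WT, of 1.25 in monocyte-like cells and -1.33 in HSPC-like cells. The difference between the types was not tested. Without the cells that Scrublet calls doublets, the median in HSPC-like cells was -0.057, and 2 such cells held 55.0% of the secondary granule UMIs of WT HSPC-like cells, so doublets with neutrophils may explain the low value there. *S100a8*, which was lower in *Tet2* KO HSPC-like cells of this sort, with a log2 ratio of -2.48, had an interval below 0 in 1 of the lymphoid-like, DC-like and basophil-like types, and *Ngp*, another neutrophil gene, was at -0.82, 0.74 and -1.17 in them. Free RNA adds the same number of UMIs to every droplet, and in 9 of 12 pairs of *S100a8* or *Ngp* with another cell type, the UMIs per WT cell lay, with their interval, below the difference per HSPC-like cell. This argues against free neutrophil RNA in the WT library as all of the difference, and as a part of it, it cannot be told apart from the genotype, because the genes went both ways in the other types. In monocyte-like cells, the median was 0.55 without the highest 5% of Scrublet scores and 1.59 with cluster 12 added. Doublets with neutrophils in the *Tet2* KO library could account for part of it, and a difference between the genotypes, or between the mice, stays open.

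Granulocytic differentiation genes went the same opposite ways, with a median of 0.88 in monocyte-like and -0.35 in HSPC-like cells, a difference that was not tested. This list shares *Fcnb*, *S100a8*, *S100a9* and *Itgb2l* with the secondary granule list. Without the highest 5% of Scrublet scores, the median in HSPC-like cells was -0.13, so doublets may account for part of the low value there. In monocyte-like cells, the median was 0.52 without a filter on low counts, and its cause was not tested. The genotype and the mouse stay open.

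Early progenitor genes had a median of 0.33 in monocyte-like and -0.23 in neutro-biased GMP-like cells, a difference that was not tested. The interval in monocyte-like cells was 0.031 to 0.68, from 9 genes. In the Lin-/CD11b+ sort, the median in neutro-biased GMP-like cells was 0.084, the opposite sign, with an interval that covered 0 there, so the pattern may depend on the sort. The log2 ratio of the summed CPM of the list was 0.92 in monocyte-like, 0.19 there without *Ifitm1*, and -0.13 in neutro-biased GMP-like cells of the main comparison. No technical explanation was tested for it.

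*Rpgrip1* and *Ctse*, which the paper does not discuss, were the 2 genes changed at least 2-fold the same way in all 8 comparisons of a cell type and sort. The median log2 ratio of CPM + 1 over cell types and sorts was 4.35 for *Rpgrip1*, with a range of the log2 ratio of CPM + 1 from 3.38 to 4.90, and -4.03 for *Ctse*, from -4.48 to -3.15. 13 genes changed at least 2-fold in every compared type of the GMP sort had a median size of 1.52 on the log2 scale in the Lin-/CD11b+ pair, which argues against a difference in preparation confined to the GMP-sorted libraries. For the 2 genes changed everywhere, the highest difference in CPM between cell types was 2.58 times the lowest, in the median, which free RNA could give, as could a gene expressed at a like level in all types. The percent of these genes with another of them within 10 Mb was 0, at percentile 49.6 of random lists. With 2 genes, a variant that differs between the mice cannot be told apart from an effect of the genotype.

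Interferon-stimulated genes were higher in *Tet2* KO HSPC-like cells, with a median of 0.88 that the paper does not report for these cells, and 0.20 with the Reactome list and 0.11 in the GMP sort. MHC class II genes were also higher in these cells. Against free RNA or cells from the DC-like cells as a whole as a source of the MHC class II transcripts, 30 other abundant genes of DC-like cells had a median log2 ratio of -0.15 in HSPC-like cells, where 0.37 would be needed. For the DC-like cluster with most MHC class II alone, the median was -0.17. There, 0.768% of its transcripts and a shift of 0.14 would be enough, which is too small for this test to decide. For lymphoid-like cells the median was -0.10, where 1.80 would be needed. Against free RNA at one level in all cells, the difference in summed MHC class II CPM was 10.2 times that in neutro-biased GMP-like cells. Without cells with 2 or more B-cell or DC markers the median of the MHC class II list was 0.93, but these markers do not cover the DC-like cluster with most MHC class II. The 5% of *Tet2* KO HSPC-like cells with most MHC class II UMIs held 27.7% of them, against 47.6% that was added over WT, which argues against a few cells of that cluster. The interferon-stimulated median was 0.88 in HSPC-like cells. The interval of that list lay above 0 in the 3 comparisons of a cell type and sort in which that of MHC class II genes did, but in 6 of 8 in all, so its rise was not confined to the cell types of the MHC class II rise. An interferon response as the cause of the MHC class II ratio stays open, and whether the interferon-stimulated genes differ by genotype, mouse or injections was not tested.

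Immediate early genes, a list that the paper does not discuss, were lower in *Tet2* KO, with a median of -0.98 in neutrophil-like cells and -1.18 under TMM normalization. The interval of the list lay below 0 in 7 of the 8 comparisons. Such genes respond to the time between tissue and lysis, so handling of the mice could give this, and cannot be told apart from the genotype, because each genotype had its own mouse and preparation.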

How the results depend on the processing

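The settings without cells at or over 5% mitochondrial counts, without the highest 5% of Scrublet scores, with cluster 12 counted as monocyte-like, with Leiden resolution 1.2 and without *Ifitm1* among the markers were chosen after the data were seen, and the others before the data were examined. No paired analysis was possible because there was 1 library per genotype and sort and no result came from a test. Leaving out a library would have left no comparison. The annotation by own Leiden clusters, listed as an alternative, became the one used, since the cell table used here names no cell types, and was not run as a separate setting. An alternative that left a list or type without enough genes or cells gave no value.

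The 80 medians of gene lists were computed under 572 alternatives. Of these, 481 stayed within the counting interval of the value reported, 76 lay outside it with the same sign or from a value whose interval covered 0, and 15 changed sign. The causes of these changes were not tested, except where the alternative is itself a change of scale, of cells or of genes as described.

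TMM normalization, which moves all genes of a comparison by about the same amount and so carries medians near 0 across it, reversed ribosomal proteins to -0.00024 in HSPC-like and 0.036 in neutro-biased GMP-like cells. The first of these is the value for ribosomal proteins, HSPC-like cells. It moved ribosomal proteins to -0.055 in mono-biased GMP-like and 0.15 in neutrophil-like cells, oxidative phosphorylation to 0.19 in mono-biased GMP-like, 0.14 in neutro-biased GMP-like and 0.050 in neutrophil-like cells, mitochondrial ribosome to 0.097 in neutro-biased GMP-like and 0.15 in neutrophil-like cells, splicing factors to 0.13 in mono-biased GMP-like, 0.067 in neutro-biased GMP-like and 0.069 in neutrophil-like cells, chaperones to -0.025 in neutro-biased GMP-like and 0.11 in neutrophil-like cells, primary granule genes to -0.041 in neutro-biased GMP-like cells, secondary granule genes to -0.52 in neutrophil-like cells, monocytic differentiation to -0.14 in neutrophil-like cells, granulocytic differentiation to -0.23 in neutrophil-like cells, lysosome to 0.080 in neutrophil-like cells and immediate early genes to -1.18 in neutrophil-like cells.

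In the other sort, the distance of each state's markers from the next state was 2.49 for early progenitor, 1.68 for monocytic and 1.54 for granulocytic markers in WT, and 1.79, 1.12 and 1.61 in *Tet2* KO cells. Without *Ifitm1*, the distance for early progenitor markers of the GMP sort was 1.60 in WT and 1.23 in *Tet2* KO cells. The other sort reversed ribosomal proteins to -0.019 in HSPC-like and 0.014 in neutro-biased GMP-like cells, mitochondrial ribosome to -0.059 in neutro-biased GMP-like cells, primary granule genes to 0.24 in HSPC-like cells, secondary granule genes to 0.32 in HSPC-like cells, granulocytic differentiation to 0.20 in neutro-biased GMP-like cells and early progenitor genes to 0.058 in mono-biased GMP-like and 0.084 in neutro-biased GMP-like cells. It moved ribosomal proteins to -0.055 in mono-biased GMP-like cells, oxidative phosphorylation to 0.17 in HSPC-like, 0.10 in mono-biased GMP-like and 0.0096 in neutro-biased GMP-like cells, mitochondrial ribosome to 0.089 in HSPC-like and 0.15 in mono-biased GMP-like cells, splicing factors to 0.024 in HSPC-like and -0.034 in neutro-biased GMP-like cells, MHC class II to 0.19 in HSPC-like and 1.79 in neutro-biased GMP-like cells, primary granule genes to 0.0068 in mono-biased GMP-like and -0.17 in neutro-biased GMP-like cells, secondary granule genes to 0.36 in mono-biased GMP-like and 1.26 in neutro-biased GMP-like cells, monocytic differentiation to 0.37 in HSPC-like cells, early progenitor genes to -0.75 in HSPC-like cells, lysosome to -0.0039 in mono-biased GMP-like cells, Toll-like receptor signalling to 0.36 in neutro-biased GMP-like cells, interferon-stimulated genes to 0.11 in HSPC-like cells and immediate early genes to -0.80 in HSPC-like, -0.42 in mono-biased GMP-like and -0.0052 in neutro-biased GMP-like cells. The cause was not tested.

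The mean over cells in place of summed UMIs gave distances of 1.71 for monocytic markers in WT, and 1.04 for early progenitor and 1.04 for granulocytic markers in *Tet2* KO cells. It reversed ribosomal proteins to 0.0024 in neutro-biased GMP-like cells. It moved ribosomal proteins to -0.070 in mono-biased GMP-like and 0.33 in neutrophil-like cells, primary granule genes to -0.14 in HSPC-like and -0.11 in neutro-biased GMP-like cells, secondary granule genes to 1.08 in monocyte-like cells and immediate early genes to -0.45 in HSPC-like cells. Without a filter on low counts, the medians that moved were secondary granule genes at -0.72 in HSPC-like cells and granulocytic differentiation at -0.52 in HSPC-like and 0.52 in monocyte-like cells. The cause was not tested.

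With Reactome lists, which hold other genes, the median that changed sign was MHC class II at -0.030 in monocyte-like cells. Those that moved were ribosomal proteins at -0.058 in monocyte-like cells, MHC class II at 0.015 in HSPC-like cells and interferon-stimulated genes at 0.20 in HSPC-like, 0.10 in mono-biased GMP-like, 0.16 in monocyte-like and 0.044 in neutro-biased GMP-like cells.

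Without Scrublet doublets, the medians that moved were ribosomal proteins at 0.39 in neutrophil-like cells and secondary granule genes at -0.057 in HSPC-like cells. Without cells at or over 5% mitochondrial counts, the median that moved was ribosomal proteins at -0.021 in neutro-biased GMP-like cells. Without the highest 5% of Scrublet scores, the value for cell type shares, percent lymphoid-like, WT Lin-/CD11b+ sort, was 9.30%. Medians that moved under the same setting were ribosomal proteins at 0.31 in neutrophil-like cells, oxidative phosphorylation at 0.22 in neutrophil-like cells, MHC class II at -0.031 in mono-biased GMP-like and -0.14 in neutrophil-like cells, primary granule genes at 0.21 in mono-biased GMP-like cells, secondary granule genes at -0.041 in HSPC-like and 0.55 in monocyte-like cells, monocytic differentiation at 0.18 in HSPC-like cells and granulocytic differentiation at -0.13 in HSPC-like cells. The cause was not tested.

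Counting cluster 12 as monocyte-like, which adds its cells to that type, left 4 of 16 lists within their interval, moved 9 and reversed 3. The medians that changed sign were monocytic differentiation at 0.039 in monocyte-like cells, lysosome at 0.025 in monocyte-like cells and inflammatory cytokines and regulators at 0.11 in monocyte-like cells. Those that moved were ribosomal proteins at -0.073 in monocyte-like cells, oxidative phosphorylation at 0.12 in monocyte-like cells, mitochondrial ribosome at 0.067 in monocyte-like cells, splicing factors at 0.022 in monocyte-like cells, MHC class II at 2.61 in monocyte-like cells, primary granule genes at 0.18 in monocyte-like cells, secondary granule genes at 1.59 in monocyte-like cells, Toll-like receptor signalling at 0.27 in monocyte-like cells and interferon-stimulated genes at 1.14 in monocyte-like cells.

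At Leiden resolution 1.2, the WT GMP library held 19.1% HSPC-like, 33.6% mono-biased and 26.4% neutro-biased GMP-like cells, and the *Tet2* KO GMP library 13.9%, 33.7% and 29.1%. Mono-biased GMP-like cells made up 15.1% of the WT and 11.6% of the *Tet2* KO Lin-/CD11b+ library, and in the latter neutro-biased GMP-like cells made up 5.64%. The value for cell type shares, percent unnamed, Tet2 KO Lin-/CD11b+ sort, was 9.68%. The cause was not tested.

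The share of *Tet2* KO cells among the neighbours of WT and *Tet2* KO cells was 14.2% and 82.8% in the GMP sort and 32.9% and 66.1% in the Lin-/CD11b+ sort with 10 neighbours. With 100 neighbours, which reach farther from each cell, it was 30.7% and 70.0%, and 42.7% and 58.3%. With 15 principal components, the shares of the Lin-/CD11b+ sort were 43.7% and 56.3%. Thinning to 5000 UMIs gave 32.6% and 73.6% in the GMP sort, and a *Tet2* UMI in 6.60% of WT and 9.08% of *Tet2* KO cells of the GMP sort and in 6.55% and 10.4% of those of the Lin-/CD11b+ sort, as fewer UMIs are left per cell. In each of these settings, WT cells of both sorts had fewer *Tet2* KO neighbours than *Tet2* KO cells had.

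Over genes with at least 10 CPM in 1 library, the profile correlation between genotypes was 0.990 in HSPC-like, 0.993 in mono-biased GMP-like and 0.994 in neutro-biased GMP-like cells of the GMP sort, and 0.990 in HSPC-like, 0.992 in mono-biased GMP-like, 0.988 in neutro-biased GMP-like, 0.967 in neutrophil-like and 0.985 in DC-like cells of the Lin-/CD11b+ sort. With log2(CPM + 1), it was 0.987 in HSPC-like, 0.994 in mono-biased GMP-like and 0.993 in neutro-biased GMP-like cells of the GMP sort, and 0.987 in HSPC-like, 0.990 in mono-biased GMP-like, 0.979 in neutro-biased GMP-like, 0.946 in neutrophil-like and 0.985 in DC-like cells of the Lin-/CD11b+ sort. In the same order of settings, it was 0.977 and 0.960 for profile correlation, basophil-like cells, GMP sort, 0.986 and 0.983 for profile correlation, monocyte-like cells, Lin-/CD11b+ sort, 0.953 and 0.914 for profile correlation, basophil-like cells, Lin-/CD11b+ sort, and 0.968 and 0.960 for profile correlation, lymphoid-like cells, Lin-/CD11b+ sort. Both settings change the weight of genes with low counts.

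Of the values of single genes, 36 of 36 stayed within their counting interval without Scrublet doublets, 48 of 49 under TMM normalization, 78 of 85 with the mean over cells and 16 of 31 in the other sort. Genes named by their ratio had been required to change the same way in the other sort, which fixes their sign there. Among genes that these settings do not cover, *S100a8* in HSPC-like cells had a log2 ratio of -2.48 (-2.60 to -2.35) in the Lin-/CD11b+ sort and 1.38 (0.88 to 1.92) in the GMP sort, and *Sox4* in HSPC-like cells 0.38 (0.23 to 0.54) and -0.15 (-0.36 to 0.061). The sex-linked and haemoglobin genes, as the percent of cells with a UMI, moved in 24 of 24 values because the unit changes. Under the cell filter that the paper states, *Tet2* detection stayed within its interval in each of the 4 libraries.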

Differences from the paper's values

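No value of the paper differed from the value here by more than 1.5 times. The settings with cells at or over 5% mitochondrial counts left out and with cluster 12 counted as monocyte-like, and sums without 1 gene, were chosen after the data were seen. The paper's number of cells, 8969, equals the number of cells deposited. The cell filter as stated would leave 8556 cells. The paper's reported numbers in Supplementary Data 1 are 1924 cells for the *Tet2* KO GMP sort and 2719 for the WT Lin-/CD11b+ sort, and the deposited cell table gives these numbers the other way round. Lymphoid-like cells, which a GMP sort would leave out, made up 10.7% of the library that the cell table assigns to the WT Lin-/CD11b+ sort.

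Fig. 2f, read by eye, lists protein folding among the terms higher in *Tet2* KO mono-biased GMP, and the chaperone list had a median log2 ratio of CPM + 1 of 0.013 there, with an interval of -0.0030 to 0.080. It lists positive regulation of the inflammatory response as higher in mono-biased GMP and in monocytes, and positive regulation of cytokine production as both higher and lower in these cells. The list of inflammatory cytokines and regulators was lower, at -0.34 and -0.29, and no setting gave a value above 0 in mono-biased GMP-like cells. With cluster 12 counted as monocyte-like, the value for inflammatory cytokines and regulators, monocyte-like cells, was 0.11. The figure lists the Toll-like receptor pathway as lower in mono-biased GMP and monocytes, and that list was at 0.044 and 0.078, with intervals that covered 0 and genes that went both ways. Its summed CPM was lower in *Tet2* KO, with a log2 ratio of -0.26 and -0.31, and 0.0089 and -0.13 without *Unc93b1*, and the Reactome list gave a median of -0.052 and 0.089, so the sum in both types and the Reactome list in mono-biased GMP-like cells went the way of the figure. Without cells at or over 5% mitochondrial counts, the value for Toll-like receptor signalling, monocyte-like cells, was -0.0021. The lists here are not the terms of the figure, and cells were named anew.

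Neutrophil degranulation is listed in the figure among both the higher and the lower terms in mono-biased GMP, neutro-biased GMP, monocytes and neutrophils. Primary granule genes were at 0.16, -0.093, 0.30 and 1.19 in these types, and secondary granule genes at 0.63, 0.41, 1.25 and -0.31, so that both lists were higher in mono-biased GMP-like and monocyte-like cells and went opposite ways in the other 2 types. Primary granule genes of the Lin-/CD11b+ sort were at 0.0068 in mono-biased GMP-like cells, with an interval that covered 0, and at -0.17 in neutro-biased ones, and secondary granule genes at 0.36 and 1.26. Myeloid cell differentiation is listed as lower in mono-biased and neutro-biased GMP. In mono-biased GMP-like cells, the monocytic list was at -0.017 with an interval that covered 0 and the granulocytic list higher at 0.47, and in neutro-biased GMP-like cells the monocytic list was higher at 0.55 and the granulocytic list lower at -0.15, with a log2 ratio of its summed CPM of 0.11, and 0.0036 without *S100a8*.

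Several directions were the same as in the figure. Oxidative phosphorylation genes were higher at 0.16, mitochondrial ribosome genes at 0.17 and splicing factor genes at 0.10 in mono-biased GMP-like cells, and at 0.10, 0.15 and 0.094 in those of the Lin-/CD11b+ sort. Ribosomal protein genes were higher at 0.36 in neutrophil-like cells, where the median of all genes was 0.22. MHC class II genes were higher at 0.65 in HSPC-like cells, and at 0.19 in those of the GMP sort, with an interval that covered 0 and a log2 ratio of the summed CPM of -0.13. Lysosome genes were lower at -0.15 in mono-biased GMP-like and -0.073 in monocyte-like cells, but at -0.0039 in mono-biased GMP-like cells of the Lin-/CD11b+ sort, with an interval that covered 0, and the value for lysosome, monocyte-like cells, was 0.025 with cluster 12 added.

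The paper describes mutant and WT profiles as highly overlapping. The share of *Tet2* KO cells among the neighbours of WT cells of the GMP sort was 20.8%, below the share given by cell types alone, and at most 32.6% in the settings tried for that sort. The profile correlation between genotypes was above every correlation of the type with another type in 12 of 12 comparisons of a type and sort. Types were clusters of both genotypes together, so this order was largely set in advance and does not bear on the paper's description.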

Other observations

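The test of primitive genes was chosen before its result was seen, and the other tests in this part after it.

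The paper states that cells without *Tet2* accumulate markers of early primitive progenitors, such as *Runx1* and *Gata2*. In the RNA of sorted GMP, the log2 ratio of *Tet2* KO over WT was -0.35 in mono-biased and 0.16 in neutro-biased GMP-like cells for *Runx1*, 0.0083 and -0.32 for *Gata2*, -0.27 and -0.56 for *Meis1*, and -0.41 and 0.24 for *Sox4*. Of these 8 pairs of a gene and a cell type, 3 were higher in *Tet2* KO, 1 with an interval above 0, and 3 had an interval below 0. In mono-biased GMP-like cells of the GMP sort, where *Runx1* and *Sox4* had intervals below 0, this argues against an accumulation of these 4 transcripts as a set. *Gata2*, with 25 and 12 UMIs there, is too low to tell. In neutro-biased GMP-like cells, the interval lay above 0 for *Sox4* and below 0 for *Meis1*, so the question stays open. GMP-like cells of the Lin-/CD11b+ sort were not part of the test. Other early genes were not part of the test. The chromatin data were not analysed here. In HSPC-like cells, the log2 ratio was 0.016 for *Runx1*, 0.0099 for *Gata2*, 0.21 for *Meis1* and 0.38 for *Sox4* in the Lin-/CD11b+ sort, and -0.062 for *Runx1*, -0.91 for *Gata2*, -0.77 for *Meis1* and -0.15 for *Sox4* in the GMP sort. Cluster 7, in which *Gata2* was not among the raised markers, held 122 of 191 WT and 254 of 320 *Tet2* KO cells there. Whether this mix of clusters gives the low values was not tested.

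*S100a8* was higher in *Tet2* KO GMP-like cells. The difference in CPM between the GMP-sorted libraries ranged from -5.27 to 1063 over 4 cell types, which argues against free RNA at one level in the *Tet2* KO library. No biological explanation was tested.

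*Iglc1*, *Mcpt8* and *Prss34*, genes of lymphoid and basophil cells, were higher in *Tet2* KO neutrophil-like cells. The 3 *Tet2* KO neutrophil-like cells with most UMIs of a gene held 98.0% of the *Iglc1*, 95.9% of the *Mcpt8* and 97.4% of the *Prss34* UMIs, where the 3 deepest cells held 4.74% of all UMIs. This argues against free RNA, which spreads over cells, as the whole cause, and a few mixed cells or doublets may explain the ratios. Of the 15 pairs of these genes with another cell type, 10 were higher in *Tet2* KO, 7 with an interval above 0. *Iglc1* was higher in each of these 5 types, the HSPC-like, mono-biased and neutro-biased GMP-like, monocyte-like and DC-like cells, by 22.8 to 27.2 CPM in 4 of them and by 569 CPM in DC-like cells, against 1588 CPM in neutrophil-like cells. In basophil-like cells, *Iglc1* was lower, with a log2 ratio of -0.79 (-1.56 to -0.035) from 30 and 33 UMIs. Free RNA at one level would not give the values in DC-like and basophil-like cells, and whether it adds a small part in the other types stays open. Scrublet called 31 of 8969 cells doublets, 0.346%, and has not worked on these data.

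Cluster 12 held a larger share of the *Tet2* KO than of the WT Lin-/CD11b+ library. Among cells with at least 8000 UMIs, the ratio of its shares was 18.7, from 58 *Tet2* KO and 2 WT cells, and 3.29 without a limit, which argues against depth per cell as the cause. *C1qa*, a macrophage marker, had UMIs in 2 of its 225 cells, and the monocytic markers *Ly6c2* in 223 and *Ccr2* in 220. With 1 library per genotype, the cluster may be a feature of that library.

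Cells of the GMP sort lay nearer to cells of their own library. With cells thinned to 5000 UMIs, 32.6% of the neighbours of WT cells were *Tet2* KO cells, and without the 63 genes changed at least 1.5-fold the same way in every type of that sort, 28.7% were. Both lie below the share given by cell types alone, which argues against depth per cell, and against these genes, as the whole cause. A difference between mice or preparations was not tested.

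*Xist* had UMIs in 99.5% of WT and 100% of *Tet2* KO cells of the GMP sort, and in 97.9% and 98.6% of those of the Lin-/CD11b+ sort. *Kdm5d* had UMIs in 2 cells of the WT GMP library and in 0 of each other library. *Hbb-bt*, a haemoglobin gene, was at 1.05 CPM in the WT and 0.493 in the *Tet2* KO GMP library, and at 2.73 and 5.55 in the Lin-/CD11b+ libraries.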
